# Homoharringtonine exhibits senotherapeutic activity that mitigates diet- and age-associated obesity and insulin resistance and extends lifespan in mice

**DOI:** 10.1038/s41467-026-70475-3

**Published:** 2026-03-31

**Authors:** Eok-Cheon Kim, Han-Byul Jung, Yu-kyoung Park, Youlim Son, Hye-Na Cha, Yash Patel, Ju Hee Lee, Minah Choi, Soyoung Park, Il-Kug Kim, Lauren Pickel, Seungju Lee, Yuna Ha, Min-Gyeong Shin, Qiwei Zhang, Jielin Yang, Bruno Rodrigues de Oliveira, Nathaniel Vo, Annie Yew, Jacques Togo, Kafi N. Ealey, Su-Ryun Jung, Sunjin Moon, Hye-Jin Yoon, Jee-Young Lee, Hoon-Ki Sung, Jae-Ryong Kim, So-Young Park

**Keywords:** Molecular medicine, Senescence, Phenotypic screening, Obesity

## Abstract

The accumulation of senescent cells in white adipose tissue (WAT) is closely associated with the functional decline of WAT and plays a causal role in the pathogenesis of metabolic diseases. Therefore, the elimination of senescent cells in WAT holds promise for the treatment and prevention of age-related metabolic diseases. Using a drug-repositioning strategy for 2150 clinically applied compounds, we discover that homoharringtonine (HHT), an FDA-approved anti-leukemic drug, manifests senotherapeutic activity in vitro in multiple cell types including human preadipocytes, while inflicting minimal cytotoxicity to non-senescent cells. HHT treatment prevents diet- or age-induced metabolic abnormalities in male mice targeting senescent adipocytes and preadipocytes to improve WAT function and reduce WAT inflammation. Moreover, HHT treatment attenuates age-associated phenotypes of human adipose tissue. Mechanistically, the senotherapeutic effects of HHT are mediated through the direct interaction of HHT with heat shock protein family A member 5 (HSPA5). Importantly, we found that HHT treatment delays aging and extends the lifespan in progeroid and aged mice. Our study demonstrates the novel senotherapeutic potential of HHT to mitigate age- and obesity-related metabolic dysfunction and extend longevity in mice.

## Abstract (web summary)

This study identifies an FDA-approved leukemia drug, Homoharringtonine, that can eliminate aged fat cells, improve metabolic health, reduce inflammation and extend lifespan in mice, revealing a potential approach to treat age- and obesity-related metabolic disease.

## Introduction

Cellular senescence refers to a terminal state of growth arrest in which cells cease to divide, undergo morphological changes (enlarged and flattened shape), take on a senescence-associated secretory phenotype (SASP), and exhibit increased senescence-associated beta-galactosidase (SAβG) activity and expression of p53 and/or p16^1,2^. Senescent cells release inflammatory cytokines, growth factors, and matrix metalloproteinases, resulting in the dysfunction of neighboring cells^3,4^. Consequently, the accumulation of senescent cells induces tissue aging and organ dysfunction, thereby contributing to the development of age-related chronic diseases. Therefore, the elimination of senescent cells or the blocking of the SASP extends the healthspan and prevents the emergence of age-related pathologies^5–10^.

The white adipose tissue (WAT) plays essential roles in whole-body metabolism, not only by storing excess energy and releasing lipids in response to energy deficits, but also by producing various adipokines and endocrine hormones. These metabolic functions of WAT require functional adaptation to the metabolic environment through the dynamic remodeling of adipose cellular composition. The remodeling capacity of WAT drastically declines with aging, with inadequate angiogenesis resulting in tissue hypoxia, chronic inflammation, and the deposition of excess extracellular matrix (ECM), ultimately leading to adipose tissue fibrosis. Adipose tissue fibrosis is a critical feature of senescence, which drastically increases with age^11,12^ contributing to further adipocyte dysfunction. Adipose tissue fibrosis thereby accelerates the progression of metabolic diseases, such as fatty liver disease and type 2 diabetes mellitus^11,13^. Currently, the therapeutic options for blocking or reverting age-related adipose tissue fibrosis and dysfunction are limited. Therefore, there is a need for pharmacological treatments that can halt or reverse the aging process to mitigate adipose tissue fibrosis and its related metabolic complications.

Interestingly, recent evidence suggests that the accumulation of senescent cells in WAT is a critical process in the pathogenesis of age-associated adipose tissue fibrosis and dysfunction, as it contributes to various metabolic aberrations. Young or non-senescent (NS) adipocyte precursor cells (APCs) in WAT can give rise to mature adipocytes and brown fat-like cells (beige adipocytes) in response to high energy intake and cold exposure, respectively^14^. However, senescent APCs in aged or obese WAT lose the capacity to differentiate into mature white adipocytes (i.e., adipogenesis) or beige adipocytes; rather, the APCs exhibit increased fibro-inflammatory properties, and the adipose tissue expands through increased size of adipocytes (i.e., hypertrophy). Senescent APCs display substantially increased expression of CD9, an age-associated APC marker, and exhibit limited differentiation capacity, leading to significantly reduced hyperplastic adipogenesis^14,15^. Additionally, the age-associated functional decline in mature adipocytes and adipose immune cells plays key roles in the pathological remodeling of adipose tissue^16–18^. Notably, eliminating senescent cells by senolytics, such as dasatinib with quercetin (hereafter D + Q), or activating drug-inducible suicide genes driven by the p16 promoter, alleviates high-fat diet (HF)-induced insulin resistance in animals^19,20^. Moreover, in a recent clinical trial, a single three-day oral administration of D + Q in diabetic patients with chronic kidney disease decreased senescent cell accumulation and inflammation in the adipose tissue^21^.

In this study, we tested 2150 clinically applied or FDA-approved compounds^22^ to find new senotherapeutics for the treatment of age- and obesity-related metabolic diseases. We discovered that homoharringtonine (HHT), a natural plant alkaloid approved by the FDA for the treatment of chronic myeloid leukemia (CML), manifests a senotherapeutic activity in cultured APCs. Additionally, HHT treatment attenuates the age-associated phenotypes in adipose tissue of diet-induced obese mice and individuals with obesity. Furthermore, our data demonstrated that HHT treatment mitigates the aging phenotype and extends the lifespan of both progeroid and naturally aged mice. Collectively, our study suggests that HHT is a promising senotherapeutic agent for addressing age-related diseases and promoting healthy aging.

## Results

### Drug repositioning approach to discover novel senotherapeutics

We screened a library comprising 2150 clinically applied compounds to identify novel senotherapeutics among existing drugs^22^. For the primary screening, we used doxorubicin-induced prematurely senescent (PS) human dermal fibroblasts (HDFs)^23^ in media containing 10% fetal bovine serum (FBS). Senescence phenotypes of PS HDFs were confirmed by SAβG staining and by assessing the protein expression levels of p21 and p16 (Fig. 1A, S1A, and S1B). PS HDFs were incubated with each of the compounds at 100 nM for 4 days, then cell survival and cellular senescence were assessed using the cytotoxicity assay and SAβG staining, respectively. The primary screening identified 110 compounds that increased cytotoxicity, or decreased SAβG staining in PS HDFs, which were thereafter regarded as senolytic, or senomorphic candidates, respectively (Fig. 1A).

**Fig. 1:**
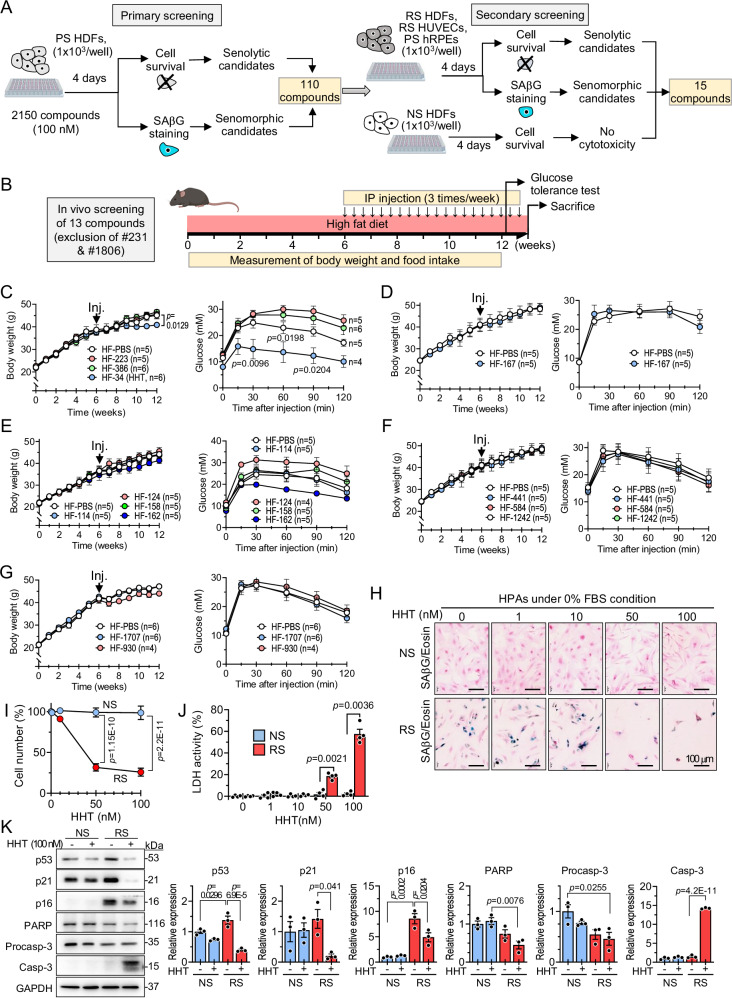
Identification of HHT as a novel senotherapeutic. **A** Screening scheme of senotherapeutic candidates using prematurely senescent human dermal fibroblasts (PS HDFs), replicatively senescent (RS) HDFs, RS HUVECs, and PS hRPEs cultured in medium with 10% FBS. Senescence in various cell types was induced by treatment with doxorubicin (Dox), defined as PS cells, and by serial cultivation, defined as RS cells, which are compared to non-senescent (NS) cells. **B** In vivo screening scheme of senotherapeutic candidates in high-fat diet (HF)-induced obese mice (*n =* 4 to 6). Mice were fed HF continuously for 13 weeks. After the first 6 weeks of HF feeding, they were injected with senotherapeutic candidates (3 times/week, administration dosage of each senotherapeutic in Supplementary Table 2) for the remaining 6 weeks while continuing the HF. Throughout the experimental period, body weight and food intake were measured. After completing the 12 weeks of HF feeding, an intraperitoneal glucose tolerance test (1 g/kg BW glucose) was performed. **C–G** Changes in body weight during the experimental period and glucose levels during intraperitoneal glucose tolerance test. The sample size (n) for each group is shown in the corresponding graph. NS and RS human visceral preadipocytes (HPAs) were treated with the indicated concentrations of HHT for 4 days under 0% FBS condition (**H**–**K**). **H** Representative images of SAβG and eosin staining. **I** Cell number measured using a CCK-8 assay (*n* = 4 for NS, *n* = 3 for RS). **J** LDH activity in media (*n* = 4 in each group). **K** Expression levels of age- or apoptosis-associated proteins (*n *= 3 in each group). Values are presented as means ± SEM and data were analyzed with one-way or two-way analysis of variance (ANOVA) followed by a post-hoc test. CCK-8 Cell Counting Kit-8; HF high-fat diet; HHT homoharringtonine; hRPEs human retinal pigment epithelial cells; HUVECs human umbilical vein endothelial cells; Inj., start injection with senotherapeutic candidate; LDH lactate dehydrogenase; SAβG senescence-associated β-galactosidase. Illustration created in part (A and B) with BioRender (https://BioRender.com/2dkuoy1).

To further verify the senolytic or senomorphic effects of the 110 compounds, we conducted secondary screening by testing these compounds in multiple cell types, including replicatively senescent (RS) HDFs, RS human umbilical vein endothelial cells (RS HUVECs), and PS human retinal pigment epithelial cells (PS hRPEs) (Figs. S1C-H). Through the secondary screening of the 110 compounds, we selected 15 compounds that showed senolytic or senomorphic (hereafter senotherapeutic) activities across all three cell types (Fig. 1A, S1I, and Supplementary Table 1). ABT263 and rapamycin were used as senolytic^24^ and senomorphic^25^ positive controls, respectively (Fig. S1I).

### Identification of HHT as a novel senotherapeutic molecule

Adipose tissue senescence plays a causal role in the development of obesity- and age-associated insulin resistance and metabolic dysfunction^6,19^. To validate the effects of the candidate compounds on obesity and associated metabolic dysfunction, we performed pilot in vivo experiments in high-fat diet (HF)-induced obese mice. Among the 15 candidates, two were initially excluded due to known adverse effects. We excluded #1806 (trametinib) due to gastrointestinal symptoms and reduced food intake^26–28^, and #231 (everolimus) due to hyperglycemia^29,30^. We tested the remaining 13 compounds in the HF-induced obese mice (Fig. 1B and Supplementary Table 2). We found that the #34 compound (HHT) mitigated weight gain and improved glucose regulation compared to PBS control in the absence of food intake differences (Fig. 1C–G and S2A–E). We then performed in vitro analyses to investigate cellular mechanisms underlying this effect in media containing 10% FBS. We found that HHT induced cytotoxicity in RS human visceral preadipocytes (HPAs) and RS HDFs in a dose-dependent manner, and elevated LDH levels in the media of these senescent cells, while reducing senescence-related phenotypes (Figs. S3A–C and S3E–G). This was accompanied by the elevation of cleaved caspase-3 (Casp-3) protein, indicating the induction of apoptotic cell death by HHT treatment in RS HPAs (Fig. S3D) and RS HDFs (Fig. S3H). Interestingly, HHT appeared to reduce cell numbers at 50 nM and 100 nM concentrations in non-senescent (NS) cells (Figs. S3A, S3B, S3E and S3F). Importantly, this did not induce LDH release (Figs. S3C and S3G), suggesting growth arrest rather than cell death, which aligns with the known mechanism of HHT in cancer cells and normal cells^31,32^. This finding was further supported by flow cytometry, which demonstrated increased G0/G1 arrest in HHT-treated NS cells (Fig. S3I). Given that HHT induces cell cycle arrest, it was necessary to clarify whether the observed decrease in NS cell numbers was due to actual cytotoxicity or simply growth inhibition. To address this, we repeated the experiments under 0% FBS conditions, where overall cell proliferation is minimized. Under these conditions, HHT induced significant cytotoxicity in senescent HPAs and HDFs while having no effect on NS cell numbers (Fig. 1H–K and S3J–M). These effects of HHT are specific to senescent cells and comparable to well-known senolytics, dasatinib+quercetin (D + Q) and ABT263 (Figs. S3N, S4, and Supplementary Table 3). Additionally, HHT treatment reduced the expression of some SASP proteins in all tested cell types, including HPAs (Fig. S5).

These results suggest that HHT mitigates glucose intolerance in mice, and exhibits senotherapeutic activity across multiple human cell types, including preadipocytes.

### HHT reduces adiposity and improves insulin resistance in HF-fed obese mice

To further investigate the beneficial metabolic effects of HHT on HF-induced obesity and metabolic dysfunction, we fed mice a 60% HF diet for 6 weeks, then treated with either HHT or PBS control three times weekly for 8 weeks while continuing the HF diet (Fig. 2A). Consistent with our in vivo screening studies (Fig. 1C), HHT treatment significantly reduced body weight gain from 4 weeks after the start of HHT treatment without a significant difference in accumulated food intake between the two groups (Fig. 2A, B), indicating that reduced body weight gain by HHT is not primarily attributed to decreased food intake. Importantly, we found a significant reduction in the fat weight in HHT-treated mice without significant effects on other organs (Fig. 2C and S6A), suggesting that reduced adiposity is the main contributor to body weight reduction. However, this effect was not observed in young mice fed a standard chow diet (Fig. S6B). Fasting plasma glucose levels were reduced by HHT (Fig. 2D) without a significant difference in fasting plasma insulin levels between the groups (Fig. 2E). Additionally, HOMA-IR was significantly lower in the HHT-treated mice than in PBS-treated mice with similar HOMA-%β level in both groups, suggesting that HHT improves HF-induced insulin resistance (Fig. 2F, G). To examine the effect of HHT on glucose homeostasis, we performed an intraperitoneal glucose tolerance test (IPGTT). The HHT-treated group showed enhanced blood glucose clearance compared to the PBS-treated group (Fig. 2H). The area under the curve (AUC) for glucose clearance was significantly lower in the HHT-treated mice compared with the PBS-treated mice (Fig. 2I). The plasma insulin levels and AUC for insulin were similar between the HHT- and PBS-treated mice (Fig. 2J, K). These results suggest that HHT reduces fat mass and improves insulin resistance in HF-fed obese mice.

**Fig. 2:**
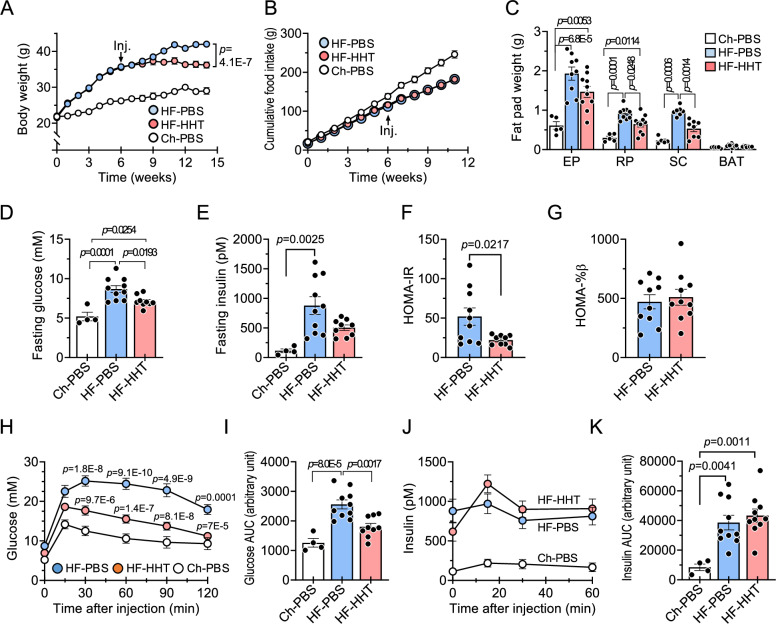
HHT prevents weight gain and improves insulin resistance in HF-fed mice. After feeding a high-fat diet (HF) for 6 weeks, male mice were administered with HHT or PBS for 8 weeks while they were kept on HF. Some animals were kept on a normal chow diet and treated with PBS. **A** Body weight changes (*n *= 5 for Ch-PBS; *n* = 10 for HF-PBS and HF-HHT). **B** Accumulated food intake (*n* = 4 for Ch-PBS; *n* = 10 for HF-PBS and HF-HHT). **C** Fat pad weight (*n* = 5 for EP, RP, SC, and BAT in the Ch-PBS group; *n* = 10 for EP, RP, and BAT in the HF-PBS and HF-HHT groups; *n* = 8 for SC in the HF-PBS and HF-HHT groups). **D** Fasting glucose (*n* = 4 for Ch-PBS; *n* = 10 for HF-PBS; *n* = 9 for HF-HHT). **E** Fasting insulin (*n* = 4 for Ch-PBS; *n* = 10 for HF-PBS; *n* = 9 for HF-HHT). **F** Homeostatic model assessment for insulin resistance (HOMA-IR) (*n* = 9 for HF-HHT; *n* = 10 for HF-PBS). **G** HOMA for β-cell function (HOMA-%β) (*n* = 10 per group). **H**, **I**. Blood glucose levels and their area under the curve (AUC) during intraperitoneal glucose tolerance test (*n* = 4 for Ch-PBS; *n* = 10 for HF-PBS; *n *= 9 for HF-HHT). *p* values were determined for the comparisons between HF-PBS and HF-HHT, and between Ch-PBS and HF-PBS. **J**, **K** Plasma insulin levels and their AUC during intraperitoneal glucose tolerance test (*n* = 4 for Ch-PBS; *n* = 10 for HF-PBS and HF-HHT). Values are presented as means ± SEM. Data were analyzed via one-way or two-way ANOVA followed by a post-hoc test when comparing more than two groups or two-tailed Student’s *t* test when comparing two groups. BAT, brown adipose tissue; Ch chow diet; EP epididymal fat; HF, HHT homoharringtonine; PBS phosphate-buffered saline; RP retroperitoneal fat; SC subcutaneous fat.

### HHT reduces cellular senescence and inflammation in WAT of HF-fed obese mice

To determine whether HHT improves glucose homeostasis in HF-induced obese mice by targeting adipose tissue senescence, we evaluated senescence markers in HHT-treated white adipose tissues (WATs). HHT treatment decreased SAβG staining in various adipose depots, including subcutaneous, epididymal, mesenteric, and perirenal fat tissues, to levels similar to those in the normal chow diet control (Ch-PBS) group (Fig. 3A). Indeed, histological analysis revealed that the SAβG-positive cells in the epididymal fat tissues were significantly increased by HF, while HHT treatment significantly reduced their abundance (Fig. 3B). To further confirm the senotherapeutic activity of HHT in vivo, we employed a transgenic *p16-luc* mouse model that carries the entire human *p16* gene locus tagged with firefly luciferase and is reported to increase bioluminescence concurrent with the p16 level with age^33^. The *p16-luc* mice were fed with HF for 6 weeks and then treated with HHT or PBS three times a week for 8 weeks. Notably, bioluminescence was increased in the HF (HF-PBS) compared to the Ch-PBS group, and this elevation was normalized by HHT treatment (HF-HHT, Fig. 3C). These results indicate that senescent cells accumulated in the adipose tissues of HF-fed *p16-luc* mice, but were cleared by HHT, demonstrating the in vivo senotherapeutic activity of HHT. Furthermore, HHT treatment significantly reduced the expression levels of p53, p21, and p16 proteins in WAT when compared with those in HF-PBS (Fig. 3D). Collectively, these data suggest that HHT attenuated cellular senescence in the adipose tissues of the HF-fed obese mice.

**Fig. 3:**
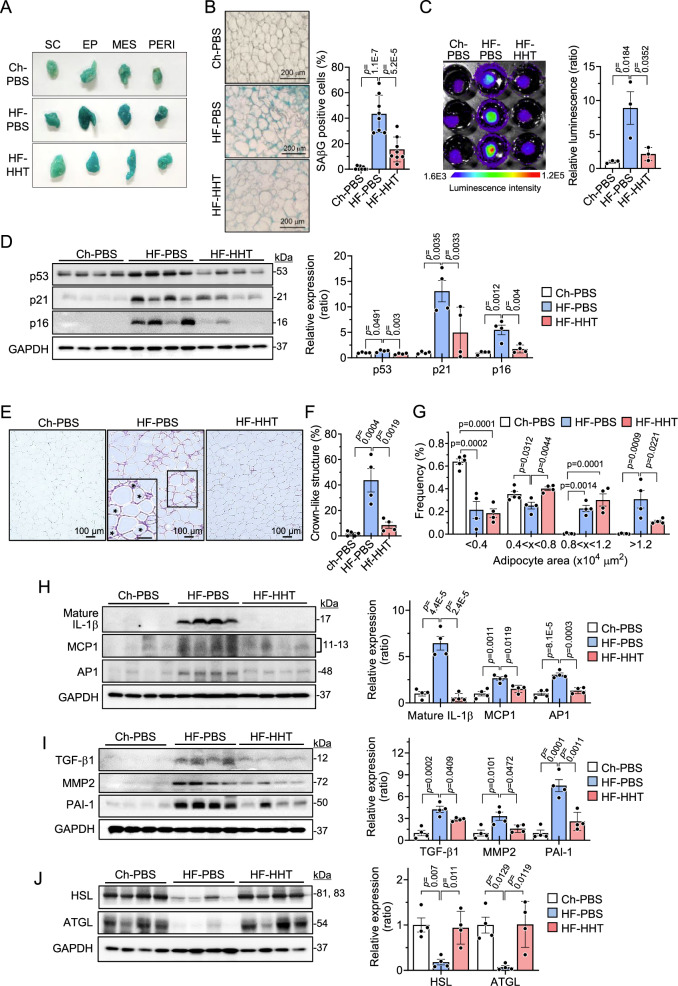
HHT attenuates adipose tissue senescence in HF-fed obese mice. After feeding high-fat diet (HF) for 6 weeks, male mice were administered with HHT (HF-HHT) or PBS (HF-PBS) for 8 weeks while they were kept on HF. Chow diet-fed mice were kept on a chow diet during the experimental period and injected with PBS for 8 weeks (Ch-PBS). **A** Senescence-associated β-galactosidase (SAβG) staining in various adipose tissues. **B** Histological analysis of SAβG stained epididymal white adipose tissue (WAT) (*n* = 8 in each group). Scale bar, 200 μm. **C** p16-luciferase mice were fed with HF for 6 weeks and treated with HHT for 8 weeks while kept on HF. Bioluminescence intensity of the epididymal WAT (*n* = 3 in each group). **D** The levels of p53, p21, and p16 proteins in the epididymal WAT (*n* = 4 in each group). **E** Histological analysis of epididymal WAT after staining with hematoxylin and eosin. The adipocytes marked with asterisks were the cells surrounded by macrophages which counted as positive crown-like structures. Scale bar, 100 μm. **F** The percentages of crown-like structure positive cells in the epididymal WAT (*n* = 5 in chow diet group and *n* = 4 in each HF group). **G** The size distribution of adipocytes in the adipose tissues (*n* = 5 in chow diet group and *n* = 4 in each HF group). **H** Expression levels of IL-1β, MCP1, and AP1 proteins in the epididymal WAT (*n* = 4 in each group). **I** Expression levels of TGF-β1, MMP2, and PAI-1 proteins in the epididymal WAT (*n* = 4 in each group). **J** Expression levels of HSL and ATGL proteins in the epididymal WAT (*n* = 4 in each group). Values are presented as means ± SEM. Data were analyzed via one-way ANOVA followed by a post-hoc test. AP1 activator protein 1; ATGL adipose triglyceride lipase; Ch chow; EP epididymal fat; GAPDH glyceraldehyde 3-phosphate dehydrogenase; IL-1β interleukin-1β; HHT homoharringtonine; HSL hormone sensitive lipase; MCP1 monocyte chemoattractant protein-1, MES mesenteric fat; MMP2 matrix metalloproteinases 2, PAI-1 plasminogen activator inhibitor-1; PBS phosphate buffered saline; PERI perirenal fat; SC subcutaneous fat; TGF-β1 transforming growth factor-β1.

Senescent cells accumulate in obese WAT and stimulate the secretion of inflammatory cytokines, immune modulators, growth factors, and proteases (i.e., SASP), leading to adipose tissue dysfunction and metabolic disturbance^34^. Notably, we found that HHT treatment reduced crown-like structures (asterisks in Fig. 3E, F), suggesting the anti-inflammatory effects of HHT in WAT. HF induces hypertrophic enlargement of adipocytes, characterized by an increase in large-sized adipocytes and a decrease in small-to-medium-sized adipocytes. Treatment with HHT partially mitigated the hypertrophic expansion of the adipocytes, indicating improved WAT function (Fig. 3G). In addition, the levels of proinflammatory cytokines (IL-1β, MCP1) and their regulator (AP1)^35,36^ were increased by HF, while HHT treatment suppressed this proinflammatory response (Fig. 3H). At the protein level, key components of the SASP involved in adipose tissue inflammation and fibrosis which were significantly increased by HF (TGF-β1, MMP2, and PAI-1) were reduced by HHT treatment (Fig. 3I). Protein levels of HSL and ATGL, lipolytic enzymes involved in triglyceride (TG) hydrolysis and insulin sensitivity which are known to be reduced in aged subjects^37^, were also decreased by HF but normalized by HHT treatment (Fig. 3J). These results suggest that HHT attenuates HF-induced WAT inflammation and metabolic dysfunction.

To test whether HHT impacts thermogenesis, we examined the energy expenditure of the HHT-treated mice (Figs. S7A–C). We found that HHT treatment marginally (*p* = 0.056) increases the energy expenditure (Fig. S7C) and reduces the size of lipid droplets in brown adipose tissue (BAT) with significantly increased uncoupling protein (UCP1) expression in BAT (Figs. S7D and S7E). These data suggest that a moderate increase in energy expenditure by activation of BAT partially contributes to metabolic improvement by HHT treatment.

Taken together, these results suggest that HHT reduces adipose tissue inflammation and improves the thermogenic and lipolytic functions of adipose tissue, likely through the elimination of senescent cells in HF-fed obese mice.

### Single nucleus RNA sequencing analysis reveals that HHT attenuates adipocyte senescence in WAT of HF-fed obese mice

WAT is a highly heterogeneous endocrine organ comprising various cell populations, including mature adipocytes, APCs, immune cells, and vascular cells^38,39^. Therefore, to determine the main target cell populations that contribute to the healthy remodeling of WAT and improved metabolic homeostasis by HHT treatment, we performed single nucleus RNA sequencing (snRNA-seq) analysis^40,41^. 

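Single-nucleus RNA sequencing counts the RNA inside isolated nuclei, so that large, fragile adipocytes can be measured beside immune and vascular cells. Epididymal WAT, the visceral fat depot beside the testis, gave 1 library from HF-PBS mice and 1 from HF-HHT mice. Each library held the nuclei of 3 pooled male mice, taken after 6 weeks of HF and 8 further weeks of HF with 3 injections per week, of PBS or of HHT at 0.545 mg/kg (Supplementary Table 2). HHT is a plant alkaloid that blocks protein synthesis at the ribosome and is used against leukemia. Nuclei from frozen tissue were stained with DAPI, flow-sorted and captured in droplets with the 10x Genomics 3′ assay. The authors aligned the reads to the mouse genome with Cell Ranger 5.0.0 and deposited raw counts of unique molecular identifiers (UMIs) per gene for every droplet barcode, empty droplets included, with no normalization. The HF-PBS library held 76197757 UMIs and the HF-HHT library 73313558. From these counts, nuclei were called by the default rules of Cell Ranger and filtered by the limits the study states, after removal of doublets with another tool than the study's, which kept 6648 HF-PBS nuclei with a median of 4316.5 UMIs and 6454 HF-HHT nuclei with a median of 3967.5 UMIs. The nuclei of both libraries were integrated and clustered, with every gene of the lists reported here left out of the features used for clustering. Within a class of nuclei, the UMIs of a gene were summed per library and given as CPM, counts scaled to a common total of all UMIs of the class, and HF-HHT was set against HF-PBS as a log2 ratio. The median log2 ratio of all measured genes was 0.30 in adipocytes, 0.17 in adipocyte precursor cells (APCs) and 0.16 in macrophages, so a gene at such a value lay at the level of the typical gene. A member of a gene list is counted as higher or lower where its CPM differed at least 1.5-fold, which is a size and not a test, and the median of a list is placed as a percentile among 10000 random lists of the same size and expression. With 1 library per condition there is no replicate check, so no p-value is given, and the 95% intervals (exact binomial for shares, exact Poisson for counts) cover counting error only, not differences between mice or between the handling of the 2 pools.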

The epididymal WAT of three mice from each group were pooled and processed. 

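Adipocyte-like nuclei formed cluster 4, led by Acvr1c, an activin receptor of fat cells, and Tshr, the thyrotropin receptor. APC-like nuclei formed cluster 2, led by the laminin gene Lama2 and the complement gene C7. Macrophage-like nuclei formed cluster 0, led by F13a1 and Ms4a4a, and cluster 1, led by Mmp12, which encodes macrophage elastase, and Gpnmb, a gene of lipid-laden macrophages. T and NK cells shared cluster 3, led by the T-cell signaling genes Themis and Skap1, and B cells formed cluster 5, led by Pax5, which fixes B-cell identity, and Ms4a1, which encodes CD20. Cluster 8 held blood endothelium (Ptprb, Cyyr1) together with lymphatic endothelium (Prox1, Flt4), cluster 9 mesothelial cells (Muc16, Upk1b), cluster 11 monocytes and dendritic cells (Clec9a, Flt3), and cluster 13 perivascular cells (Abcc9, Myh11, Rgs5). Cluster 10 was erythroid-like, led by the red-cell membrane genes Slc4a1, Kel and Rhag, and cluster 7 held dividing cells, led by the mitotic genes Bub1 and Knl1. The 14 clusters came from a resolution of 0.15, the lowest that gave this number. Clusters 6 and 12 met no marker list fixed before the data were examined and stayed unnamed. Cluster 6 held 686 HF-HHT nuclei and was led by Pkhd1, Pax8 and Srd5a2, and cluster 12 held 120 HF-HHT nuclei and was led by Hydin, Dnah9 and Spag16, genes of motile cilia. Neither held an HF-PBS nucleus (0 of 6648, exact upper limit 0.0555%). A cluster was named where at least 3 markers and at least 50% of the markers of a class were found, a limit set after the clusters were seen, which left 12.5% of the HF-HHT nuclei without a name.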

Unsupervised clustering based on differentially expressed genes (DGEs) revealed distinct WAT cell populations that are projected onto 14 different clusters in both PBS- and HHT-treated adipose tissues, as illustrated in the t-distributed stochastic neighbor embedding (tSNE) plots (Fig. 4A). Similar to previous reports^40,41^, these include mature adipocytes, APCs, macrophages, T- and B-cells, and vascular endothelial cells. The heat map for the top three genes of each cluster demonstrates the cell-type-specific transcriptome signature (Fig. S8A). The stacked bar plot for the proportion of each cluster demonstrates the impact of HHT treatment on the frequency of each cell population (Fig. 4B). 

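B cells, the antibody-producing lineage, differed most among the named classes. They were 737 of 6648 nuclei in HF-PBS (11.1%, exact 95% interval 10.3 to 11.9%) and 42 of 6454 in HF-HHT (0.651%, interval 0.469 to 0.879%), a log2 ratio of −4.09. Macrophages were the largest class in both libraries, at 53.8% (52.6 to 55.0%) in HF-PBS and 34.2% (33.0 to 35.3%) in HF-HHT. Endothelial nuclei were 1.52% and 6.20% (log2 ratio 2.03), mesothelial nuclei, which cover the surface of the depot, 2.38% and 4.91% (log2 ratio 1.05), and erythroid-like nuclei 0.737% and 3.66% (log2 ratio 2.31). T and NK cells were 10.0% of HF-PBS and 8.44% of HF-HHT nuclei, a log2 ratio of −0.25 (interval −0.40 to −0.09) that was −0.06 without the unnamed clusters, and monocytes and dendritic cells 2.24% and 1.74% (−0.37, or −0.18 without those clusters). At a resolution of 1.0, monocyte-like nuclei with Chil3, Clec4e and Ccr2 among their leading genes (345 in HF-PBS, 773 in HF-HHT) were counted as macrophages. The class of monocytes and dendritic cells therefore does not show how monocytes changed. For APCs (11.3% and 10.3%), perivascular cells (0.451% and 0.480%) and dividing cells (4.15% and 3.81%), the interval of the ratio included no difference at the limits used here. The shares of a library add up to 100%, the nuclei were flow-sorted, and the 806 HF-HHT nuclei of the unnamed clusters lower the HF-HHT share of every other class.

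**Figure D1:**
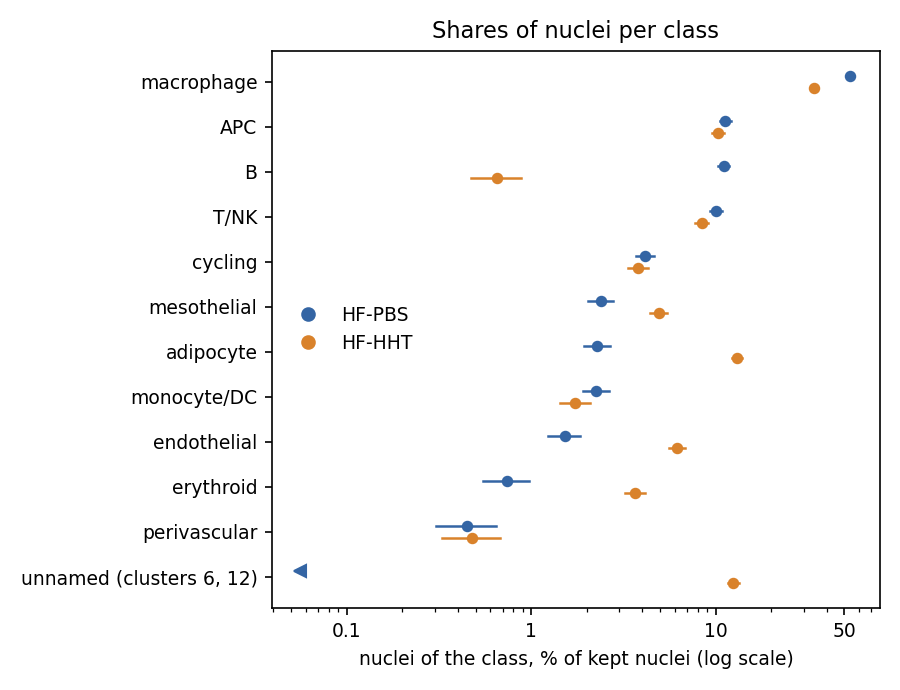
Share of kept nuclei per class (%, log scale) in HF-PBS (blue, 6648 nuclei) and HF-HHT (orange, 6454 nuclei), with points for the shares and lines for exact 95% binomial intervals, which cover counting error only. The triangle marks the upper limit of 0.0555% for the unnamed clusters 6 and 12 in HF-PBS, where no nucleus was found. B cells lie at 11.1% and 0.651%, and macrophages at 53.8% and 34.2%.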

We confirmed the expression of cell-type-specific genes for major cell populations, including adipocytes (Cluster 5), APCs (Cluster 2), mesothelial cells (Cluster 8), macrophages (Cluster 0, 1, 3, 7), T-cells (Cluster 4), and B-cells (Cluster 6) (Fig. S8B).

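Adipocyte markers fixed before the data were examined, among them the lipid-droplet genes Plin1 and Cidec, together reached 29184 CPM in HF-PBS and 37297 CPM in HF-HHT adipocytes, against 707 and 1047 CPM in macrophages. B-cell markers, among them Cd79a and Cd79b, stood at 12026 and 8059 CPM in B cells against 147 and 176 CPM in macrophages. The APC markers, among them Pdgfra and Pi16, stood at 5683 and 7146 CPM in APCs, and the macrophage markers, among them Csf1r and Adgre1, at 3851 and 5532 CPM in macrophages against 127 and 109 CPM in adipocytes. Mesothelial markers, such as Msln and Upk3b, were at 2954 and 6372 CPM in their own class, and endothelial markers, such as Cdh5 and Flt1, at 12014 and 12419 CPM in theirs. In the erythroid-like cluster the libraries held different nuclei. Hemoglobin genes and the other erythroid markers stood at 155 CPM in its HF-PBS nuclei and 19229 CPM in its HF-HHT nuclei, and were found in 8.16% of 49 and 80.1% of 236 nuclei, at median depths of 738 and 1618 UMIs. In macrophages, which should lack them, they were found in 3.38% and 45.1% of nuclei at median depths of 4946 and 4066 UMIs. APC markers stood at 5644 CPM in the HF-PBS nuclei of that cluster and 820 CPM in its HF-HHT nuclei, and at a resolution of 1.0 the erythroid-like cluster held 0 HF-PBS and 116 HF-HHT nuclei. Free RNA from broken cells supplied an estimated 4.75% of the adipocyte UMIs in HF-PBS and 3.38% in HF-HHT, 11.5% and 11.6% in APCs, and 6.60% and 6.66% in macrophages. The adipocyte markers made up 2861 CPM of that free RNA in HF-PBS and 9492 CPM in HF-HHT.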

**Fig. 4:**
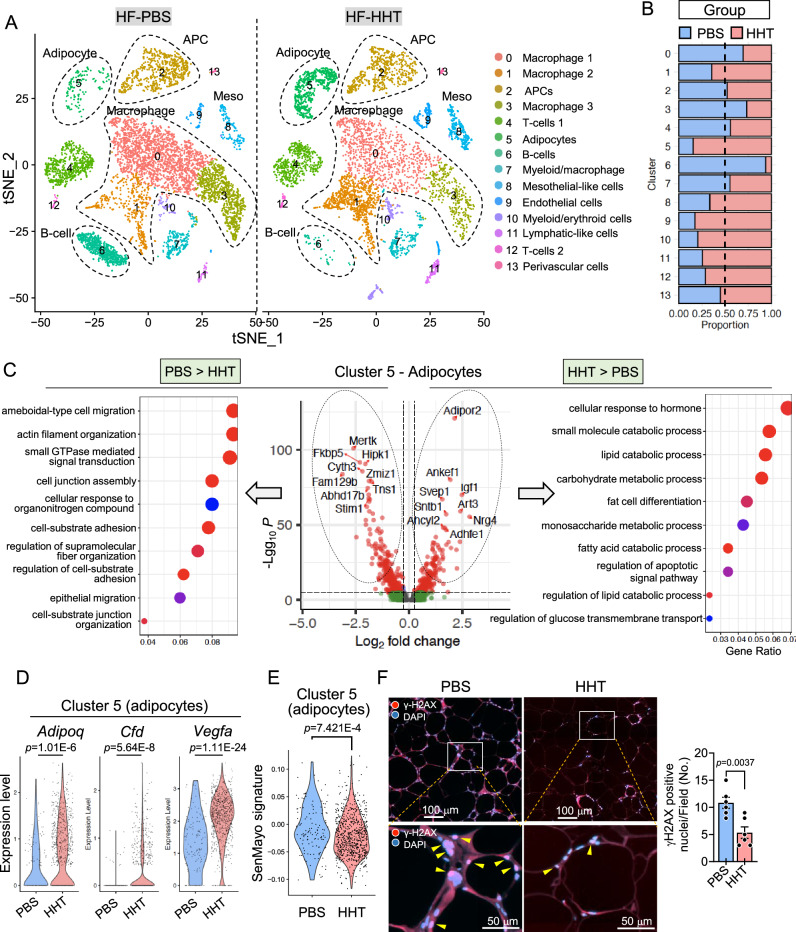
HHT treatment induces global alterations in adipose tissue cell populations and reduces the senescence of adipocytes. After feeding high-fat diet (HF) for 6 weeks, male mice were administered with HHT or PBS for 8 weeks while they were kept on HF. Pooled epididymal fat was analyzed with single nucleus RNA sequencing (snRNA-seq). **A** t-distributed stochastic neighbor embedding (tSNE) plot of snRNA-seq analysis showed multiple adipose tissue cell types. **B** Proportion of each cell population in PBS or HHT-treated adipose tissue. **C** Gene ontology enrichment analysis of differentially expressed genes (DEGs) in adipocytes (Cluster 5). Differential gene expression between conditions was tested using Seurat’s MAST hurdle model using a likelihood ratio test, and *p* values (middle panel) were Bonferroni-adjusted across all genes. Differential gene ontology enrichment was run using a one-sided test, and *p* values were corrected using FDR correction. **D** Healthy adipokine profile of mature adipocytes (Cluster 5). **E** SenMayo signature module score in adipocytes (Cluster 5) from HHT- or PBS-treated adipose tissue (Wilcoxson test). **F** Immunofluorescence staining of γ-H2AX and quantification of γ-H2AX positive nuclei per field in epididymal fat tissues (*n* = 6 in each group). Values are presented as means ± SEM. Data were analyzed via two-tailed Student’s *t* test. DAPI, 4′,6-diamidino-2-phenylindole; γ-H2AX, H2A histone family member X; HF, high-fat diet; HHT, homoharringtonine; PBS, phosphate-buffered saline.

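Adipocyte nuclei, marked by lipid-droplet and lipid-storage genes such as Plin4, Acsl1 and Gpam, were 151 of 6648 nuclei in HF-PBS and 848 of 6454 in HF-HHT. These are shares of 2.27% (exact 95% interval 1.93 to 2.66%) and 13.1% (12.3 to 14.0%), 5.78-fold higher in HF-HHT, with a log2 ratio of 2.53 (interval 2.29 to 2.78). All of them lay in cluster 4. Adipocyte nuclei were the deepest of the kept classes, with medians of 12962 UMIs in HF-PBS and 11603 in HF-HHT. The study's filter removes nuclei at or above the 95th percentile of UMIs of their library, which was 21291 UMIs in HF-PBS and 22520 in HF-HHT. The filter limits the number of genes in the same way. Without both upper limits, adipocytes were 297 of 7050 HF-PBS nuclei (4.21%, 3.76 to 4.71%) and 1180 of 6852 HF-HHT nuclei (17.2%, 16.3 to 18.1%), 4.09-fold higher in HF-HHT. These are shares of sorted nuclei, which give the mix of nuclei and not the number of adipocytes in the depot.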

Notably, the proportion of adipocytes (Cluster 5) increased in the HF-HHT-treated WAT compared with the HF-PBS-treated WAT (Fig. 4A, B). This result, along with reduced adipocyte sizes (Fig. 3E, G), suggests increased hyperplastic adipogenesis (i.e., adipocyte cell number increase), which is closely associated with improved WAT metabolic function and enhanced glucose homeostasis. To gain insights into the HHT-mediated molecular changes in adipocytes, we performed DGE analysis between the HF-HHT- and HF-PBS-treated adipocytes and found significantly altered genes presented in the volcano plot (Fig. 4C middle panel). 

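Among adipocyte genes that were higher in HF-HHT, C2, which encodes a complement component, went from 4.66 CPM in HF-PBS to 153 CPM in HF-HHT (log2 ratio 5.04, interval 4.11 to 6.17). Nrg4, which encodes a growth factor that fat cells secrete, stood at 53.8 and 866 CPM (log2 ratio 4.01, interval 3.73 to 4.30). Phkg1, a catalytic subunit of the kinase that activates glycogen phosphorylase, had a log2 ratio of 4.37, Slc6a13, a transporter of GABA and taurine, 3.87, and Gnal, a stimulatory G-protein subunit, 3.99. Among genes that were lower in HF-HHT, Fam129b had a log2 ratio of −4.66 (1221 and 48.4 CPM), Map1b, a microtubule-binding protein, −3.89, the laminin gene Lama3 −3.71, and Setdb2, a histone methyltransferase, −3.50. Fkbp5, a chaperone of the glucocorticoid receptor that glucocorticoids induce, stood at 2006 and 298 CPM (log2 ratio −2.75, interval −2.82 to −2.68). Mertk, a receptor for the uptake of dying cells, stood at 1359 and 127 CPM (log2 ratio −3.42), and after subtraction of free RNA at −3.50. Nrg4 lies on chromosome 9 of GRCm38 from 55220222 to 55326844, Fkbp5 on chromosome 17 from 28399094 to 28517527 and Mertk on chromosome 2 from 128698956 to 128802894. The 9 genes that Fig. 4C labels on the PBS side were all at least 1.5-fold lower in HF-HHT, with a median log2 ratio of −2.72, and the 9 on the HHT side were all at least 1.5-fold higher, with a median of 2.25. Because the study chose these genes on the same libraries, their direction is not independent evidence. At a resolution of 1.0, an adipocyte cluster with Nrg4 and Adrb3 among its leading genes held 42 HF-PBS and 378 HF-HHT nuclei and the other 108 and 470, so part of these ratios can come from the mix of adipocyte subtypes. The sums rest on 1932062 UMIs from 151 HF-PBS nuclei and 10054286 UMIs from 848 HF-HHT nuclei.

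**Figure D2:**
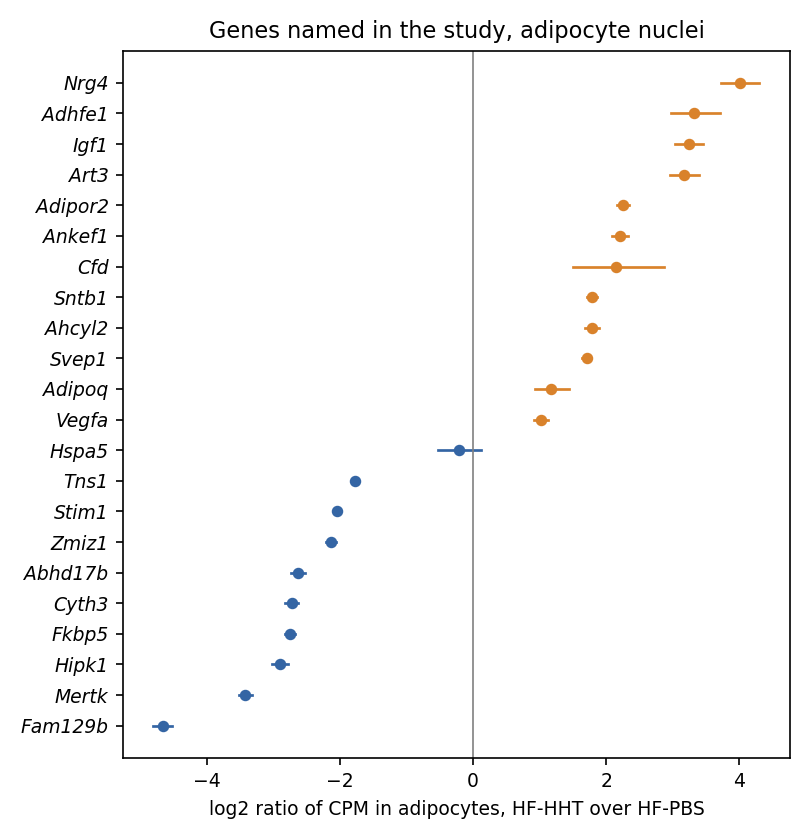
Log2 ratio of CPM in adipocyte nuclei, HF-HHT over HF-PBS, for the genes the study names and for Hspa5, with lines for the 95% intervals of the counts (counting error only). Points right of 0 (orange) are higher in HF-HHT, up to Nrg4 at 4.01, and points left of 0 (blue) are lower, down to Fam129b at −4.66, while the interval of Hspa5 includes 0.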

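Adipor2, which encodes a receptor for adiponectin, stood at 494 CPM in HF-PBS adipocytes and 2351 CPM in HF-HHT adipocytes, a log2 ratio of 2.25 (interval 2.16 to 2.34). It lies on chromosome 6 of GRCm38 from 119353150 to 119417704. Of 52 measured genes of lipid breakdown, 25 were higher and 3 lower in HF-HHT, with a median log2 ratio of 0.56, at percentile 100 of the matched random lists. Among them, Adhfe1, a mitochondrial dehydrogenase, had a ratio of 3.32 and G0s2, whose product inhibits the lipase ATGL, 2.36, whereas Pdk4, which restrains glucose oxidation, had −0.91. Of 48 genes of carbohydrate metabolism, 20 were higher and 3 lower, with a median of 0.45 at percentile 97.9. Pygl, a glycogen phosphorylase, had a ratio of 3.19 (interval 2.74 to 3.68) and Pdk1, an inhibitor of pyruvate dehydrogenase, 2.40, while Gbe1, the glycogen branching enzyme, had −0.88. Of 39 genes of the insulin response, 16 were higher and 5 lower, with a median of 0.31, which is close to the shift of the typical gene. In that list, Foxo3, a transcription factor that insulin restrains, had a ratio of −1.71. Of 42 genes of fat cell differentiation, 14 were higher and 7 lower, and their median of 0.21 lay at percentile 64.9 of the random lists. Steap4, a metalloreductase of adipocytes, had a ratio of 3.23, and Lep, which encodes leptin, −1.07 (558 and 266 CPM). The summed CPM of this last list gave −0.04, the opposite sign to its median.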

Subsequent gene ontology (GO) enrichment analysis of DGEs in the HHT-treated adipocytes exhibited enriched signatures associated with insulin sensitivity (e.g., *Adipor2*), lipid and carbohydrate catabolic process, and fat cell differentiation (Fig. 4C, right panel; HHT > PBS plot). In contrast, the PBS-treated adipocytes showed signatures of cell migration and tissue organization (Fig. 4C, left panel; PBS > HHT plot). 

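Genes of actin and cell migration were lower as a group in HF-HHT adipocytes. Of 53 measured, 20 were lower and 4 higher, with a median log2 ratio of −0.35, below all 10000 random lists. Myh9, the heavy chain of non-muscle myosin, stood at 537 CPM in HF-PBS and 133 CPM in HF-HHT (log2 ratio −2.01), and Cfl1, the actin-severing protein cofilin, at 11.4 and 18.6 CPM (0.71). Of 61 genes of extracellular matrix and adhesion, 30 were lower and 9 higher, with a median of −0.40, also below all random lists. Vcan, a matrix proteoglycan, had a ratio of −3.17 (interval −3.88 to −2.48), while Itga6, a laminin receptor, had 1.67. Of the genes labeled on the PBS side of Fig. 4C, Tns1, which ties integrins to actin, stood at 6743 and 1982 CPM (log2 ratio −1.77), Cyth3, which activates ARF GTPases, had −2.72, Stim1, a sensor of calcium in the endoplasmic reticulum, −2.04, Zmiz1, a transcriptional co-regulator, −2.13, and the kinase gene Hipk1 −2.90. Markers of perivascular cells moved with these groups and stood at 226 CPM in HF-PBS and 62.1 CPM in HF-HHT adipocytes, where the free RNA of HF-HHT held 84.0 CPM.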

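Adipoq, which encodes the insulin-sensitizing hormone adiponectin, stood at 70.4 CPM in HF-PBS adipocytes (136 UMIs) and 159 CPM in HF-HHT adipocytes (1601 UMIs), a log2 ratio of 1.18 (interval 0.92 to 1.44). Cfd, which encodes the complement protease adipsin, stood at 10.4 CPM (20 UMIs) and 45.7 CPM (459 UMIs), a ratio of 2.14 (1.50 to 2.87). Vegfa, which encodes the main growth factor of blood vessels, stood at 432 and 876 CPM, a ratio of 1.02 (0.92 to 1.12). Of 17 measured genes of secreted adipokines, 11 were higher and 2 lower in HF-HHT, with a median of 1.02 at percentile 100 of the random lists, or 0.55 with no minimum of counts. Igf1, which encodes a growth factor, had a ratio of 3.24 (interval 3.03 to 3.45). The list median of 1.02 is the ratio of Vegfa itself. Because the study chose Vegfa for Fig. 4D and Igf1 for Fig. 4C on the same libraries, the list is not independent evidence. On GRCm38, Adipoq lies on chromosome 16 from 23146536 to 23158028, Cfd on chromosome 10 from 79890853 to 79892655 and Vegfa on chromosome 17 from 46016993 to 46032369. Free RNA of the HF-HHT library was richer in these transcripts, with Adipoq at 21.5 CPM in HF-PBS and 153 CPM in HF-HHT. After its estimated share was subtracted, the ratios were 1.13 for Adipoq, 2.11 for Cfd and 0.99 for Vegfa.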

We further characterized the functional aspect of mature adipocytes (Cluster 5) and found a positive correlation of HHT-treated adipocytes with healthy adipokine profiles, such as *Adipoq* (Adiponectin), *Cfd* (Adipsin), and *Vegfa* (VEGF-A) (Fig. 4D)^42–45^. Next, to directly test whether HHT treatment reduces adipose tissue senescence, we analyzed the SenMayo gene set, a panel of 125 genes that are associated with cellular senescence^46^. 

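In adipocytes, members of the senescence signature moved both ways. Of the list used here, 66 genes could be measured in adipocytes, and 26 were higher and 20 lower in HF-HHT. Kitl, which encodes stem cell factor, stood at 342 CPM in HF-PBS and 54.1 CPM in HF-HHT (log2 ratio −2.66, interval −2.82 to −2.49). Cxcl10, an interferon-induced chemokine, rested on 1 UMI in HF-PBS and 156 UMIs in HF-HHT (log2 ratio 4.91, interval 2.41 to 10.22). Mmp12 stood at 45.6 and 2.79 CPM, about what free RNA supplied. The median log2 ratio of the list was 0.19, at percentile 14.6 of the random lists, whose own median was 0.29. Its summed CPM gave the opposite sign, 5854 and 5378 CPM or a log2 ratio of −0.12. The median itself was −0.074 when each nucleus was first thinned to 500 UMIs, −0.058 with no minimum of counts and −0.014 with median-of-ratios size factors. The SenMayo members were written from general knowledge, since the sources used here do not list them, and may differ from the study's.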

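The SenMayo list was scored per nucleus as the mean expression of its genes less that of matched control genes, in nuclei thinned to 500 UMIs. The mean score was slightly lower in HF-HHT than in HF-PBS in adipocytes and higher in macrophages. In adipocytes the mean was −0.00519 (SD 0.0484, 151 nuclei) in HF-PBS and −0.00997 (SD 0.0468, 848 nuclei) in HF-HHT, a difference of −0.00478. In macrophages it was −0.0106 (SD 0.0478, 3578 nuclei) and 0.00566 (SD 0.0561, 2205 nuclei), a difference of 0.0162. The macrophage score of M1-like genes, the program of inflammatory activation, went with it, at −0.00337 (SD 0.0817) and 0.0655 (SD 0.150), and the score of M2-like genes, the program of repair and scavenging, was 0.107 (SD 0.159) and 0.0517 (SD 0.167). The SenMayo score differed by 0.0214 in endothelial cells, 0.0116 in monocytes and dendritic cells, 0.00658 in T and NK cells, 0.00622 in dividing cells (0.0121 without thinning), −0.0157 in perivascular cells (0.00207 without thinning), −0.00461 in B cells (−0.0166 without thinning), −0.00207 in mesothelial cells and −0.00027 in APCs. In APCs the median log2 ratio over 83 measured SenMayo genes was 0.43, with 32 higher and 12 lower, while their summed CPM gave −0.08, so the measures do not point one way. Erythroid-like nuclei had the largest difference, −0.0728 (SD 0.0792 and 0.0710), which compares different kinds of nuclei, since those of HF-PBS carried APC transcripts. In adipocytes and macrophages each of these differences was smaller than the SD between nuclei of either library. The adipocyte difference of −0.00478 was very small against its SD, with only 151 HF-PBS nuclei. No interval was computed for it, so alone it does not establish a decrease. Without thinning, the differences were −0.0174 in adipocytes and 0.0261 in macrophages, and for the M1-like score 0.127, above the SD of 0.0871 in HF-PBS. Without Igf1 and Vegfa, list members left out after they were seen to be higher in HF-HHT adipocytes, the adipocyte difference was −0.0221, a direction that this choice favors.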

We examined the SenMayo signature scores in various cell types and observed that the score was significantly lower in adipocytes and myeloid/erythroid cells, while it was increased in macrophages with higher M1-like and lower M2-like signature (Fig. 4E, S8C and S8D). This finding is unexpected and somewhat inconsistent with our histopathological data, which showed a reduced crown-like structure (CLS) following HHT treatment (Fig. 3E). Despite the seemingly contradictory transcriptomic signatures, our immunofluorescent staining with the M1-like macrophage marker iNOS further confirmed that CLS with iNOS-positive pro-inflammatory macrophages was significantly reduced in HHT-treated WAT (Fig. S8E). These findings indicate that HHT attenuates adipocyte senescence and may exert differential effects across various cell types. Furthermore, HHT-treated adipocytes exhibited significantly lower γ-H2AX immunofluorescent signal, indicating lower levels of DNA damage (Fig. 4F). 

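Cdkn1a, which encodes the cell cycle inhibitor p21, stood at 45.5 CPM in HF-PBS adipocytes (88 UMIs) and 5.97 CPM in HF-HHT adipocytes (60 UMIs), a log2 ratio of −2.93 (interval −3.43 to −2.44). Bcl2l1, which encodes the survival protein BCL-xL, stood at 221 and 41.6 CPM (−2.41), while its relative Bcl2 stood at 298 and 704 CPM (1.24). Cdkn2c, another inhibitor of the cell cycle, had a ratio of 1.43 (interval 0.62 to 2.36). Of 26 measured genes of cell cycle arrest and DNA damage, 5 were higher and 7 lower in HF-HHT adipocytes, with a median log2 ratio of −0.01 at percentile 3.18 of the random lists, which was −0.49 with nuclei thinned to 500 UMIs and 0.06 with every barcode of at least 500 UMIs. Cdkn2a, which encodes p16 and was picked after its values were seen, had 4 UMIs in HF-PBS and 23 in HF-HHT (2.07 and 2.29 CPM), too few to show a difference. From the lower senescence score in adipocytes, the higher score in macrophages and the staining of iNOS in crown-like structures, the paper concludes that HHT attenuates adipocyte senescence, and proposes that its effects differ between cell types. Its case also rests on measures other than RNA. These are the lower γ-H2AX signal of Fig. 4F and, in WAT, lower SAβG staining, p16 bioluminescence and p53, p21 and p16 protein.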

Taken together, these data illustrate that HHT suppresses adipocyte senescence and improves the metabolic function of adipocytes.

### HHT improves APC plasticity and metabolic function in WAT of HF-fed obese mice

Our snRNA-seq demonstrated an increase in adipocyte number in HHT-treated adipose tissue (Fig. 4A, B). Increased adipocyte number is directly linked with the improved metabolic function of WAT and is mediated through the expansion and differentiation of APCs, which are significantly reduced in age-associated WAT^47,48^. 

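APCs are fibroblast-like cells of the adipose stroma that make matrix and give rise to adipocytes. In these cells Piezo2, a mechanically gated ion channel, stood at 496 CPM in HF-PBS and 61.5 CPM in HF-HHT (log2 ratio −3.01, interval −3.25 to −2.79). Wipf3, a regulator of actin assembly, had a ratio of −4.21, Frem1, a basement-membrane protein, −3.20, and Cthrc1, a secreted protein of matrix-forming fibroblasts, −2.97. Adam12, a membrane metalloprotease, stood at 2984 and 1102 CPM (−1.44), and Errfi1, an inhibitor of EGF receptor signaling, had −1.93. On the other side, Gpc3, a heparan sulfate proteoglycan of the cell surface, stood at 37.4 and 410 CPM (3.45, interval 3.23 to 3.68), and Rora, a nuclear receptor, had 1.29. Of 63 measured genes of extracellular matrix and adhesion, 13 were lower and 12 higher in HF-HHT APCs, and the median log2 ratio of −0.14 lay at percentile 0.05 of the random lists. Their summed CPM was 25202 in HF-PBS and 19064 in HF-HHT. Within this list Fbn2, a fibrillin of elastic microfibrils, had a ratio of −2.41 and Tln2, which links integrins to actin, −1.75, whereas Fbln1, another matrix glycoprotein, had 2.14 and the protease Adamts1 1.67. Genes of actin and cell migration did not stand apart in APCs, with 4 of 53 lower, 6 higher and a median of 0.03 at percentile 45.7. Car3, labeled on the HHT side of Fig. 5A, stood at 15.0 and 138 CPM, no more than free RNA supplied. At a resolution of 1.0, an APC cluster with C7 and Gpc3 among its leading genes held 27 HF-PBS and 107 HF-HHT nuclei, and another with Col8a1 and Fbn2 held 578 and 405, so part of these ratios can come from the mix of APC subtypes. APC nuclei were less deep in HF-HHT, with a median of 3366 UMIs against 5778.5.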

To explore the effect of HHT on APCs, we performed DGE analysis between the HF-HHT- and HF-PBS-treated APCs and found an increased signature of ECM organization and tissue adhesion in the APC population in the PBS-treated APCs (Cluster 2) (Fig. 5A, left panel: PBS > HHT plot). The HF-PBS-treated APC showed enriched expression of collagen genes (*Col5a2* and *Col4a1*) compared with the HF-HHT-treated APCs (Fig. 5A, middle volcano plot). 

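Col5a2, which encodes a chain of the fibril-forming type V collagen, stood at 2573 CPM in HF-PBS APCs (13063 UMIs) and 1118 CPM in HF-HHT APCs (3092 UMIs), a log2 ratio of −1.20 (interval −1.26 to −1.15). Col4a1, a chain of the type IV collagen of basement membranes, stood at 1658 CPM (8415 UMIs) and 680 CPM (1880 UMIs), a ratio of −1.29 (interval −1.36 to −1.21). Col8a1, a short-chain collagen of vessel walls and stroma, stood at 1478 and 454 CPM (−1.70), and Col24a1, a minor fibrillar collagen, at 45.5 and 2.89 CPM (−3.98, interval −5.20 to −2.97). Other chains ran the opposite way. Col4a3 had a ratio of 3.25 and its neighbor Col4a4 one of 3.44, at low levels of 52.4 and 68.3 CPM in HF-HHT. On GRCm38, Col5a2 lies on chromosome 1 from 45374321 to 45503282 and Col4a1 on chromosome 8 from 11198423 to 11312826. Free RNA held Col5a2 at 393 CPM in HF-PBS and 152 CPM in HF-HHT, well below its level in APCs.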

Our GO analysis revealed that the collagen biosynthesis process was significantly reduced by HHT treatment in several cell clusters, including adipocytes (Cluster 5) and APCs (Cluster 2), two major players of adipose fibrosis (Fig. 5B)^15,49^. 

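Collagen chain genes were lower in HF-HHT in adipocytes and APCs. In adipocytes 13 of 22 measured chains were lower and 4 higher, with a median log2 ratio of −0.89, below all random lists, and in APCs 15 of 32 were lower and 9 higher, with a median of −0.55, also below all random lists. The summed CPM of the chains was 4459 in HF-PBS and 2136 in HF-HHT adipocytes, and 15007 and 8916 in APCs. Col1a1, a chain of type I collagen, stood at 42.4 and 9.45 CPM in adipocytes (−2.17), and at −2.44 after free RNA was subtracted, while Col23a1, a membrane collagen, had 1.87. Genes that modify, fold and crosslink collagen differed less. In adipocytes 8 of 29 were lower and 6 higher (median −0.12, percentile 0.18), among them the crosslinking enzyme gene Lox at −2.35, and in APCs 11 of 38 were lower and 2 higher (median −0.06, percentile 0.9), among them Ccn2, a matricellular mediator of fibrosis, at −1.60. Perivascular cells had a median over collagen chains of −1.02 (12 of 17 lower), endothelial cells −0.46 (9 of 18) and mesothelial cells −0.03 (6 of 28 lower, 6 higher, percentile 43.1). The median was −0.27 in macrophages, −0.49 in T and NK cells, −0.26 in monocytes and dendritic cells, −0.63 in B cells and −0.63 in dividing cells, where the chains summed to 352, 684, 323, 822 and 301 CPM in HF-PBS, far below the level in APCs. In the erythroid-like cluster the median was −4.09, with 14 of 14 lower, and its HF-PBS nuclei carried APC transcripts. The score of collagen chains per nucleus differed by −0.0902 in adipocytes (SD 0.151 and 0.103) and −0.175 in APCs (SD 0.234 and 0.183). Markers of collagen-rich cells were partly lower too, with APC markers at 1762 and 1350 CPM in adipocytes and perivascular markers at 430 and 316 CPM in APCs, so RNA of other cells can share in these values. With no minimum of counts, the endothelial median was 0.26, and with free RNA subtracted the median of the modifying genes in adipocytes was 0.06.

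**Figure D3:**
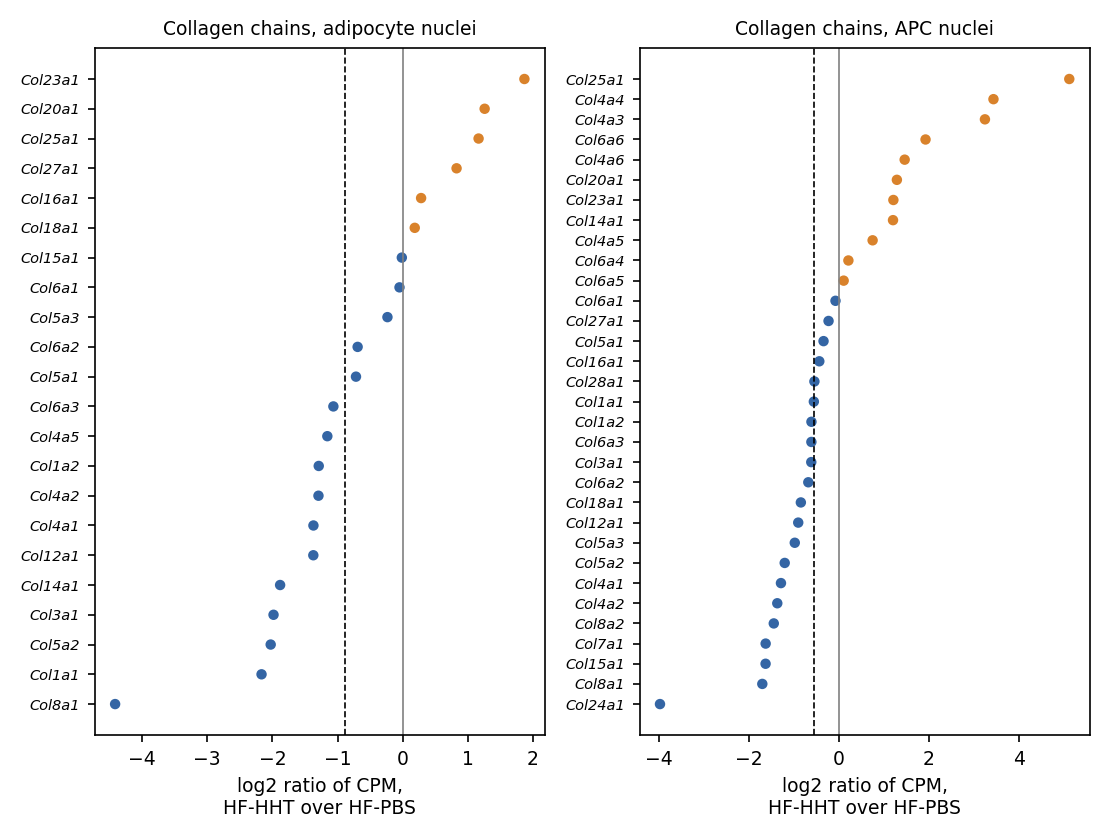
Log2 ratio of CPM, HF-HHT over HF-PBS, of each measured collagen chain gene in adipocyte nuclei (left, 22 genes) and APC nuclei (right, 32 genes). Blue points are lower and orange points higher in HF-HHT, and the dashed lines mark the medians of −0.89 and −0.55.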

Notably, we found that HHT significantly reduces the intensity of fibrosis-specific staining (Fig. 5C). Since adipose fibrosis is closely related to a decline of the adipogenic differentiation of APCs^14,15^, we tested the effect of HHT on the differentiation of APCs using a senescent 3T3-L1 differentiation model (Fig. S9A). Senescent 3T3-L1 preadipocytes lost their adipogenic differentiation capacity, and HHT treatment restored this capability, as confirmed by oil red O (ORO) staining (Fig. S9B). Moreover, HHT treatment reduced senescence phenotypes, such as reduced SAβG-positive cells and p16 expression, of 3T3-L1 cells (Figs. S9C and S9D). Together, our results demonstrate that HHT treatment enhances the adipogenic differentiation of APCs. APCs’ cellular plasticity, such as cold-induced beige adipocyte formation, has been shown to decline with age^14,50^. To investigate the effect of HHT on cold-induced beige adipogenesis, we kept the mice in a cold (4 °C) environment (Fig. 5D). The expression of cold-induced beige-specific genes was significantly increased in HHT-treated mice compared with the PBS-treated group (Fig. 5E). This indicates that HHT restores the potential of APCs to form cold-induced beige adipocytes, which is otherwise lost in metabolically unhealthy adipose tissue^14^.

**Fig. 5:**
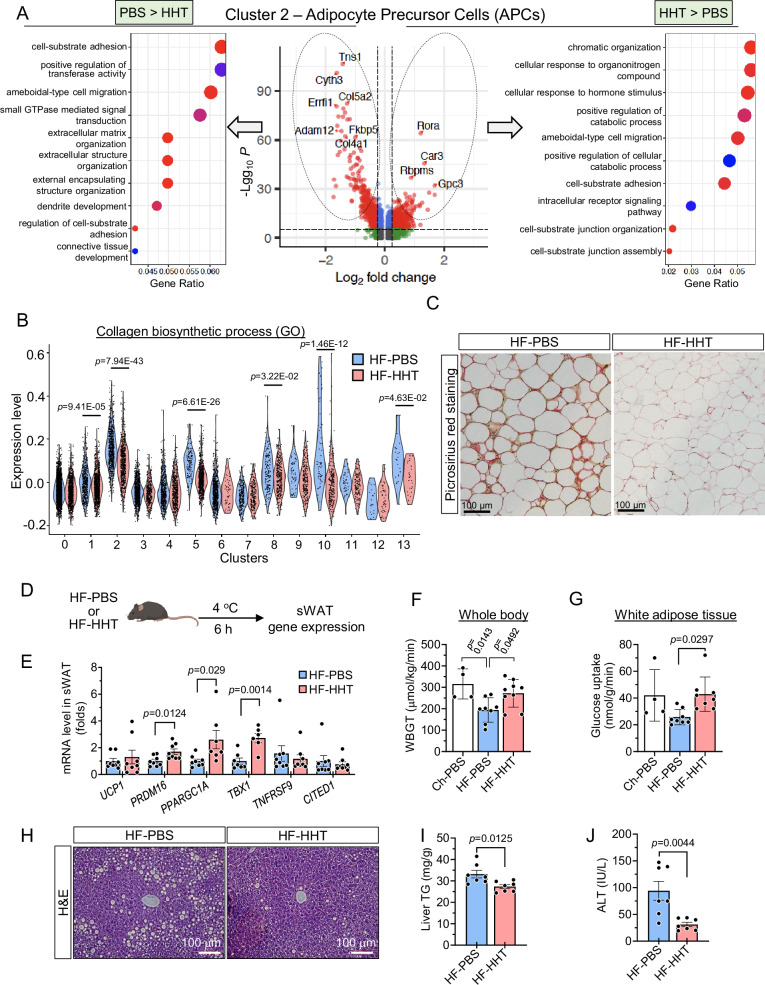
HHT treatment reduces fibro-inflammatory signatures in adipocyte precursor cells and improves insulin resistance. Male mice were fed a high-fat diet (HF) for 6 weeks and then treated with HHT or PBS for 8 weeks while remaining on HF. Pooled epididymal white adipose tissue (eWAT) was analyzed by single nucleus RNA sequencing (snRNA-seq). **A** Gene ontology enrichment analysis of differentially expressed genes (DEGs) adipocyte precursor cells (APCs, Cluster 2). DEGs were identified using Seurat’s MAST hurdle model with a likelihood ratio test, and *p* values (middle panel) were Bonferroni-adjusted across all genes. Gene ontology enrichment was performed using a one-sided test with false discovery rate (FDR) correction. **B** Module score analysis of genes associated with collagen biosynthetic process across all clusters. **C** Fibrosis-specific (Picrosirius red) staining of eWAT frm PBS- or HHT-treated mice. **D** Male mice were exposed to 4 °C for 6 h with ad libitum access to food and water, after which subcutaneous WATs (sWATs) were collected for gene expression analysis. **E** Expression of browning-related genes in (*n* = 8 for Ucp1, Prdm16, Tnfrsf9, and Cited1 in both HF-PBS and HF-HHT groups, and Ppargc1a in HF-PBS group; *n *= 7 for Tbx1 in HF-PBS and Ppargc1a in HF-HHT; *n *= 6 for Tbx1 in HF-HHT). Whole-body and eWAT insulin sensitivity were assessed by hyperinsulinemic-euglycemic clamp in HF-fed obese mice treated with HHT (**F**–**G**). **F** Whole body glucose turnover (WBGT) (*n* = 4 for Ch-PBS, *n* = 8 for HF-PBS, *n* = 9 for HF-HHT). **G** Glucose uptake in eWAT (*n* = 4 for Ch-PBS, *n* = 8 for each HF group). **H** Liver histology assessed by hematoxylin and eosin staining. **I** Hepatic triglyceride levels (*n* = 7 per group). **J** Plasma alanine aminotransferase (ALT) levels (*n* = 7 per group). Data are presented as means ± SEM and analyzed by one-way ANOVA followed by a post-hoc test when comparing more than two groups or two-tailed Student’s *t* test when comparing two groups. Ch, chow diet; CITED1, Cbp/P300 interacting transactivator with Glu/Asp rich carboxy-terminal domain 1; HHT, homoharringtonine; PBS, phosphate-buffered saline. Illustration created in part (D) with BioRender (https://BioRender.com/y2s7wj2).

Finally, to test whether the improved whole-body glucose handling observed with HHT treatment is a result of improved metabolic function of the adipose tissue, we performed hyperinsulinemic-euglycemic clamp studies. HHT administration restored the whole-body glucose turnover that was decreased by HF (Fig. 5F). We also found increased glucose uptake in the HHT-treated WAT compared with the PBS-treated WAT (Fig. 5G), indicating enhanced insulin sensitivity in WAT following HHT treatment. Additionally, we examined liver tissues and found significantly reduced steatosis in the HHT-treated liver with decreased TG accumulation and alanine aminotransferase (ALT) enzyme (Fig. 5H–J). These findings indicate that HHT-mediated enhancement of APC plasticity, along with reduced adipocyte senescence, promotes healthier adipose tissue remodeling and metabolic homeostasis in HF-fed obese mice.

### HHT improves adipose tissue senescence and insulin resistance in aged mice

Next, to examine the effect of HHT on age-associated insulin resistance and adipose tissue dysfunction, aged mice (18 months) fed with a normal chow diet were administered PBS or HHT three times a week. Body weight and accumulated food intake were not significantly different between the groups (Fig. 6A, B). However, the cumulative weight gain was significantly lower in the HHT-treated mice, leading to a reduced food efficiency ratio in the HHT group (Fig. 6C, D). Importantly, HHT treatment improved blood glucose clearance and insulin sensitivity (Fig. 6E–H) in the aged mice. Furthermore, the percentages of SAβG-positive cells and adipocyte size were reduced in the HHT-treated WAT (Fig. 6I and S10A). Additionally, the levels of p21 and p16 proteins were significantly reduced in HHT-treated WAT compared to PBS-treated WAT (Fig. 6J). The levels of precursor IL-1β, p-p65/p65 ratio, TGF-β1, MMP2, and PAI-1 proteins were also significantly reduced by HHT treatment (Fig. 6K and S10B). The biological age of WAT in HHT-treated mice was also assessed using epigenetic age and was observed to be lower in HHT-treated mice (Fig. 6L). These results suggest that HHT attenuates adipose tissue senescence and improves metabolic disturbance in aged mice.

**Fig. 6:**
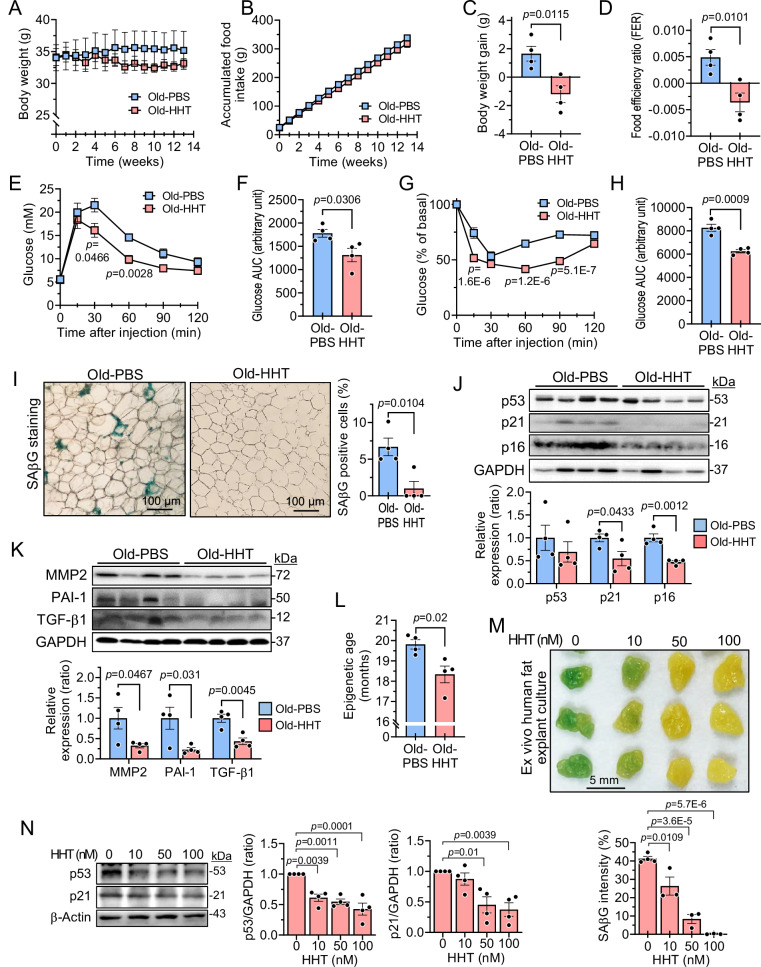
HHT improves insulin resistance and adipose tissue senescence in aged mice and reduces senescence of human adipose tissue. Eighteen-month-old mice were administered with HHT or PBS three times a week for 13 weeks (A-L) (*n* = 4 in each group). Body weight and food intake were measured manually once a week during HHT administration. **A** Body weight. **B** Accumulated food intake. **C** Body weight gain. **D** Food efficiency ratio. **E** Blood glucose levels during intraperitoneal glucose tolerance test (IPGTT). **F** Area under the curve (AUC) for glucose in IPGTT. **G** The percent of basal glucose during intraperitoneal insulin tolerance test (IPITT). **H** AUC for glucose in IPITT. **I** Histological analysis of epididymal white adipose tissue (WAT) after senescence-associated β-galactosidase (SAβG) staining, and quantification of SAβG positive cell numbers. Scale bar, 100 μm. **J**. Expression levels of p53, p21, and p16 proteins in epididymal WAT. **K** Expression levels of MMP2, PAI-1, and TGF-β1 proteins in the epididymal WAT. **L** Epigenetic age assessed using DNA methylation in retroperitoneal WAT. Human subcutaneous WAT was ex vivo cultured and treated with the indicated concentrations of HHT for 4 days (M-N) (*n* = 4 in each group). **M** SAβG staining and quantification of SAβG density (*n* = 4 for 0 nM HHT; *n* = 3 for all other groups). Scale bar, 5 mm. **N** Expression levels of p53 and p21 proteins (*n* = 4 in each group). Values are presented as means ± SEM. Data were analyzed via one-way or two-way ANOVA followed by a post-hoc test or via two-tailed Student’s *t* test. GAPDH glyceraldehyde 3-phosphate dehydrogenase; HHT homoharringtonine; MMP2 matrix metalloproteinases 2, PAI-1 plasminogen activator inhibitor-1; PBS phosphate-buffered saline; TGF-β1 transforming growth factor-β1.

We showed the senotherapeutic effect of HHT in human preadipocytes, suggesting its potential impact on human WAT. Thus, we further tested the effect of HHT on cellular senescence ex vivo in human WAT. As expected, HHT treatment decreased SAβG staining in human WAT in a dose-dependent manner (Fig. 6M). Consistent with this, HHT decreased the SAβG-positive cells in the tissue sections of the human WAT samples (Fig. S10C) and the levels of p53 and p21 proteins (Fig. 6N) in a dose-dependent manner. These findings indicate that HHT has senotherapeutic activity in human adipose tissue.

### HHT exerts senotherapeutic effects by targeting HSPA5

To explore a potential target of HHT, we employed a Drug Affinity Responsive Target Stability (DARTS) approach^51^ followed by mass spectrometry. DARTS is based on the principle that the binding of a small molecule to a target protein stabilizes the protein’s structure and makes it protease resistant (Fig. 7A). We initially performed DARTS using RS HDFs and observed many proteins that are resistant to proteinase (i.e., pronase) upon HHT treatment (Fig. S11A). Among them, we selected 25 pronase-resistant protein bands on several gels, which might bind putatively with HHT. With mass spectrometry, we then identified 12 candidate proteins (Supplementary Table 4). We further confirmed by Western blot whether these 12 candidate proteins are resistant to pronase through binding with HHT, and identified the stability of 5 proteins: PKM2, HSPA5, HSPA8, TXNRD1, and RPL7, upon HHT treatment (Fig. 7B and S11B). To identify the target proteins that mediate the senotherapeutic activity of HHT, each candidate protein was knocked down in RS HPAs with siRNAs (Fig. S11C), and then the senotherapeutic activity of HHT was tested. Among them, the knockdown of HSPA5 (heat shock protein family A member 5) abolished HHT-induced cytotoxicity, which was accompanied by reduced Casp-3 levels (Fig. 7C–E). Conversely, we overexpressed HSPA5 in HPAs and found that the senotherapeutic activity of HHT was enhanced in HSPA5 overexpressed cells (Fig. 7F and S11D). HSPA5 protein levels were consistently higher in senescent cells than in NS cells across HPAs, HDFs, and hRPEs (Fig. S11E). To further confirm whether the senotherapeutic activity of HHT might be mediated through HSPA5, NS and RS HPAs were treated with 100 nM HHT for 2 days*–*a time window selected to capture the induction and progression of apoptosis without causing overt cell death*–*and subsequently subjected to co-immunostaining for HSPA5 and Casp-3, using DAB (brown) and Fast Red (red) as chromogens, respectively. RS HPAs treated with HHT consistently showed higher expression of HSPA5 and Casp-3 than HHT-treated NS HPAs (Fig. 7G). Among HHT-treated RS HPAs, cells with high HSPA5 expression showed a significantly greater number of Casp-3-positive cells compared with those expressing low HSPA5 (Fig. 7H). These data suggest that HSPA5 high expressing cells are primary target of HHT, and HSPA5 may serve as a key mediator of the senotherapeutic activity of HHT. We also prepared HPAs in three distinct states of cellular senescence through serial passaging: low passage (p2-p3), mid passage (p6-p7), and high passage (p12-p13). As passage number increased, the expression of HSPA5, p53, p21, and p16 proteins increased and the senotherapeutic effect of HHT was enhanced with the elevated expression of HSPA5 (Figs. 7I, J, and S11F–H).

**Fig. 7:**
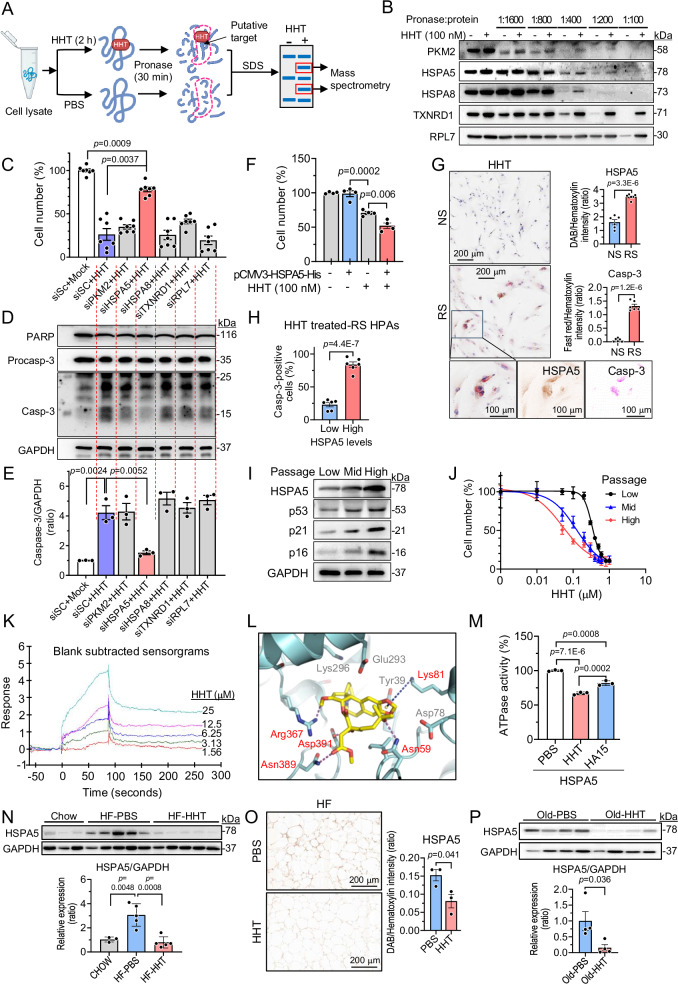
HHT exerts senotherapeutic effects by targeting HSPA5. **A** Schematic of the drug affinity responsive target stability (DARTS) approach. **B** Western blotting of candidate proteins in replicatively senescent human dermal fibroblasts. Replicatively senescent human visceral preadipocytes (RS HPAs) were transfected with siRNA, incubated for 4 days, then treated with homoharringtonine (HHT) or phosphate buffered saline (PBS) for 4 days (**C–E**). **C** Cell number by CCK-8 assay (*n* = 7 per group). **D** Immunoblots of poly (ADP-ribose) polymerase (PARP), procaspase-3 (Procasp-3) and cleaved casp-3 (Casp-3). **E** Quantification of Casp-3 (*n* = 3 per group). **F** Cell number by CCK-8 assay in HSPA5-overexpressing HPAs (*n *= 4 per group). **G** IHC images and quantification of HSPA5 (brown) and Casp-3 (red) in NS and RS HPAs after 2-day HHT treatment (*n* = 6 fields from 2 independent experiments). Boxed region enlarged and split into HSPA5 (brown) and Casp-3 (red) channels. **H** Quantification of Casp-3-positive cells in HHT-treated RS HPAs with high or low HSPA5 (*n* = 6 fields from 2 experiments). **I** Levels of HSPA5, p53, p21, and p16 proteins in HPAs at different passages. **J** HHT dose-response curves in HPAs at different passages (Low, P2–P3; Mid, P6–P7; High, P12–P13) (n = 5 per group). **K** Surface plasmon resonance affinity assay. **L** Predicted HHT–HSPA5 binding; H-bonds (magenta) and pi–cation (blue). **M** Inhibition of ATPase activity of HSPA5 by HHT and by HA15 (*n* = 3 per group). **N** HSPA5 levels in adipose tissues of chow diet (Ch)- and high-fat diet (HF)-fed mice administered PBS or HHT (*n* = 3 in Ch; *n* = 5 in HF). **O** IHC images and quantification of HSPA5 in adipose tissue of Ch- and HF-fed mice administered PBS or HHT (*n* = 3 per group). **P** HSPA5 in adipose tissues of aged mice administered PBS or HHT (*n* = 4 per group). Data are expressed as means ± SEM and analyzed via one-way ANOVA with a post-hoc test or two-tailed Student’s *t* test. DAB, 3,3′-diaminobenzidine; GAPDH, glyceraldehyde 3-phosphate dehydrogenase; HSPA5, heat shock protein family A member 5; HSPA8, heat shock protein family A member 8; PKM2, pyruvate kinase M2; RPL7, ribosomal protein L7; siSC, scrambled siRNA; TXNRD1, thioredoxin reductase 1. Illustration created in part (A) with BioRender (https://BioRender.com/02ykozw).

To directly assess the physical interaction between HHT and HSPA5, we conducted a Surface Plasmon Resonance (SPR) assay, which allows for the measurement of HHT’s affinity for HSPA5 protein^52^. The SPR assay revealed a significant molecular affinity between HHT and HSPA5 (Fig. 7K). To further investigate the molecular binding between HHT and HSPA5, we employed a binding model prediction. The initial binding model was determined using rigid docking, followed by Molecular Mechanics energies combined with the Generalized Born and Surface Area (MM-GBSA) calculation, a widely used method for estimating the free energy of the binding of small molecules to protein^53^. HSPA5 is known to play a pivotal role in cell survival, and suppression of HSPA5 by inhibitors that bind to the ATP binding site of HSPA5 can lead to cell death^54^. Therefore, we postulated that HHT may inhibit the function of HSPA5 through binding to the ATP binding site. The predicted binding model of HSPA5 and HHT shows key interactions including four hydrogen bonds (H-bonds) and one pi-cation interaction with HSPA5 residues (Fig. 7L and S11I). These results suggest that HHT can bind to HSPA5 and may act as an inhibitor of HSPA5. To test this hypothesis, we measured the ATPase activity of HSPA5 in the presence of HHT or HA15, a potent and specific inhibitor of HSPA5^55^. We found that the inhibitory activity of HHT was greater than HA15, demonstrating that HHT acts as an HSPA5 inhibitor by reducing its ATPase activity (Fig. 7M). Our data collectively suggest that HHT physically interacts with HSPA5 to inhibit its ATPase activity and induces cytotoxicity in HSPA5 high-expressing senescent cells, subsequently leaving HSPA5 low-expressing cells.

In metabolic tissues, HSPA5 protein levels were significantly increased in both adipose tissue and skeletal muscle from HF-induced obese mice compared with chow-fed controls, whereas its expression was not significantly changed in the liver (Fig. 7N and S11J). The increase in HSPA5 expression was more prominent in adipose tissue than in skeletal muscle, suggesting that adipose tissue is a primary metabolic target organ responsive to HHT treatment. Indeed, HHT treatment in HF-fed obese or aged mice resulted in reduced levels of HSPA5 protein in adipose tissues due to the elimination of HSPA5 high-expressing senescent cells (Fig. 7N–P), providing mechanistic insight into the senescent cell targeted activity of HHT. In addition to its action through HSPA5, HHT is also known to inhibit the translation of ribosomal protein^56^, which may be involved in mediating the senotherapeutic effect of HHT. Thus, to test this possibility, we examined the expression of ribosomal protein, RPS14, which is known to induce cell cycle arrest and senescence^57^. No significant alteration in the level of RPS14 protein was observed in either non-senescent or senescent cells treated with HHT (Fig. S12A). In addition, we tested whether other translation inhibitors, such as cycloheximide (CHX), anisomycin (Aniso), and puromycin (Puro), influence the senescence of RS HPAs. We observed that none of the three translation inhibitors altered cell numbers, expression of aging biomarkers, and SAβG staining in RS HPAs (Figs. S12B–D). These findings indicate that the senotherapeutic activity of HHT is not associated with its translation-inhibitory function in HPAs. Taken together, these data suggest that HSPA5 may be the target molecule mediating the senotherapeutic activity of HHT, independent of HHT’s ribosomal protein inhibition activity.

### HHT improves aging phenotypes and extends lifespan in progeroid mice

To further evaluate the effect of HHT on aging phenotypes and lifespan, we employed a *Zmpste24*^*-/-*^ progeroid mice, an animal model for Hutchinson-Gilford progeria syndrome^58^. HHT administration improved physical activity in *Zmpste24*^*-/-*^ mice (Supplementary Movie 1). HHT treatment significantly extended lifespan, increasing the median lifespan from 14 to 15 weeks and the maximum lifespan from 15 to 19 weeks (Fig. 8A). HHT also increased bone mineral content, bone area, lean body mass (Figs. 8B, C, and S13A), and grip strength (Fig. 8D) in *Zmpste24*^*-/-*^ mice. To determine whether HHT administration improves pulmonary function, a key aspect of the senescent phenotype in this model^59^, we conducted non-invasive whole-body plethysmography and found that airway resistance measured by enhanced pause (Penh) was significantly decreased in *Zmpste24*^*-/-*^ mice (Fig. 8E). Histological analysis revealed that HHT treatment decreases collagen deposition (Fig. 8F), the percentages of SAβG staining, and p53 positive cells (Fig. 8G) in the lung tissues of *Zmpste24*^*-/-*^ mice. In addition, HHT reduced the levels of senescence-related proteins (p53, p21, and p16), which are increased in the lung tissues of *Zmpste24*^*-/-*^ mice (Fig. 8H). These results suggest that HHT treatment mitigates aging phenotypes in progeroid mice.

**Fig. 8:**
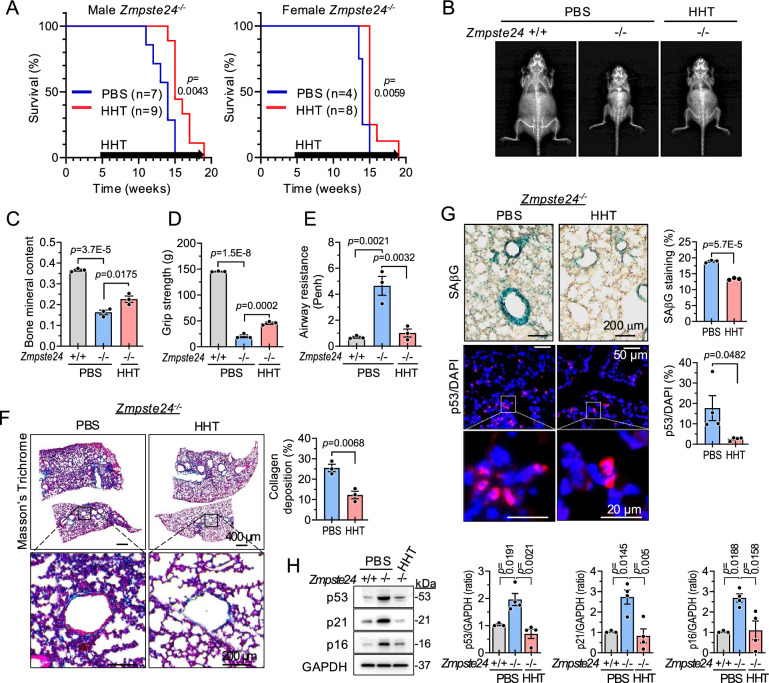
HHT improves aging phenotypes in *Zmpste24*^*-/-*^ progeroid mice. *Zmpste24*^*-/-*^ mice (5 weeks old) were injected with HHT or PBS intraperitoneally once a week. **A** Survival curves of male and female *Zmpste24*^*-/-*^ mice. The significance of the survival curves was assessed using the two-sided Gehan-Breslow-Wilcoxon test. **B**, **C** Representative DEXA images and bone mineral content of male *Zmpste24*^*-/-*^ mice (*n* = 3 in each group). **D** Grip strength in male *Zmpste24*^*-/-*^ mice (*n* = 3 in each group). **E** Airway resistance measured by whole-body plethysmography in male *Zmpste24*^*-/-*^ mice (Penh, *n* = 3 in each group). **F** Histological analysis after Masson’s trichrome (MT) staining of the lung tissues of male *Zmpste24*^*-/-*^ mice (n = 3 in each group). Scale bar, 400 μm (top panel) or 200 μm (bottom panel). **G** Representative images of senescence-associated β-galactosidase (SAβG) staining and quantification (n = 3 in each group), and p53 immunofluorescence staining with quantification (*n* = 4 in each group) in lung tissues of male *Zmpste24*^*-/-*^ mice. **H** Expression levels of senescence-associated proteins (p53, p21, and p16) (*n* = 3 for PBS-treated *Zmpste2*^*+/+*^ mice; *n* = 4 for all other groups). Values are presented as means ± SEM. Data were analyzed via one-way ANOVA followed by a post-hoc test or via two-tailed Student’s *t* test except for A. GAPDH, glyceraldehyde 3-phosphate dehydrogenase; HHT, homoharringtonine; PBS, phosphate-buffered saline.

Mice often develop lymphoma, which is among the leading causes of death in aged mice^60,61^. As HHT has been used for the treatment of hematological oncology, the extended lifespan may primarily be due to the anti-cancer effects of HHT rather than its senotherapeutic effects. However, we did not find any differences in blood smear (Fig. S13B), CBC profiles (Supplementary Table 5), the numbers of Peyer’s patches (Fig. S13C), and the weight of inguinal lymph nodes (Fig. S13D) among *Zmpste24*^*+/+*^, *Zmpste24*^*+/-*^, and *Zmpste24*^*-/-*^ mice treated with HHT or vehicle (PBS) control. Additionally, no significant histological alterations were observed in the Peyer’s patches, inguinal lymph nodes, or the spleen (Fig. S13E). These results suggest that HHT mitigates aging phenotypes and extends lifespan in the absence of tissue toxicity in progeroid mice, independent of lymphocyte suppression.

### HHT delays aging and extends lifespan in aged mice

Given these beneficial effects of HHT on metabolic function in the aged mice, we postulate that HHT also impacts general health and longevity of aged mice. To test this, we treated 16-month-old mice with HHT once per week over a period of 12 months (Fig. 9A). We found that HHT significantly extended the lifespan and increased physical activity of aged mice (Fig. 9B and Supplementary Movie 2). This was accompanied by improved kidney function, represented by reduced proteinuria (Fig. 9C, D). It also improved skeletal muscle function measured by grip strength (Fig. 9E). In addition, HHT reduced fibrosis of the kidney, lung and liver in aged mice (Fig. S14A). HHT is primarily metabolized by the liver and excreted in the urine through the kidneys^62,63^. Thus, to test the potential adverse effects of prolonged treatment with HHT on these organs, we measured the levels of liver enzymes (i.e., aspartate aminotransferase (AST) and ALT), creatinine, and urea nitrogen (UN). We did not find any differences between PBS- and HHT-treated groups (Figs. S14B-G). Furthermore, as suppression of hematopoiesis is observed in HHT-treated cancer patients^63,64^, we examined the number of circulating hematopoietic cells and spleen histology, and again found no difference between control and long-term HHT-treated mice (Fig. S14H and Supplementary Table 6). Collectively, our data demonstrate that HHT delays aging and extends lifespan in mice without major adverse effects.

**Fig. 9:**
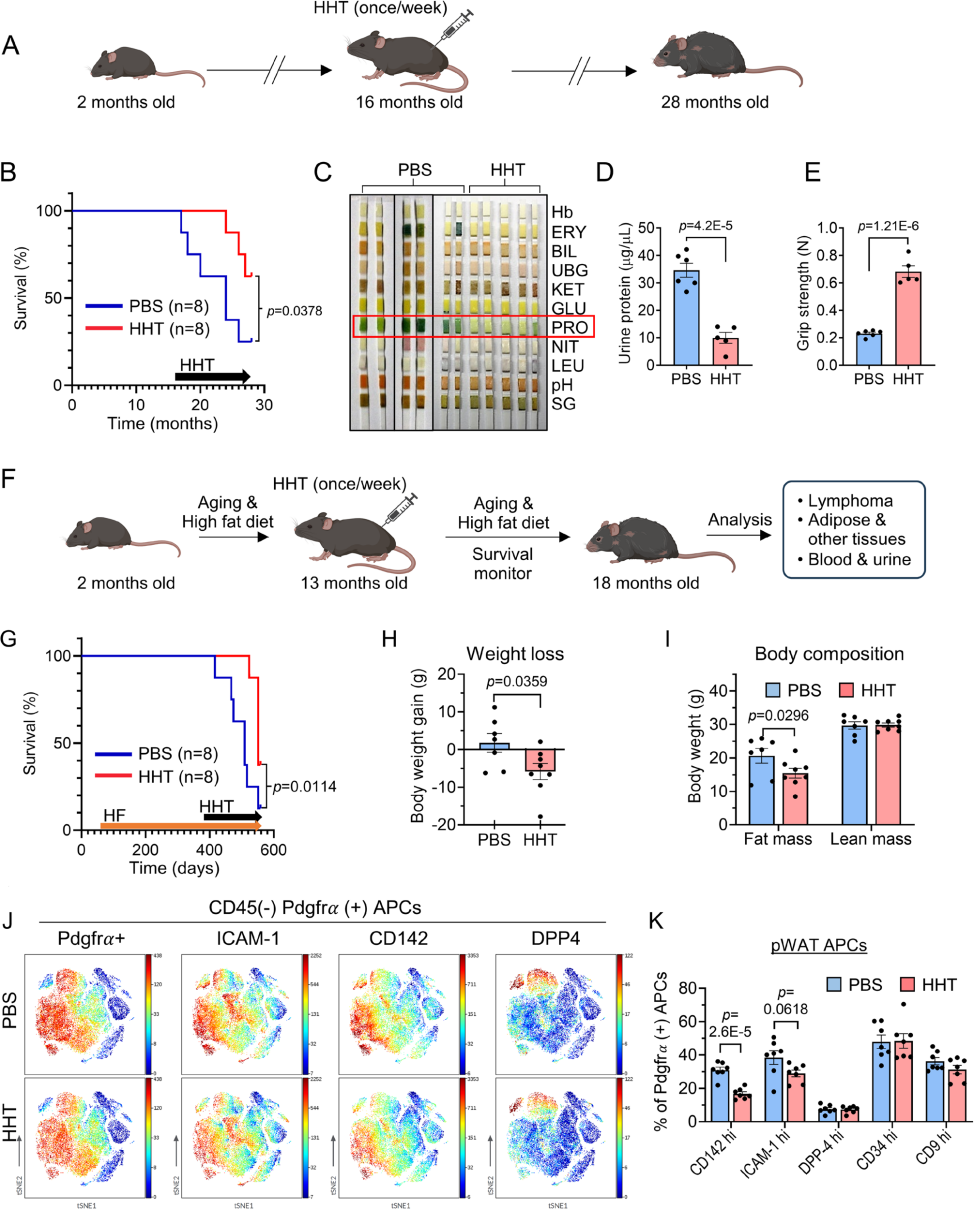
HHT delays aging and extends lifespan in physiological aging mice. Male C57BL/6 J mice at 16 months were injected with HHT once a week for 12 months (A-E). **A** Experimental scheme. **B** Survival curve of physiological aging mice (*n* = 8 in each group). The significance of the survival curves was assessed using the Gehan-Breslow-Wilcoxon test. **C** Urine analysis using urine strips (*n* = 4 in PBS and *n* = 7 in HHT). **D** Quantification of urine proteins (n = 6 in PBS and *n* = 5 in HHT). **E** Measurement of grip strength (*n* = 6 in PBS and *n* = 5 in HHT). Two-month-old male C57BL/6 J mice were fed a high-fat (HF) diet for 11 months, and HHT was administered once weekly for 5 months while continuing the HF regimen (**F**–**K**). **F** Experimental scheme for testing the effects of HHT on lifespan of mice. Male C57BL/6 J mice were fed HF for 11 months and injected with HHT once a week for 5 months. **G** Survival curve of HF and aging combination model. The significance of the survival curves was assessed using the Gehan-Breslow-Wilcoxon test. **H** Body weight loss (*n* = 7 in PBS and *n* = 8 in HHT). **I** Body composition (*n* = 7 in PBS and *n* = 8 in HHT). **J** CyTOF analysis of adipose precursor cells (APCs) by various APC markers. **K** Quantification of APC subpopulation in perigonadal white adipose tissues (pWAT) (*n* = 7 in each group). Values are presented as means ± SEM. Data were analyzed via two-way ANOVA followed by Sidak’s multiple comparisons test or via two-tailed Student’s *t* test except for (**B**, **G**). DPP4 dipeptidyl peptidase 4; HHT homoharringtonine; hi high; ICAM-1, intercellular adhesion molecule 1; PBS phosphate-buffered saline; Pdgfrα platelet-derived growth factor receptor α. Illustration created in part (**A**, **F**) with BioRender (https://BioRender.com/y2s7wj2).

As obesity-induced metabolic impairment expedites the aging process and exacerbates age-related diseases^65,66^, we employed an additional aging model by a combination of HF and aging. Two-month-old mice were fed a HF diet for 11 months, and HHT was administered by once-weekly injections for 5 months while continuing the HF regimen (Fig. 9F). We found that HHT significantly extended the lifespan of mice, increasing the median lifespan from 509 to 551 days, whereas the maximum lifespan could not be determined because the mice were sacrificed at 558 days for tissue collection (Fig. 9G). In addition, HHT induced weight loss, mainly attributable to fat rather than lean mass reduction (Fig. 9H, I). To investigate the senotherapeutic effects of HHT on various cellular populations in WAT, we performed mass cytometry (CyTOF) analysis^39,67^ (Fig. S15A). Intriguingly, despite no significant differences in the number of APCs in perigonadal WAT (pWAT), we found reduced expression of CD142 and ICAM-1, markers for committed APCs, in HHT-treated WAT, indicating that HHT-treated APCs maintain characteristics of stemness^39,67^ (Fig. 9J, K). However, we did not find any differences in the adipose tissue immune cell populations, except for the reduction in M1-like macrophages (Fig. S15B), which is consistent with our data shown in Figs. 3E and S8E. Moreover, we did not find any differences in the histopathology of spleen tissue, blood smear, or the number of splenic lymphocytes between PBS- and HHT-treated mice, suggesting that the extended lifespan is not associated with the lymphoma suppression activity of HHT, and that HHT treatment does not cause toxicity to hematopoietic cells, liver, small intestine, or kidney (Figs. S15C–G). We found moderately reduced proteinuria in HHT-treated mice without signs of renal toxicity (Figs. S15H–M). Collectively, these results indicate that HHT delays aging and prolongs lifespan in physiological aging mice.

## Discussion

We conducted a comprehensive search among 2150 compounds currently in clinical use or undergoing phase 1 to 3 clinical trials to identify novel senotherapeutics. Our findings revealed that HHT exhibits senotherapeutic activity in vitro and in vivo. By selectively clearing senescent cells, HHT demonstrated its potential to mitigate obesity, metabolic dysfunction, and aging phenotypes, and extend the lifespan of obese and aged mice. HHT, a natural plant alkaloid derived from *Cephalotoxus hainanensis*^68^, has been used for the treatment of CML in patients who are refractory or intolerant to two or more tyrosine kinase inhibitors^69^. The anti-tumor effect of HHT involves complex mechanisms, including reduced protein synthesis efficiency. Notably, HHT treatment leads to the loss of several short-lived proteins linked to cell proliferation and survival, such as c-Myc, Mcl-1, and Cyclin D1, which likely contributes to the apoptotic cell death of malignant cells^56,70^. Additionally, HHT directly reduces the levels of anti-apoptosis genes Bcl-xL and caspase-9, further contributing to increased apoptosis of malignant cells^71^. In senescent cells, HHT augments the senolytic effect of ABT-263 via Mcl-1 inhibition^72^. These previous studies suggest that the mechanisms of HHT’s pharmacological action are diverse and not yet fully understood^56,70,71^. The present study is the first to demonstrate the senotherapeutic activity of HHT, highlighting its potential for preventing and treating various age-associated diseases, including WAT aging and related metabolic complications. We further demonstrate HSPA5 inhibition as a possible mechanism for the senolytic activity of HHT.

Our findings suggest that the senotherapeutic effect of HHT is highly dependent on HSPA5, as its knockdown markedly attenuated the pro-apoptotic activity of HHT. This indicates that HHT requires HSPA5 as a functional target or signaling mediator to induce cell death, and that the physical interaction between HHT and HSPA5 may be critical for initiating apoptosis. In contrast, simple depletion of HSPA5 expression by siRNA may allow compensatory chaperone networks or stress-adaptive responses to preserve cell survival. Moreover, siRNA reduces protein levels gradually and incompletely, whereas HHT may acutely disrupt specific HSPA5 functions, including those at the endoplasmic reticulum or cell surface, that are essential for maintaining proteostasis and stress signaling. Thus, the loss of HHT-induced cytotoxicity under HSPA5 knockdown conditions supports the conclusion that HSPA5 is not only associated with but also required as a functional binding partner for HHT-mediated apoptosis, highlighting a mechanistic dependency rather than a redundant pathway.

Interestingly, animals treated with HHT exhibited reductions in body weight and fat mass without significant changes in food intake. Thus, the adipose tissue has emerged as the primary target organ when assessing the senotherapeutic and metabolic effects of HHT. WAT is highly susceptible to cellular senescence under the conditions of aging and overnutrition, contributing to metabolic abnormalities and insulin resistance. Previous studies have demonstrated that senescent adipocytes secrete SASP, which induces inflammation and promotes senescence in neighboring healthy cells^73^. Additionally, the senescence of APCs is associated with reduced subcutaneous WAT adipogenesis and adipocyte hypertrophy in humans^74^.

By eliminating senescent APCs and adipocytes with HHT treatment, adipose tissue expansion can occur via hyperplasia rather than hypertrophy, reducing inflammation in the adipose tissue. 

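Counted without the 2 clusters that held HF-HHT nuclei only, a choice made after the clusters were seen, adipocytes were 15.0% of 5648 HF-HHT nuclei, 6.61-fold above their HF-PBS share. APCs, from which adipocytes arise, were then 11.8% of HF-HHT nuclei, 1.04-fold their HF-PBS share. Within APCs, 16 of 44 measured genes of fat cell differentiation were higher and 2 lower in HF-HHT, with a median log2 ratio of 0.29 at percentile 98.9 of the random lists. Their summed CPM gave the opposite sign, a log2 ratio of −0.14. Steap4, a metalloreductase of adipocytes, stood at 33.7 and 106 CPM in APCs (1.65, interval 1.38 to 1.93), and Ppargc1a, a co-activator of mitochondrial genes, at 1.38 and 28.6 CPM (4.37), whereas Sh3pxd2b, an adaptor of cell protrusions, had −0.72. Adipocyte markers moved with this group and stood at 1569 CPM in HF-PBS and 1898 CPM in HF-HHT APCs, with more adipocyte RNA in the free RNA of HF-HHT.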

In support of this, our snRNA-seq data revealed a significant increase in the number of mature adipocytes in HHT-treated WAT, indicating that HHT treatment promotes healthy adipose expansion through enhanced APC differentiation. Our CyTOF data demonstrating increased stemness of APCs following HHT treatment also supports this idea. Additionally, HHT treatment restored the acute cold-induced thermogenic activity of WAT, which is known to be reduced with aging and obesity^14,75^, further demonstrating increased adipose plasticity and increased potential for metabolic benefit following HHT treatment.

The healthy remodeling of WAT was accompanied by a decrease in the number of inflammatory cells, including proinflammatory macrophages and B cells. 

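Nuclei of lipid-laden macrophages, cluster 1 with Mmp12 and Gpnmb among its leading genes, numbered 1343 in HF-PBS and 507 in HF-HHT, while those of cluster 0 numbered 2235 and 1698. Of 24 measured genes of lipid-associated macrophages, 9 were lower and 0 higher in HF-HHT macrophages, with a median log2 ratio of −0.31 at percentile 0.02 of the random lists. Gpnmb, a lysosomal glycoprotein of foam cells, stood at 1541 CPM in HF-PBS and 428 CPM in HF-HHT (−1.85, interval −1.89 to −1.80), and Mmp12 at 613 and 141 CPM (−2.12). Itgax, which encodes CD11c and marks the macrophages that surround dying adipocytes in obesity, stood at 71.4 and 22.7 CPM (−1.65, interval −1.86 to −1.46). Macrophages as a whole had a share ratio of −0.66 on the log2 scale (interval −0.71 to −0.60), or −0.46 without the 2 clusters that held HF-HHT nuclei only, and for B cells that second ratio was −3.90. At a resolution of 1.0, a cluster of monocyte-like macrophages, led by Chil3, Clec4e and Ccr2, was 9.66% of the macrophage nuclei of HF-PBS and 35.2% of those of HF-HHT. It held 10 of 10 macrophage markers, but its leading genes included none of them and 1 marker of monocytes, Ccr2. Shares of nuclei do not give the number of cells in the tissue.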

Apoptotic cell death of hypertrophic adipocytes attracts macrophages for phagocytosis, and the accumulation of macrophage in adipose tissue induces inflammation and insulin resistance in obesity^76,77^. Thus, a reduction in macrophage number within WAT is associated with improved insulin resistance^78^. Consistently, we found that HHT treatment reduced the number of adipose macrophages, as evidenced by a decrease in crown-like structure (CLS). However, despite the significant reduction in total macrophage numbers, HHT-treated macrophages exhibited higher levels of age-associated gene signature (e.g., SenMayo) and a stronger M1-like signature, which contrasted with the overall reduction in tissue inflammation. This discrepancy may partly reflect methodological differences between transcriptomic and protein-based analyses. 

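Nos2, which encodes the inducible nitric oxide synthase, had 9 UMIs (0.420 CPM) in HF-PBS macrophages and 507 UMIs (48.1 CPM) in HF-HHT macrophages, a log2 ratio of 6.84 (interval 5.90 to 7.98), or 5.29 without the upper limits on UMIs and genes. Acod1, which makes itaconate in activated macrophages, stood at 6.07 and 440 CPM (6.18), the cytokine gene Il1b at 0.700 and 28.6 CPM (5.35), and Fpr1, a receptor for bacterial peptides, at 2.57 and 61.1 CPM (4.57). Of 24 measured M1-like genes, 19 were higher and 2 lower in HF-HHT, with a median log2 ratio of 2.65 at percentile 100 of the random lists. Marco, a scavenger receptor, was among the lower ones at −0.75, but at −0.21 with 5% of mitochondrial UMIs allowed and −0.55 without the upper limits. Of 24 M2-like genes, 9 were higher and 3 lower, with a median of 0.33, but their summed CPM gave −0.54, since abundant members were lower. The fatty acid receptor gene Cd36 stood at 3450 and 1868 CPM (−0.89), Pparg, a regulator of lipid genes, at 487 and 286 CPM (−0.77), while Chil3 had 3.10 and the chemokine gene Ccl8 3.20. Of 91 measured SenMayo genes, 47 were higher and 11 lower in macrophages, with a median of 0.66 at percentile 100, and Cxcl10, at 2.01 and 78.6 CPM (5.29), belongs to both lists. Markers of monocytes and dendritic cells also rose in these nuclei, from 368 CPM in HF-PBS to 577 CPM in HF-HHT, as did macrophage markers, from 3851 to 5532 CPM. A monocyte-like cluster of resolution 1.0 went from 9.66% to 35.2% of macrophage nuclei, so part of these ratios can come from the mix of clusters. The sums rest on 21424183 UMIs in HF-PBS and 10540897 UMIs in HF-HHT.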

Recent evidence indicates that macrophage activation states can persist even after adipose inflammation resolves, due to epigenetic imprinting or stress adaptation^79,80^. Accordingly, we propose that following HHT-induced apoptosis of senescent adipose cells, macrophages undergo transient stress responses associated with debris clearance, leading to pro-inflammatory and senescence-like features^81,82^. These findings suggest that the observed signatures represent temporary adaptive states rather than persistent inflammation, highlighting the need for future studies to define cell type–specific responses to HHT. We further speculate that these discrepancies may arise from differences in macrophage status or disease conditions; for instance, in the published study^83^, HHT suppressed intestinal inflammatory signatures when administered after inflammation had already been established, whereas in our study, mice were treated with HHT during the HF feeding period. Another potential reason for the discrepancy could be the duration of treatment, as our in vivo data are based on long-term treatment, whereas the published study focuses on acute changes (9 weeks vs 1 week, respectively). Indeed, M1-like polarization of macrophages can occur within one day after the induction of adipocyte apoptosis^84^. Given that our macrophage analysis was conducted after long-term (over 9 weeks) treatment, it is likely that HHT-treated adipose tissues were undergoing tissue regeneration and remodeling rather than being in an acute pro-inflammatory state. Therefore, it seems that the healthy remodeling of WAT induced by HHT contributes to the reduction in macrophage numbers, rather than a direct anti-inflammatory effect of HHT on macrophages. Nevertheless, given these diverse effects of HHT on macrophage activation and polarization, further investigation into the effects of HHT on macrophages is warranted for future studies.

Notably, previous studies have shown that the accumulation of B cells in WAT is first detectable during middle age and is directly associated with adipose dysfunction and systemic insulin resistance^85–87^. Our data illustrate a nearly complete depletion of adipose B cells with HHT treatment. As hematopoietic suppression is a common side effect of HHT in cancer treatment^63,64^, we initially suspected that the elimination of adipose B cells by HHT might be associated with its suppressive action on hematopoiesis. However, analysis of blood cell counts in mice after long-term (over 6 months) HHT treatment did not show significant differences, suggesting that depletion of adipose B cells is likely a result of HHT’s senotherapeutic effect rather than its effect on hematopoiesis suppression.

Considering the systemic administration of HHT, it is anticipated that its effects may extend beyond adipose tissue and impact multiple organs. Indeed, the livers of HHT-treated animals exhibited reduced TG and ALT levels, indicating reduced hepatic steatosis and damage. In addition, HHT was found to improve fibrotic changes caused by aging in the liver, kidneys, and lungs. Among these, the changes in the lungs were significant enough to restore lung function in progeroid mice. HHT treatment also maintained the filtration function of the kidney and improved skeletal muscle function, as measured by grip strength, in progeroid mice. One of the most notable effects of HHT treatment observed in this study was the increase in the longevity of aged mice. Importantly, this long-term treatment did not result in any adverse effects on liver and kidney function. Nonetheless, future research is needed to explore the therapeutic effect of HHT in various age-related conditions.

HSPA5, also known as glucose-regulated protein 78 (GRP78), is a molecular chaperone localized in the ER which plays an important role in protein folding and assembly. Under conditions of stress, HSPA5 is highly expressed and is translocated to the cell surface where it acts as a receptor for various endogenous and exogenous ligands^88,89^. HSPA5 is highly expressed in adipose tissue and is upregulated in patients with older age, obesity, and diabetes^90^ due to increased oxidative stress, endoplasmic reticulum stress, hypoxia, and inflammation of the adipose tissue^91,92^. In addition, HSPA5 has been reported as one of the major proteins transferred by senescent cells to neighboring cells^93^. Consequently, increased expression of HSPA5 in adipose tissue is associated with adipose dysfunction. Interestingly, several anti-diabetic drugs (e.g., metformin, SGLT2 inhibitors, and β3-adrenergic receptor agonists) and non-pharmacological interventions (exercise, caloric restriction, fasting, and chronic cold exposure) have been shown to reduce the expression of HSPA5. Similarly, HHT treatment significantly reduced the expression of HSPA5 in adipose tissue. We postulate that HHT exerts metabolic benefits on adipose tissue by targeting HSPA5. This is supported by the following findings: i) upregulation of HSPA5 in senescent adipocytes and adipose tissues, ii) lack of senotherapeutic effect of HHT in senescent cells with HSPA5 knockdown, iii) enhanced senotherapeutic activity of HHT in HSPA5 overexpressed cells, and iv) direct binding of HHT to HSPA5, resulting in inhibition of its activity. Together, these findings underscore HSPA5 as a potential target of HHT, mediating its senotherapeutic action through the clearance of senescent cells in adipose tissues.

Our data clearly demonstrate that HHT treatment robustly extends the lifespan of both *Zmpste24*^-/-^ progeroid and aged mice. However, given that HHT is a clinically approved drug for leukemia treatment^94,95^, it is important to consider that this longevity benefit may arise not only from HHT’s senolytic effect but also from its anti-leukemic effect of HHT. This dual activity raises the possibility that HHT’s life-extension in our study could partly reflect protection against lethal neoplasm (e.g., lymphomas) in addition to clearance of senescent cells. Indeed, a recurring challenge in geroscience is differentiating senolytic effects from anti-cancer mechanism in longevity studies, especially since many senolytic agents are repurposed chemotherapeutics often validated in cancer-prone aged mice^96^. In this regard, our choice of a non-cancer-prone *Zmpste24*^*-/-*^ mice minimizes confounding by spontaneous neoplasms – these progeroid mice have a severely abbreviated lifespan (4 - 5 months) and typically do not survive long enough to develop cancers^97,98^, making them well-suited for isolating aging-related effects. Taken together, our findings underscore the need for further investigation to rigorously determine how much of HHT’s geroprotective effect is due to senescent cell clearance versus suppression of tumorigenesis, which would be critical for guiding the future development of senotherapeutics.

In summary, our drug repositioning approach identified HHT as a novel senotherapeutic molecule. We demonstrated that HHT treatment effectively ameliorates adipose tissue dysfunction and metabolic abnormalities by targeting senescent cells in WAT. Moreover, we provided evidence of the senotherapeutic activity of HHT in human adipose tissue. Additionally, HHT treatment promoted the lifespan of aged mice without major adverse effects. Overall, our study suggests that HHT holds potential as a senotherapy for the treatment and prevention of age- and diet-induced obesity and metabolic diseases.

### Limitations of the study

It is important to acknowledge the limitations of our study. HHT-induced cytotoxicity was not observed in NS cells, particularly under serum-free (0% FBS) conditions. This resistance may be attributed to serum starvation-induced quiescence, which could enable cells to evade HHT’s cytotoxic effects. Additionally, autophagy activation under serum-depleted conditions may have contributed to drug resistance, as autophagy functions as a well-established cytoprotective mechanism against various cellular stresses, including chemotherapeutic agents. We observed the most pronounced in vivo effects of HHT in adipose tissue. A plausible explanation is that HSPA5 is highly expressed in adipose tissue, particularly in visceral adipose tissue, and its expression increases with aging, obesity, and diabetes in both humans and mice^90^. These findings support the notion that adipose tissue may serve as a major target organ of HHT. Another possibility is that HHT preferentially accumulates in adipose tissue compared to other organs. However, tissue distribution and pharmacological action of HHT in mice are currently unavailable. Therefore, future pharmacokinetic and pharmacodynamic studies are warranted to determine the tissue distribution of HHT and to clarify its primary target sites. Since HHT was administered systemically, it may have exerted beneficial effects on other metabolic organs/tissues, such as the liver and skeletal muscle, which could contribute to the observed weight loss and metabolic improvement. Further investigations are needed to elucidate the tissue-specific effects of HHT. Although our preclinical data and human fat explant studies demonstrate strong senotherapeutic effects of HHT, additional translational experiments are required to support future clinical trials. It would be important to examine the effects of HHT in female mice, as our current study focused on male mice. Lastly, further research is warranted to address the potential therapeutic effects of HHT in various age-related conditions.

## Methods

### Ethical approval for animal studies and human adipose tissue research

Animal studies and human adipose tissue research were conducted in compliance with all relevant ethical regulations. Animal experiments were performed according to protocols approved by the Institutional Animal Care and Use Committee (IACUC) of Yeungnam University College of Medicine (YUMC-AEC2019-031, YUMC-AEC2020-025, and YUMC-AEC2022-039) and by the Animal Care Committee of The Centre for Phenogenomics (TCP, AUP #27-0271H). Research involving human adipose tissues was approved by the Institutional Review Board (IRB) of Yeungnam University Medical Center (YUMC 2021-03-052).

### Materials

Clinically applied compounds (2150 compounds) under phase 1 to 3 clinical trials and FDA-approved were kindly provided by Korea Chemical Bank (Daejeon, Republic of Korea) (https://chembank.org/). Cell Counting Kit-8 (CCK-8), and lactate dehydrogenase (LDH) assay kit were obtained from Dojindo Molecular Technologies (Rockville, MD, USA), 5-bromo-4-chloro-3-indolyl-β-D-galactopyranoside (X-gal) from Amresco LLC (Solon, Ohio, USA), doxorubicin from Ildong Pharmaceutical Co. Ltd. (Seoul, Republic of Korea), and HHT from Tocris (Bristol, UK). Dexamethasone (DEX), 3-isobutyl-1-methylxanthine (IBMX), and insulin were obtained from Sigma-Aldrich (St. Louis, MO, USA). Primary antibodies used in this study for Western blotting, immunostaining, and mass cytometry are listed in Supplementary Table 7 and 8. Sequences for primers used in RT-qPCR are listed in Supplementary Table 9. siRNAs were purchased from Life Technologies Corp. (Carlsbad, CA, USA), and detailed information is provided in Supplementary Table 10. HPAs (human visceral preadipocytes, #PT-5005) and HUVECs (human umbilical vein endothelial cells, #C2517A) were purchased from Lonza (Basel, Switzerland). HDFs (human dermal fibroblasts, #PCS-201-012), hRPEs (human retinal pigment epithelial cells, #CRL-2302), and 3T3-L1 mouse preadipocytes (#CL-173) were purchased from American Type Culture Collection (Manassas, VA, USA).

### Cell culture

HDFs were cultured in Dulbecco’s Modified Eagle’s Medium (DMEM; Welgene Inc., Gyeongsan, Republic of Korea) supplemented with 10% fetal bovine serum (FBS; Gibco, Carlsbad, CA, USA), while HPAs were maintained in a preadipocyte basal medium with appropriate supplements and growth factors (Lonza, Basel, Switzerland) containing 10% FBS. HUVECs were grown in endothelial cell basal medium-2 enriched with various growth factors, and hRPEs were cultured in DMEM:F-12 medium with 10% FBS. Additionally, 3T3-L1 cells were maintained in DMEM with 10% calf serum (Gibco).

### Preparation of prematurely senescent cells by doxorubicin treatment

To induce premature senescence (PS), HDFs and hRPEs were treated with 0.5 μM doxorubicin in serum-free media for 4 h^99^. Then, cells were cultured with DMEM (10% FBS) and DMEM/F-12 (10% FBS) for 4 days and induction of cellular senescence was confirmed by measuring the upregulation of p16 and SASP levels as well as an increase in SAβG staining. The percentages of SAβG staining in PS HDFs and PS hRPE were more than 70% and 60%, respectively.

### Preparation of replicatively senescent cells

Replicatively senescent (RS) model was established following the protocol outlined in previous studies^99,100^. Briefly, HDFs (2 × 10^5^), HUVECs (2 × 10^5^), and HPAs (2 × 10^5^) were cultured in a 100 mm dish and sub-cultured when cells reached 80-90% confluency. The number of population doublings (PDs) was calculated from the geometric equation: PD = log_2_F/log_2_I, where F is the cell number at the end of incubation time, and I is the cell number at the beginning of the incubation time. We also measured the population doubling time (PDT), which was calculated using the following equation: PDT = (Tf-Ti)/log_2_(F/I), where Tf is the final incubation time, Ti is the initial incubation time, F is a final population number, and I is an initial population number. For all experiments, HDFs were used after passage 5 (PD  <  20, PDT < 2 days) or passage 23 (PD  >  60, PDT > 14 days). HUVECs were used in passage 5 (PD  <  20, PDT < 2 days) or passage 23 (PD  >  60, PDT > 14 days). HPAs were used in passage 3 (PD  <  20, PDT < 2 days) or passage 13 (PD  >  60, PDT > 14 days). These are referred to as “non-senescent (NS)” and “senescent” cells, respectively. Cellular senescence in RS HDFs, RS HPAs, and RS HUVECs was confirmed by measuring the upregulation of p53, p16, and SASP levels and an increase in SAβG staining. The percentages of SAβG staining in RS HDFs and RS HUVECs were more than 80% and RS HPAs were more than 60%.

### Cell viability assay

Cell number was assessed using the CCK-8 according to the manufacturer’s instructions and by manual cell counting under light microscopy.

### Lactate dehydrogenase (LDH) assay

LDH activity was measured in media using an LDH assay kit according to the manufacturer’s instructions.

### Senescence-associated β-galactosidase (SAβG) staining assay

SAβG activity was measured with minor modifications^100^. Cells were washed 2 times with phosphate-buffered saline (PBS) and fixed with 3.7% (v/v) formaldehyde in PBS for 5 min. The human adipose tissues and the epididymal WAT of mice were fixed in 4% paraformaldehyde (PFA) for 30 min and washed twice with PBS. Cells and tissues were incubated in a SAβG staining solution (1 mg/mL 5-bromo-4-chloro-3-indolyl-β-D-galactoside, 40 mM citric acid-sodium phosphate (pH 6.0), 5 mM potassium ferricyanide, 5 mM potassium ferrocyanide, 150 mM NaCl, and 2 mM MgCl_2_) for 18 h at 37 °C. Tissue samples were embedded with an O.C.T compound and cryosectioned to 10 μm at -30 °C. SAβG positive cells stained with blue color were counted and analyzed.

### Screening of senotherapeutic candidates from FDA-approved drugs

To identify senotherapeutic candidates from a library of 2150 FDA-approved drugs, primary and secondary screenings were conducted. In the primary screening, PS HDFs were seeded at 1 × 10³ cells per well in a 96-well plate and cultured overnight. The cells were then treated with each drug at a concentration of 100 nM and incubated for 4 days at 37 °C in a CO₂ incubator. Cell viability was assessed using the CCK-8 assay, while cellular senescence was evaluated by SAβG staining. Based on these results, 110 compounds were selected for further analysis. In the secondary screening, RS HDFs, RS HUVECs, and PS hRPEs were seeded at 1×10³ cells per well in a 96-well plate, cultured overnight, and treated with each drug at 100 nM for four days. Cell viability was assessed using the CCK-8 assay, and cellular senescence was determined by SAβG staining. To evaluate potential toxicity, non-senescent cells were also treated with 100 nM of each compound for four days, followed by a viability assessment using the CCK-8 assay. ABT263 and rapamycin were used as positive controls for senolytic and senomorphic activity, respectively.

### Cell cycle analysis by flow cytometry

Cells were harvested and fixed in 70% cold ethanol at 4  °C for 1 h. Cells were washed twice with PBS and resuspended in a propidium iodide (50 µg/mL, Sigma-Aldrich, P4170) solution. RNase A was added to a final concentration of 0.5 µg/mL, and the samples were incubated at 4  °C for 4 h. Flow cytometric analysis was performed using a CytoFLEX Flow Cytometer (Beckman Coulter Life Sciences, Brea, CA, USA).

### Adipocyte differentiation of 3T3-L1 cells

3T3-L1 preadipocytes were cultured in DMEM with 10% calf serum until two days post confluence (Day 0). To induce differentiation, the cells were treated with MDI differentiation medium, consisting of DMEM supplemented with 10% FBS, 0.5 mM 3-isobutyl-1-methylxanthine, 1 μM dexamethasone, and 0.5 μg/mL insulin. On Day 2, the medium was replaced with a maturation medium composed of DMEM containing 10% FBS and 0.5 μg/mL insulin. The cells were maintained in this medium for an additional 6 days, with medium changes every 2 days. On Day 8, adipocyte differentiation and cellular senescence were assessed using Oil Red O staining, SAβG staining, and Western blot analysis.

### Oil red O (ORO) staining

Cells were fixed with 4% paraformaldehyde for 30 min, rinsed 2 times with PBS, and incubated with an ORO working solution for 1 h. The images were photographed under a microscope, and ORO staining density in cells was quantified using the ImageJ software (National Institutes of Health, Bethesda, MD, USA).

### Transfection of siRNA and plasmids in HPAs

Senescent HPAs were seeded in 60 mm dishes and incubated overnight. siRNAs (20 nM) were transfected into cells using RNAiMax 2000 transfection reagent (Invitrogen, Gaithersburg, MD, USA). Protein knockdowns were confirmed by Western blot analysis. For overexpression study, HPAs were transfected with a pCMV-HSPA5-His plasmid purchased from SinoBiological (Seoul, Republic of Korea) using Lipofectamine 2000 reagent (Invitrogen) and the expression levels of HSPA5 protein were confirmed by Western blotting.

### Animals and animal experiments

C57BL/6 N mice were purchased from Koatech (Pyungtaek, Republic of Korea), and *p16-Luc* mice were kindly donated by Eiji Hara (Osaka University, Japan). *Zmpste24*^*-/-*^ mice on a C57BL/6 J background were kindly gifted by Dr. Zhongjun Zhou (University of Hong Kong, China). To examine the effect of senotherapeutic candidates and HHT on adipose tissue senescence and insulin resistance in obesity, 8-week-old male C57BL/6 N mice and *p16-Luc* were randomly divided into chow diet (Envigo, Indianapolis, IN, USA) or HF groups (Research diets, New Brunswick, NJ, USA) for 6 weeks. HF contains 60.3% of the total calories as fat, 21.3% as carbohydrates, and 18.4% as protein. Then, mice in an HF group were divided into two groups, PBS- or senotherapeutic candidate-treated group, and placed on the same HF for further 6-8 weeks. Senotherapeutic candidates including HHT were dissolved in DMSO and diluted in PBS. Senotherapeutic candidates were injected intraperitoneally three times a week at the indicated dosages (Supplementary Table 2). Mice were given ad libitum access to water and food. To examine the effect of HHT on adipose tissue browning in obese mice, HF-fed mice were exposed to 4  °C for 6 h following PBS and HHT administration for 8 weeks. The HF and drinking water were provided during cold exposure.

To examine the effects of HHT on adipose tissue senescence and insulin resistance in aged mice, 18-month-old male C57BL/6 N mice (DBL, Eumseong, Republic of Korea) were randomly divided into PBS- or HHT-treated groups and were administered intraperitoneally with PBS or HHT three times a week for 14 weeks. They were provided with a chow diet.

To measure the lifespan of aged mice, C57BL/6 J (16 months old) male mice were intraperitoneally injected once a week with HHT for 12 months or PBS (n = 8 in each group). For the lifespan of *Zmpste24*^*-/-*^ mice, *Zmpste24*^*-/-*^ mice (5 weeks old) were administered intraperitoneally once a week for 14 weeks with HHT or PBS (n = 7 for PBS and n = 9 for HHT in male, and n = 4 for PBS and n = 8 for HHT in female mice). For the lifespan of HF-fed aged mice, C57BL/6 J (2 months old) male mice were fed an HF for 11 months, and HHT was administered once a week intraperitoneally for 5 months while continuing the HF regimen.

Mice were housed in a controlled environment with a 12 h light:12 h dark cycle. Food intake and body weight were measured manually once a week during the experimental periods. Mice were anesthetized with 2,2,2-tribromoethanol and tert-amyl alcohol (375 mg/kg), and blood was collected from the orbital plexus. The plasma and tissues were stored at −80 °C until analysis. The in vivo experiments were performed in strict accordance with guidelines and protocols approved by the Institutional Animal Care and Use Committee of Yeungnam University College of Medicine (permit number: YUMC-AEC2019-031, YUMC-AEC2020-025, and YUMC-AEC2022-039) and by the Animal Care Committee of The Centre for Phenogenomics (TCP, AUP #27-0271H).

### Ex vivo explant culture of human subcutaneous adipose tissues

This study has been approved by the IRB at the Yeungnam University Medical Center (YUMC 2021-03-052). All patients declared their informed consent in written form. Human subcutaneous adipose tissues were obtained from female patients who underwent mammoplasty after mastectomy due to breast cancer. Detailed information was provided in Supplementary Table 11. Adipose tissue samples were cut into 5 × 5 × 5 mm pieces, placed in 48 well plates, and cultivated in DMEM containing 10% FBS and antibiotics at 37 °C in a 5% CO_2_ humidified incubator. Human subcutaneous adipose tissue samples were treated with the indicated concentrations of HHT twice every 3 days for 7 days.

### Whole-body plethysmography

Airway responsiveness was determined through whole-body plethysmography (Buxco Research System, Wilmington, NC, USA). Briefly, mice were placed in a whole-body plethysmography chamber. After a few minutes for stabilization, enhanced pause (Penh, an indication of airway resistance) was determined.

### Triglyceride (TG) measurement

The liver was homogenized in a 20-fold solution of chloroform: methanol (2:1) containing 0.01% butylated hydroxyl toluene, and vortexed for about 30 sec. After incubation overnight at 4  °C, the homogenized sample was diluted twice with distilled water and centrifuged at 800 x g for 30 min. The chloroform layer was separated, and the same amount of chloroform containing 1% triton X100 was added. After the evaporation of chloroform, the remaining part was dissolved with distilled water. Triglyceride Reagent and Free Glycerol Reagent (Sigma-Aldrich) were used to measure the level of TG. The concentration was calculated with the standard solution.

### Intraperitoneal glucose and insulin tolerance test

An intraperitoneal glucose tolerance test (IPGTT) was conducted after an overnight fasting for 16 h. Before glucose administration, blood was collected from the tail vein to measure basal blood glucose and plasma insulin levels. Animals were injected intraperitoneally with glucose (1 g/kg body weight). Blood glucose levels were measured at 0, 15, 30, 60, 90, and 120 min after injection with blood from the tail vessel, using an ACCU-CHEK Instant glucometer (Roche, Basel, Switzerland). Plasma at 0, 15, 30, and 60 min was stored at -80 °C for insulin measurement. For the insulin tolerance test (ITT), mice were fasted for 6 h and injected with insulin intraperitoneally at 0.75 IU/kg body weight. Blood glucose levels were measured at 0, 15, 30, 60, 90, and 120 min after injection using the same glucometer.

### Hyperinsulinemic-euglycemic clamp

The hyperinsulinemic-euglycemic clamp study was conducted in conscious mice 4 days after vein cannulation. The vein cannulation surgery was performed under isoflurane inhalation anesthesia, during which an indwelling catheter was inserted into the left internal jugular vein. The catheter was externalized through a small incision in the skin at the back of the neck. Following the surgery, the mice were individually housed and carefully monitored until they regained their preoperative body weight, indicating full recovery.

After an overnight fasting, hyperinsulinemic-euglycemic clamp was performed with a priming dose (900 pmol/kg body weight) of human insulin (Lilly, IN, Indianapolis, USA), and constant infusion of insulin at a rate of 24 pmol/kg/min, 20% glucose was infused for maintaining glucose at constant concentrations of 5-6 mM through a Y connector for 2 h using a microdialysis pump (CMA Microdialysis, Kista, Sweden). Blood was withdrawn from the tail vessel, and the plasma glucose levels were measured with a glucose analyzer (Analox, Middlesbrough, UK). The insulin-stimulated whole-body glucose uptake rate was estimated with a continuous injection of [3-^3^H] glucose (PerkinElmer Life and Analytical Sciences, Shelton, CT, USA) throughout the clamps (0.1 μCi/min). The insulin-stimulated glucose uptake rate in epididymal fat was measured by 2-deoxy-D-[1-^14^C] glucose (2-[^14^C] DG) administration as a bolus (10 μCi) after starting the clamp at 75 min. After the clamp was over, mice were anesthetized with avertin, and collected plasma and tissue samples were stored at -80 °C for further analysis. To determine tissue 2-[^14^C] DG 6-phosphate content, tissue samples were homogenized, and 2-DG-6-phosphate was separated from 2-DG in supernatants using an ion-exchange column (Bio-rad, Hercules, CA, USA). Whole body glucose turnover rate was calculated as the ratio of the glucose infusion rate to the specific activity of plasma glucose. The glucose uptake rate in each tissue was calculated from the plasma 2-[^14^C] DG profile using MLAB (Civilized Software, Silver Spring, MD, USA) and the tissue 2-[^14^C] DG-6-phosphate content.

### Blood and urine assay

Plasma insulin levels were measured with an enzyme-linked immunosorbent assay kit (Merck, Darmstadt, Germany). The liver enzymes, ALT and AST were measured in plasma using the commercial kit (Asan pharm, Seoul, Republic of Korea).

To collect urine, mice were held over the cling wrap and lightly stroked the belly of the animal. Urine was collected into the tube and urine protein assay was performed using a strip test (Medi-Test Combi 10 L, Allentown, PA, USA), and BCA assays (Thermo, Meridian, Rockford, IL, USA).

Urea nitrogen and creatinine in urine and serum were analyzed by using Urea Nitrogen Colorimetric Detection Kit (Arbor Assays, Ann Arbor, Michigan, USA) and QuantiChrom™ Creatinine Assay Kit (BioAssay Systems, Hayward, CA, USA), respectively according to the manufacturer’s instruction. Urine total protein, albumin, creatine, potassium, and sodium were analyzed by the Beckman Coulter AU480 Clinical Chemistry Analyzer (Brea, CA, USA).

### Complete blood count and blood smear

Complete blood count analysis was performed using an automated hematology analyzer (Sysmex XN-1000 hematology analyzer, Sysmex, Kobe, Japan) in whole blood samples. Blood samples (200 µL) were collected from the orbital venous plexus of mice under isoflurane anesthesia and placed into heparinized sample tubes, and a complete blood count analysis was performed. For blood smear, following the collection of blood from mice in EDTA-containing tubes, blood smear samples were prepared on glass slides and stained using the Wright-Giemsa method^101^.

### Bone density measurement with dual-energy X-ray absorptiometry (DEXA)

Body composition was assessed in *Zmpste24*^*-/-*^ mice using a DEXA scanner (iNSiGHT VET DXA, OsteoSys Co., Ltd., Seoul, Republic of Korea). Each mouse was anesthetized with an intraperitoneal injection of 240 mg/kg avertin and placed on the scanner bed in the prone position, with the limbs and tail stretched away from the body. Quantitative data within the region of interest were obtained. Body composition of HF-fed aged mice was analyzed using EchoMRI-100 body composition analyzer (Echo Medical Systems, Texas, USA), which quantifies fat and lean mass in live, non-anesthetized mice.

### Grip strength

The forelimb grip strength of mice was measured using a BIO-GS3 grip-strength meter (BIOSEB, Pinellas Park, FL, USA). Mice were placed horizontally onto the grid (dimensions 100 × 80 mm, angled 20 °), allowed to grip the grid with their forelimbs only, and then gently pulled away backward until they released their grip. Results were averaged over 5 trials.

### Histological assessment in tissues

Tissues were immediately fixed in 10% neutral formalin. The fixed tissues were divided into an appropriate size to make a paraffin block. Blocks were cut into 5 μm using Microtome (Leica, Wetzlar, Germany). After attaching 2-3 pieces of cut sections to the glass slide, they were dried and sequentially stained with hematoxylin and eosin step. The sections attached to glass slides were first immersed in xylene for 2 min, followed by sequential rehydration in 100% ethanol for 1 minute, 95% ethanol for 2 min, and 90% ethanol for 2 min. After three brief washes in distilled water, the sections were stained with hematoxylin for 7 min, followed by three additional washes. The slides were dipped in acid-ethanol once and immediately washed. Next, the sections were incubated in sodium sulfate for 5 min and rinsed in running water. Eosin staining was performed by immersing the sections in eosin solution for 3 min, followed by washing for 5 min under running water. The sections were then dehydrated through a graded ethanol series (70% to 100%) with three dips at each step. Finally, the sections were dipped in xylene three times and then mounted with a coverslip. The stained samples were observed under a microscope (Olympus, Tokyo, Japan) at 40× and 100× magnification. Pictures were derived using the DIXI eXcope image S/W program (DIXI Science, Daejeon, Republic of Korea), and the size of adipocytes was estimated by measuring the area of all cells in one field at 100 × magnification using the ImageJ program. Crown-like structure (CLS) percentage was analyzed by counting the number of surrounded cells by macrophages at 2 fields and then averaging them in the same samples. Paraffin-embedded tissue sections were stained with Sirius Red (Abcam, ab246832) for Picrosirius Red staining or with a Trichrome Staining Kit (Roche, 06521908001) for Masson’s trichrome staining, followed by light microscopy observation. Blue collagen-positive areas in Masson’s trichome staining were analyzed using an ImageJ software.

### Immunofluorescence staining

For γH2AX, F4/80, and p53 staining, paraffin-embedded tissue sections were deparaffinized and subjected to heat-induced epitope retrieval in citrate buffer (pH 6.0) using a pressure cooker. Sections were then incubated with Protein Block (Agilent, X090930-2) or 5% BSA (MP Biomedicals, 160069) in PBS to reduce non-specific binding, followed by overnight incubation at 4  °C with primary antibodies diluted in DAKO Antibody Diluent (Agilent, S302283-2). Rabbit anti-γH2AX (Fortis Life Science, IHC-00059; 1:1500), rabbit anti-iNOS (Abcam, #ab3523; 1:100), and rabbit anti-p53 (Abbkine, ABP0110; 1:200) were used. Corresponding secondary antibodies - donkey anti-rabbit IgG Alexa Fluor 647 (Invitrogen, A32795), goat anti-rat IgG Alexa Fluor 647 (Invitrogen, A48265), and goat anti-rabbit IgG Alexa Fluor 546 (Invitrogen, A11035) - were applied at room temperature. Nuclear counterstaining was performed with 4’,6-diamidino-2-phenylindole (DAPI) (Sigma-Aldrich, D9542). To reduce tissue autofluorescence, slides were incubated in Sudan Black B (Sigma-Aldrich, 199664) saturated in 70% ethanol for 25 min at room temperature, then mounted with Vectashield Vibrance anti-fade medium (Vector, H-1700). Whole-slide images were acquired at 20× magnification using an Olympus VS120 scanner equipped with a Hamamatsu ORCA-R2 C10600 digital camera (Evident, Japan).

### Immunohistochemistry

Paraffin-embedded tissue sections were deparaffinized, treated with freshly prepared 0.45% H₂O₂ in methanol for 15 min at room temperature in the dark, and subjected to heat-induced epitope retrieval in 10 mM citrate buffer (pH 6.0) at 95–98 °C for 15 min. Cell samples were fixed with 4% paraformaldehyde for 15 min and treated with 3% H₂O₂ for 10 min. Both tissue sections and cell samples were permeabilized with 0.2% Triton X-100 in TBS (tris-buffered saline) for 10 min. Tissue sections were blocked with 5% normal donkey serum containing 1% bovine serum albumin (BSA), and cell samples were blocked with 5% BSA (MP Biomedicals, 160069) in PBS for 1 h. Tissue sections were then incubated with a mouse anti-HSPA5 antibody (Santa Cruz Biotechnology, sc-166490; 1:100) at 4  °C overnight. Cell samples were incubated with a mixture of a mouse anti-HSPA5 antibody (Santa Cruz Biotechnology, sc-166490; 1:100) and a rabbit anti–cleaved caspase-3 antibody (Cell Signaling Technology, #9664S; 1:100) at 4  °C overnight. After three washes with TBS-T (TBS containing 0.05% Tween-20), secondary antibodies were applied for 1 h at room temperature. For tissue sections, a horse radish peroxidase (HRP)-conjugated goat anti-mouse secondary antibody (Cell Signaling Technology, #7076) was used. For cell samples, a mixture of HRP-conjugated goat anti-mouse antibody (Invitrogen, #31430; 1:50) and alkaline phosphatase (AP)-conjugated goat anti-rabbit antibody (Sigma-Aldrich, A3687; 1:50) was applied. Following final TBS-T washes, color development was performed using enzyme-specific substrate systems: HRP activity was visualized with 3,3′-diaminobenzidine (DAB) substrate (Cell Signaling Technology, #7076, or Dako, K5007) to yield brown staining, and AP activity was visualized with Fast Red TR/Naphthol AS-MX (Sigma-Aldrich, F4648) to yield red staining. Finally, tissue sections and cell samples were counterstained with hematoxylin and mounted. Images were acquired using a KF-PRO-005 slide scanner (KFBIO Technology for Health, Yuyao, China), and quantification of stained areas or positive cells was performed using ImageJ software (National Institutes of Health).

### Metabolic cage analysis

Metabolic assessments of each mouse were conducted for a continuous 48 h period using individual closed metabolic chambers (Oxylet; Panlab, Cornellà, Spain). During the measurement period, all mice were provided ad libitum access to food and water to maintain normal physiological conditions. Oxygen consumption (VO_2_, mL/min) and carbon dioxide production (VCO_2_, mL/min) were sequentially measured for 3 min per mouse, rotating through all animals housed in the system. Room air was analyzed for 3 min after completing one cycle of all mice to establish baseline gas composition. All collected data, including VO_2_, VCO_2_, and energy expenditure, were analyzed using the manufacturer-provided software (Metabolism; Panlab). To account for inter-individual differences, all values were normalized to body weight.

### Epigenetic age analysis

The genomic DNA of adipose tissue was prepared using a NucleoSpin DNA Lipid Tissue Kit (Machery-Nagel, Duren, Germany), and the identification of differentially methylated CpG (DMCs) using reduced representation bisulfite sequencing **(**RRBS) data with 500 ng of genomic DNA.

Briefly, the genomic DNA was digested with MspI and ApeKI and then purified using the Qiagen MiniElute PCR Purification Kit. The DNA fragments were directly subject to end-blunting followed by adding a single adenine nucleotide (dA-tailing) to prepare the DNA for adapter ligation. Methylated adapters were ligated to the prepared DNA, and the adapter-ligated fragments, specifically those within the size range of 160 to 420 bp, were isolated and used for bisulfite conversion utilizing the ZYMO EZ DNA Methylation-Gold Kit™, adhering to the manufacturer’s guidelines. The conversion process alters unmethylated cytosines to uracils, enabling subsequent methylation analysis. Following bisulfite treatment, the libraries were amplified via PCR using PfuTurbo Cx Hotstart DNA polymerase (Agilent Technologies, Santa Clara, CA, USA), a step that enriches the library for subsequent sequencing. The final RRBS libraries were evaluated for quality and size distribution using an Agilent 2100 Bioanalyzer (Agilent Technologies). The RRBS libraries were sequenced on an Illumina NextSeq 500 (NextSeq 500, Illumina, San Diego, CA, USA).

Sequencing adapters and low-quality bases present in the raw reads were trimmed using the Skewer tool^102^. Following the quality control and adapter trimming, the resulting high-quality reads were aligned to a reference genome that had been converted to a 3-letter code (to represent bisulfite-treated DNA) using the bs_seeker2-align module of BSseeker2^103^. After alignment, the bs_seeker2-call_methylation module of BSseeker2 was employed to determine the methylation status at CpG sites across the genome based on the mapped reads with a minimum coverage of 5 to obtain a detailed profile of methylation patterns, enabling the identification of methylation levels at individual CpG sites across the samples in control and treatment groups.

To estimate epigenetic age (DNAm age), we employed a multi-tissue epigenetic age clock model that utilizes ridge regression model for parameter estimation, leveraging DNA methylation data across various tissues. The parameters for this model, including beta coefficients (weights) and intercepts for methylation CpG sites, were sourced from supplemental information reported in the manuscript^104^. These parameters are well-validated and have demonstrated robustness in predicting chronological age from methylation data across different tissues, including adipose tissue. For each sample in our dataset, epigenetic age was calculated by summing the products of methylation levels at specific CpG sites and their corresponding beta coefficients. Recognizing the challenges associated with the variable number of clock sites available in RRBS, and to enhance the accuracy and consistency of our age estimates, we imputed missing methylation data by filling zero coverage sites with the mean methylation level observed for those sites within the control or treatment groups^105^. This method ensures a more robust estimation of DNAm age by maintaining a comprehensive dataset, thereby reducing the bias from missing data. The resulting calculation provides a weighted sum of methylation levels, representing an estimation of the epigenetic age in months.

### Protein extraction and Western blotting

Cells were washed with ice-cold PBS and harvested by scraping in 50 μl of ice-cold radioimmunoprecipitation assay (RIPA) buffer (25 mM Tris-HCl, pH 7.4, 150 mM KCl, 5 mM NaF, and 1 mM phenylmethylsulfonyl fluoride). Cells were ruptured by vortexing two times for 30 sec at 30 min intervals on ice and centrifuged at 16,000 x g for 15 min at 4  °C. To measure SASP in culture media, the culture media were filtered with an Amicon® Ultra-4 Centrifugal Filter, 50 kDa MWCO (Merck KGaA, Darmstadt, Germany) and concentrated using an Amicon® Ultra-4 Centrifugal Filter, 3 kDa MWCO (Merck KGaA). Human adipose tissues were homogenized in 5 volumes of ice-cold RIPA buffer and centrifuged at 16,000 x g for 15 min at 4  °C. Protein concentrations in the supernatants were quantified by the bicinchoninic acid method (Pierce Biotechnology Inc., Rockford, IL, USA). Mouse adipose and lung tissue samples were homogenized in 10 volumes of ice-cold lysis buffer containing 50 mM HEPES, 150 mM NaCl, 50 mM NaF, 1 mM phenylmethylsulfonyl fluoride (PMSF), 1 mM benzamide, 1 mM EDTA, 1 mM EGTA, 1 mM sodium ortho-vanadate, 0.22% β-glycerophosphate, 1% NP40, 10% glycerol, and protease inhibitor cocktail (Santa Cruz Biotechnology., Santa Cruz, CA, USA). The tissue homogenate was centrifuged at 16,000 x g for 10 min at 4 °C, and the supernatant containing protein was collected. Protein concentrations were determined using the Bradford (Bio-rad) assay. An equal amount of protein samples was separated on 10% sodium dodecyl sulfate (SDS)-polyacrylamide gel electrophoresis at 70 V, and then resolved proteins were transferred to a membrane. Membranes were blocked in 1 × TTBS (10 mM Tris-HCl pH 7.5, 150 mM NaCl, and 0.05% Tween-20) containing 5% skim milk for 30 min at room temperature. Primary antibodies were applied overnight at 4 °C, and then HRP-conjugated secondary antibodies were applied for 90 min at room temperature. After rinsing the membranes 3 times with 1 × TTBS for 30 min, antigen-antibody complex was detected using Luminol Reagent (Santa Cruz Biotech Inc). Proteins were visualized with the Fujifilm LAS-3000 image system (Stamford, CT, USA). Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was used as a control for protein loading. The relative intensities of protein bands, as compared with that of the respective GAPDH signal, were determined by using the Multi Gauge software, version 3.0 (Fujifilm Corp., Stamford, CT, USA), and normalized to 1.0 for control cells by averaging three separate experiments. All phosphorylated forms were normalized to their respective protein forms.

### Reverse transcription quantitative real-time polymerase chain reaction (RT-qPCR)

Total RNA was extracted from 80 mg tissue samples using RNeasy Lipid Tissue Mini Kit (QIAGen, Hilden, Germany) according to the manufacturer’s instructions. cDNA was synthesized from 1 µg of RNA using a reverse transcription kit (Applied Biosystems, Foster City, CA, USA). RT-qPCR was performed using the Real-time PCR 7500 System and Power SYBR Green PCR Master Mix (Applied Biosystems). The expression levels of GAPDH were used for sample normalization. Each reaction mixture was incubated at 95 °C for 10 min followed by 45 cycles of 95 °C for 15 sec, 55 °C for 20 sec, and 72 °C for 35 sec.

### Single nucleus RNA sequencing and data analysis

For adipose tissue single nuclei sequencing (snRNA-seq), frozen tissues were chopped into smaller pieces on dry ice. Chopped tissues were immediately incubated in lysis buffer before homogenization in glass douncers. Isolated nuclei were then washed twice with cold wash and resuspension buffer. Nuclei suspension was filtered through 40 µm filter before proceeding to the next step. Nuclei were stained with DAPI and flow-sorted. After sorting, nuclei were washed and resuspended for counting. Nuclei were stained with SYBR Green II and counted under the microscope. Sorted nuclei were used as input into the 10x Genomics single-cell 3’ v3.1 assay (Pleasanton, CA, USA) and processed as described by the protocol provided by the 10x Genomics. For sequencing, the molarity of each library was calculated based on library size as measured by bioanalyzer (Agilent Technologies) and qPCR amplification data (Roche). Samples were pooled and normalized to 1.5 nM. The library pool was denatured using 0.2 N NaOH for 8 min at room temperature and neutralized with 400 mM Tris-HCl. Library pool at a final concentration of 300 pM was loaded to sequence on Novaseq 6000 (Illumina). Samples were sequenced with the following run parameters: Read 1–28 cycles, Read 2–90 cycles, index 1–10 cycles, index 2–10 cycles. Sequencing target reads for each library were 40,000–50,000 reads/nuclei.

The 10x Genomics’ CellRanger v5.0.0 software was used for sequence alignment and barcode processing with the mouse reference genome (mm10-2020-A). The filtered gene-count matrices from CellRanger were used for subsequent preprocessing. Doublets were identified and removed through the automated ‘scDblFinder’ toolkit using default parameters^106^. Low-quality nuclei were removed from the dataset by retaining only nuclei with greater than 400 unique features (genes), less than the 95^th^ percentile of total UMI counts & features, and less than 0.5 percent of mitochondrial transcripts detected. The percentage of measured gene expression in each cluster attributed to mitochondrial gene (percent. MT) and the number of unique genes found for each nucleus (nFeature_RNA) were within expected values for each cell^107^.

The filtered data from HHT treated and control sample was analyzed using the standard integration protocol as implemented in Seurat v4.0.1^108,109^. This involved log normalization, variable feature selection and selecting/finding integration features/anchors. Cells were clustered using unsupervised Louvain clustering using the integrated nearest neighbors graph as input. The clustering resolution was determined empirically, as defined by the resolution with the greatest cluster stability (sc3_stability) from the clustree R package^110,111^. 

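Macrophages and adipocytes meet the steps before this count differently, since adipocyte nuclei hold the most RNA and the RNA of macrophages is close to the free RNA of the droplets. From the deposited counts, 3118 HF-PBS and 3070 HF-HHT barcodes were called by depth alone, and 4608 and 4541 more, each with at least 500 UMIs, because their RNA differed from free RNA, which made 7726 and 7611 nuclei. They held 71.4% and 72.9% of all UMIs. Removal of likely doublets took 478 and 463 of them. The limit of more than 400 genes left 7218 and 7136 nuclei, the limits on the highest UMI and gene numbers 6811 and 6723, and the limit on mitochondrial UMIs 6648 and 6454. The study kept 6392 and 5342, so more nuclei were kept here, mainly in HF-HHT, and the HF-HHT shares can depend on this. Doublets were scored by simulation with Scrublet, while the scDblFinder of the study was not used here.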

In the final dataset, there were 5342 and 6392 cells in the HHT and control conditions, with 14 total clusters, each present in both conditions.

Cluster-specific markers were identified using the Wilcoxon Rank Sum test implemented in the *FindAllMarkers* function in Seurat. Lastly, differential gene expression between HHT and control was modeled using a hurdle MAST model^112^. We considered genes with an absolute fold change greater than 0.10 and Bonferroni-adjusted *p* value < 0.05 to be differentially expressed between conditions. These differentially expressed genes were then used as input for Gene Ontology (GO) enrichment analyses. Specifically, GO analysis was conducted for biological processes ontology with a minimum gene set size of 10 and maximum size of 500 using the clusterProfiler package^113^. For age-related analysis on snRNA-seq data, we performed additional analysis using SenMayo signature. SenMayo scores were calculated using Seurat’s ‘AddModuleScore’ function^114^, which computes the average expression levels of each gene set— in this case, the SenMayo set^46^—at the single-cell level. These scores are then normalized by subtracting an aggregated expression of control feature sets. To account for differences in total expression, all analyzed genes were first binned based on their average expression, and control features were then randomly selected from each bin. The SenMayo signature scores were subsequently compared between PBS- and HHT- treated groups using Wilcoxon’s rank sum test, with *p* values adjusted for multiple comparisons using FDR correction.

### Drug affinity responsive target stability (DARTS)

The DARTS procedure was performed as previously described^51^. Briefly, cell lysates of RS HDFs were incubated with 50 μM HHT for 2 h at room temperature with rotation, and then 2 μl of the indicated protease solution was added to 20 μL samples of lysate. After incubation for 30 min at room temperature, digestion was stopped by adding a protease inhibitor cocktail. Proteins were separated by SDS-PAGE and observed with silver staining. Gel bands showing increased stability were cut out and prepared for mass spectrometry analysis to characterize proteins (Genomine Biotechnology, Pohang, Republic of Korea).

### ATPase activity measurement

ATPase activity was measured by an enzyme-coupled spectrophotometric assay using ATPase Activity Assay Kit (Sigma-Aldrich, #MAK113) following the manufacturer’s instructions. Briefly, we established a standard curve using phosphate standards (#MAK113B). The reaction solution (40 mM Tris, 80 mM NaCl, 8 mM MgAc_2_, 1 mM EDTA (pH 7.5), and 4 mM ATP) was incubated with HSPA5 protein (5 μg) alone or HSPA5 protein and 10 μM inhibitor (HA15) at room temperature for 60 min. Each well was added with 200 µl of reagent (#MAK113A) and then incubated for 30 min at room temperature to terminate the enzyme reaction. The optical density of colorimetric product was measured using a microplate reader (TECAN, Männedorf, Switzerland) at 620 nm. The obtained absorbance was substituted into the standard curve to calculate the ATPase activity.

### Surface plasmon resonance

Measurements of the apparent dissociation constants (KD) between HSPA5 and HHT were carried out using a Biacore T200 biosensor (GE Healthcare Bio-Sciences, Pittsburgh, PA, USA). The recombinant human HSPA5 was bound covalently to the sensor chip CM5 (carboxylated dextran matrix) using an amine-coupling method. The human HSPA5 (20 μg/mL) in 10 mM sodium acetate pH 4.0 was coupled via injection, followed by the injection of 1 M ethanolamine to deactivate residual amines. For kinetic measurements at 20 °C, HHT with concentrations ranging from 1.5625 to 100 μM was prepared by dilution in HBS-P buffer (10 mM of HEPES (pH 7.4), 150 mM NaCl and 0.05% v/v surfactant P20 and 2% DMSO). Based on the results, the association rate constants (ka), dissociation rate constants (kd), and the equilibrium dissociation (binding) constants (KD; kd/ka) were determined.

### Docking study

Possible binding model between HSPA5 and HHT was predicted by docking studies based on the X-ray structures of HSPA5 and its known inhibitor VER155008. The binding site of HHT is presumed to be like VER155008 and the related PDB structure (6CZ1.pdb) was referenced for docking study. The predicted binding model was verified considering the interaction between HSPA5 and VER155008. The initial binding model was determined by rigid docking study and MM-GBSA was performed for the final binding model prediction. MAESTRO (Schrödinger LLC, NY, USA) was used all calculational processes using Glide and Prime modules on Linux environment with default parameters^115^.

### Mass cytometry (CyTOF) study and data processing

For CyTOF, stromal vascular fraction (SVF) and splenic immune cells were isolated from WAT and spleen, respectively. Visceral WAT and spleen are dissected, and finely minced. Adipose tissue was digested with Adipose tissue dissociation kit (Miltenyi Biotec, Gaithersburg, MD, USA) using gentle MACSTM Octo Dissociator with Heater (Miltenyi Biotec, Gaithersburg, MD, USA). Splenic cells were washed with PBS, neutralized with DMEM/F12 media supplemented with 10% FBS, and filtered using a 100 μm filter. WAT tissues were further digested with Type II collagenase (Worthington; #LS004176) in a 37  °C incubator for 30-40 min. Digested tissue was neutralized with DMEM/F12 media supplemented with 10% FBS and filtered using a 100 μm filter. The flow-through was centrifuged for 5 min at 400 x g. After removing the floating adipocyte fraction and supernatant, red blood cell lysis buffer (Sigma-Aldrich, #R7757) was added and incubated at room temperature for 2-3 min. The red blood cell lysis buffer is neutralized with DMEM/F12 media (supplemented with 10% FBS) and centrifuged for 5 min at 400 x g. The dissociated cells from adipose tissue or spleen were washed in a cell staining medium (CSM) and each sample was barcoded before staining according to the protocol described in the Cell-ID 20-Plex Pd Barcoding kit (Fluidigm, San Francisco, CA). Barcoded samples were pooled into 1 sample and stained with metal-tagged antibodies (Supplementary Table 8) as previously described^67^. Fixation and permeabilization were conducted according to the manufacturer’s instructions (Foxp3/Transcription Factor Staining Buffer Set, eBioscience). Finally, samples were washed and suspended in Maxpar Cell Acquisition Solution containing EQ normalization beads (Fluidigm, #201237) and data was collected by Helios instrument. FCS files were normalized using EQ beads by the Helios software. All data processing and analysis was done with Cytobank Enterprise (Beckman Coulter).

### Statistical analysis

All statistical analyses were assessed by using Prism version 8 (Graph Pad Software Inc; La Jolla, CA, USA). The results are presented as the means ± standard error. In in vitro experiments, we conducted at least three independent experiments. Differences among the three or more groups were analyzed via one-way or two-way analysis of variance (ANOVA) followed by Tukey HSD test. Differences between two groups were analyzed by two-tailed Student’s *t* test. A *p*-value below 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

Adipose tissue snRNA-seq data are available from the National Center for Biotechnology Information (NCBI) under accession number PRJNA1260162. The main data are available within this article and its Supplementary information/Source data file. Source data are provided with this paper.

# Supplementary material for: Homoharringtonine exhibits senotherapeutic activity that mitigates diet- and age-associated obesity and insulin resistance and extends lifespan in mice
**Source:** Nat Commun. 2026 Mar 31;17:2700. doi: 10.1038/s41467-026-70475-3
**Supplement:** Supplementary file 1 — Supplementary Information

Homoharringtonine exhibits senotherapeutic activity that mitigates diet- and age-associated obesity and insulin resistance and extends lifespan in mice

Eok-Cheon Kim<sup>1,2#</sup>, Han-Byul Jung<sup>3#</sup>, Yu-kyoung Park<sup>1,3</sup>, Youlim Son<sup>1,2</sup>, Hye-Na Cha<sup>1,3</sup>, Yash Patel<sup>4</sup>, Ju Hee Lee<sup>4,5</sup>, Minah Choi<sup>2</sup>, Soyoung Park<sup>1,3</sup>, Il-Kug Kim<sup>1,6</sup>, Lauren Pickel<sup>4</sup>, Seungju Lee<sup>7</sup>, Yuna Ha<sup>7</sup>, Min-Gyeong Shin<sup>3</sup>, Qiwei Zhang<sup>4,5</sup>, Jielin Yang<sup>4</sup>, Bruno Rodrigues de Oliveira<sup>4</sup>, Nathaniel Vo<sup>4,5</sup>, Annie Yew<sup>4,5</sup>, Jacques Togo<sup>4</sup>, Kafi N. Ealey<sup>4</sup>, Su-Ryun Jung<sup>1,3</sup>, Sunjin Moon<sup>1</sup>, Hye-Jin Yoon<sup>1,2</sup>, Jee-Young Lee<sup>7</sup>, Hoon-Ki Sung<sup>4,5\*</sup>, Jae-Ryong Kim<sup>1,2\*</sup>, So-Young Park<sup>1,3\*</sup>

## **Supplementary information**

### **Pharmacodynamic comparison of HHT with ABT263**

To compare ABT263 with HHT, non-senescent and senescent cells were treated with ABT263 or HHT with increasing concentrations and determined the values of median lethal dose (LD50) in non-senescent cells, median effective dose (ED50) in senescent cells, and therapeutic index (TI) (Fig. S4 and Supplementary Table 3). Our results indicate that ABT263 exhibits senolytic activity across all senescent cell types tested. In contrast, HHT demonstrates senolytic activity in HPAs and HDFs, but exhibits senomorphic activity in HUVECs and hRPEs, suggesting a cell type-specific distinction between senolytic and senomorphic activities of HHT (Fig. S4).

## Supplementary Figures

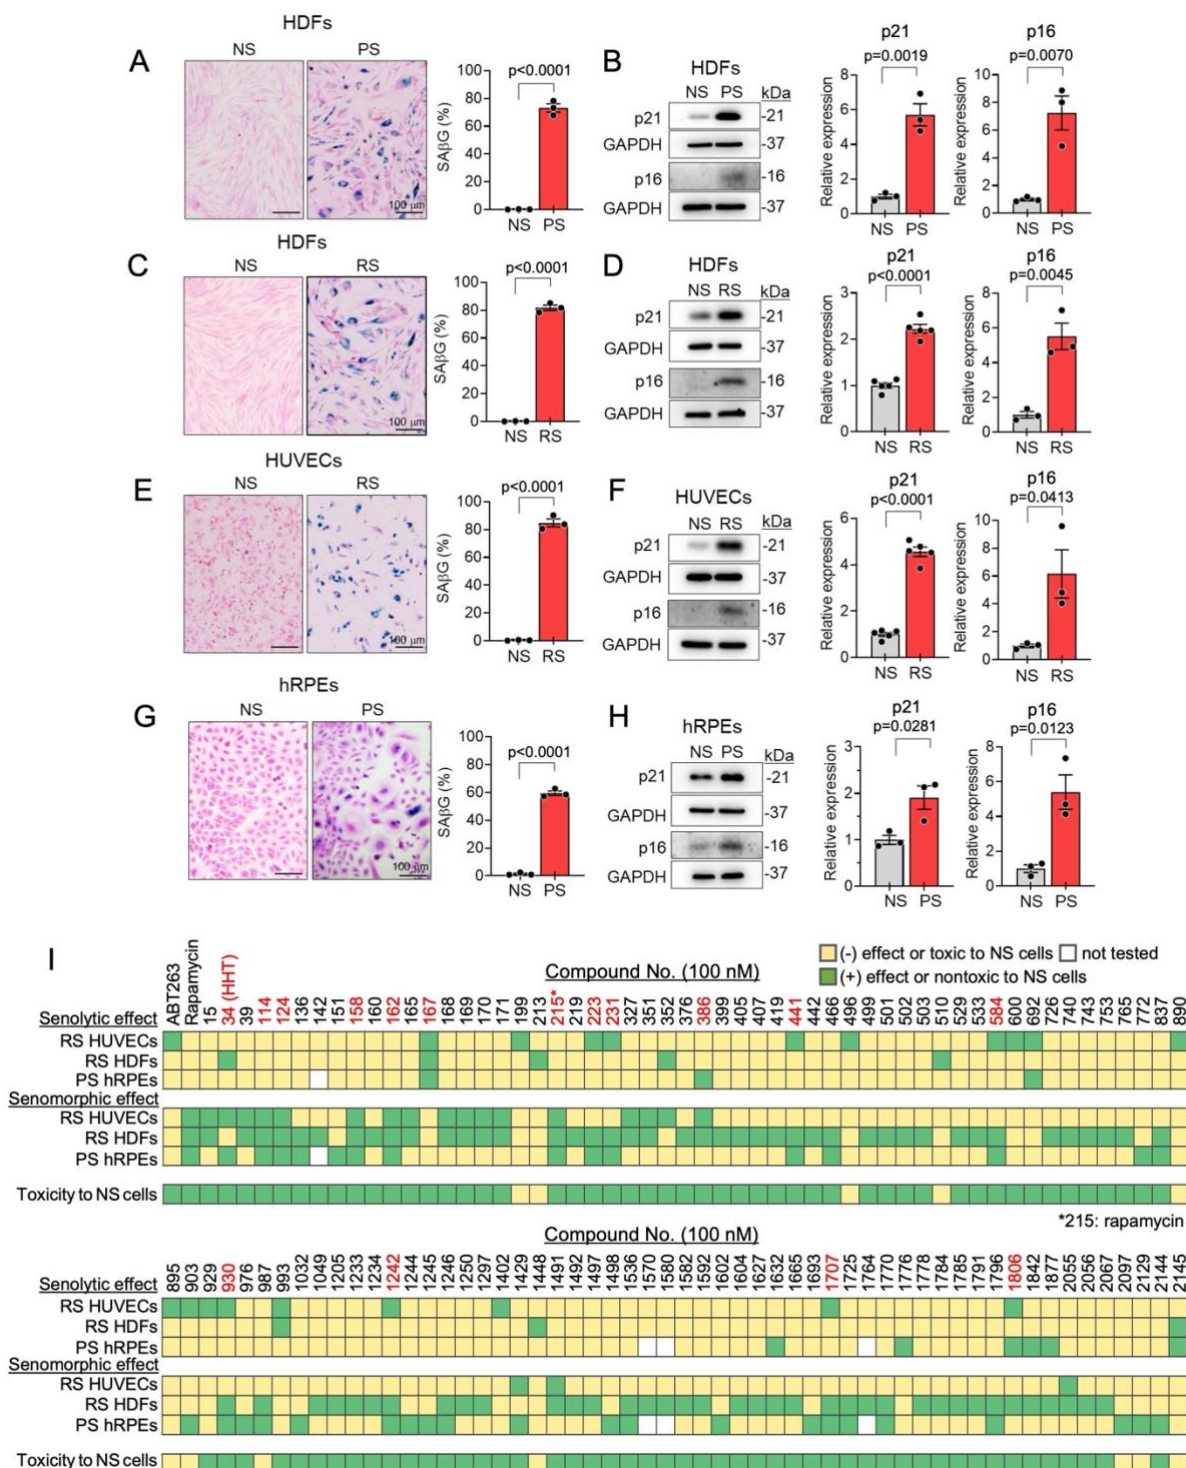

**Supplementary Figure 1. Validation of senescence in cells used in the primary and secondary screening, and the secondary screening results with 110 compounds.** Senescence was induced in various cell types by either doxorubicin (Dox) treatment, defined as prematurely senescent (PS) cells, or by serial passaging, defined as replicatively senescent

(RS) cells. All cells were cultured in medium containing 10% FBS. Cellular senescence was evaluated by SA $\beta$ G staining and by assessing the protein expression levels of p21 and p16 (A-H). **A** and **B**. Non-senescent (NS) and PS HDFs. **C** and **D**. NS and RS HDFs. **E** and **F**. NS and RS HUVECs. **G** and **H**. NS and PS hRPEs. After the primary screening of 2,150 compounds, we selected 110 and conducted secondary screening in RS HDFs, RS HUVECs, and PS hRPEs. ABT263 and rapamycin were used as positive controls for senolytic, and senomorphic, respectively. **I**. Senolytic and senomorphic effects of 110 compounds in RS HUVECs, RS HDFs, and PS hRPEs, and their cytotoxicity in NS cells. Compounds in red were selected senotherapeutic candidates. Representative images were shown, and values are presented as means  $\pm$  SEM of three independent experiments. Data were analyzed with two-tailed Student's *t* test in three independent experiments. HDFs, human dermal fibroblasts; hRPEs, human retina pigment epithelial cells; HUVECs, human umbilical vein endothelial cells; SA $\beta$ G, senescence-associated  $\beta$ -galactosidase.

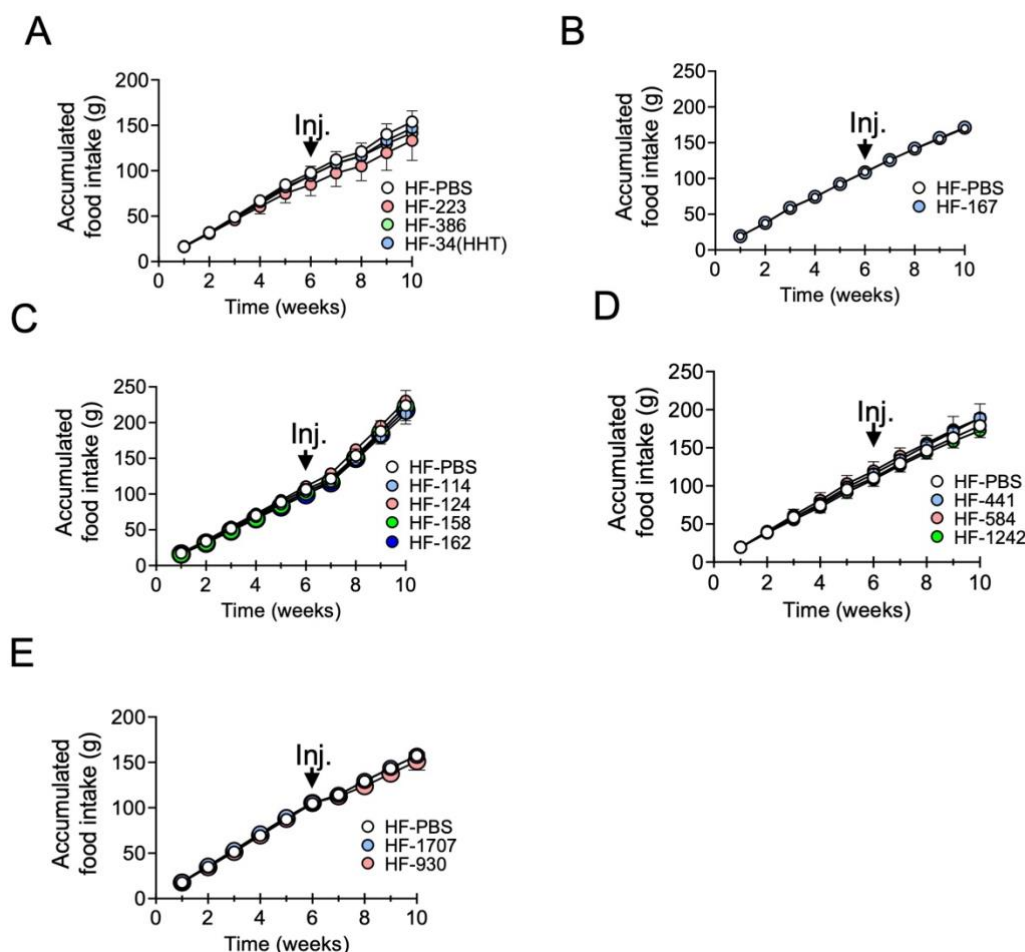

**Supplementary Figure 2. Effects of 13 senotherapeutic candidates on the food intake of high-fat diet (HF)-induced obese mice.** After feeding HF (60% fat) for 6 weeks, mice were administered with candidate compounds for 6 weeks while maintaining the mice on HF. Food intake was measured manually once a week. **A.** Mice treated with phosphate-buffered saline (PBS), compound 223, compound 386, and 34 (homoharringtonine, HHT). **B.** Mice treated with PBS and compound 167. **C.** Mice treated with PBS, compound 114, compound 124, compound 158, and compound 162. **D.** Mice treated with PBS, compound 441, compound 584, and compound 1242. **E.** Mice treated with PBS, compound 1707, and compound 930. Inj., start intraperitoneal injection of senotherapeutic candidates three times per week. Values are presented as means  $\pm$  SEM.

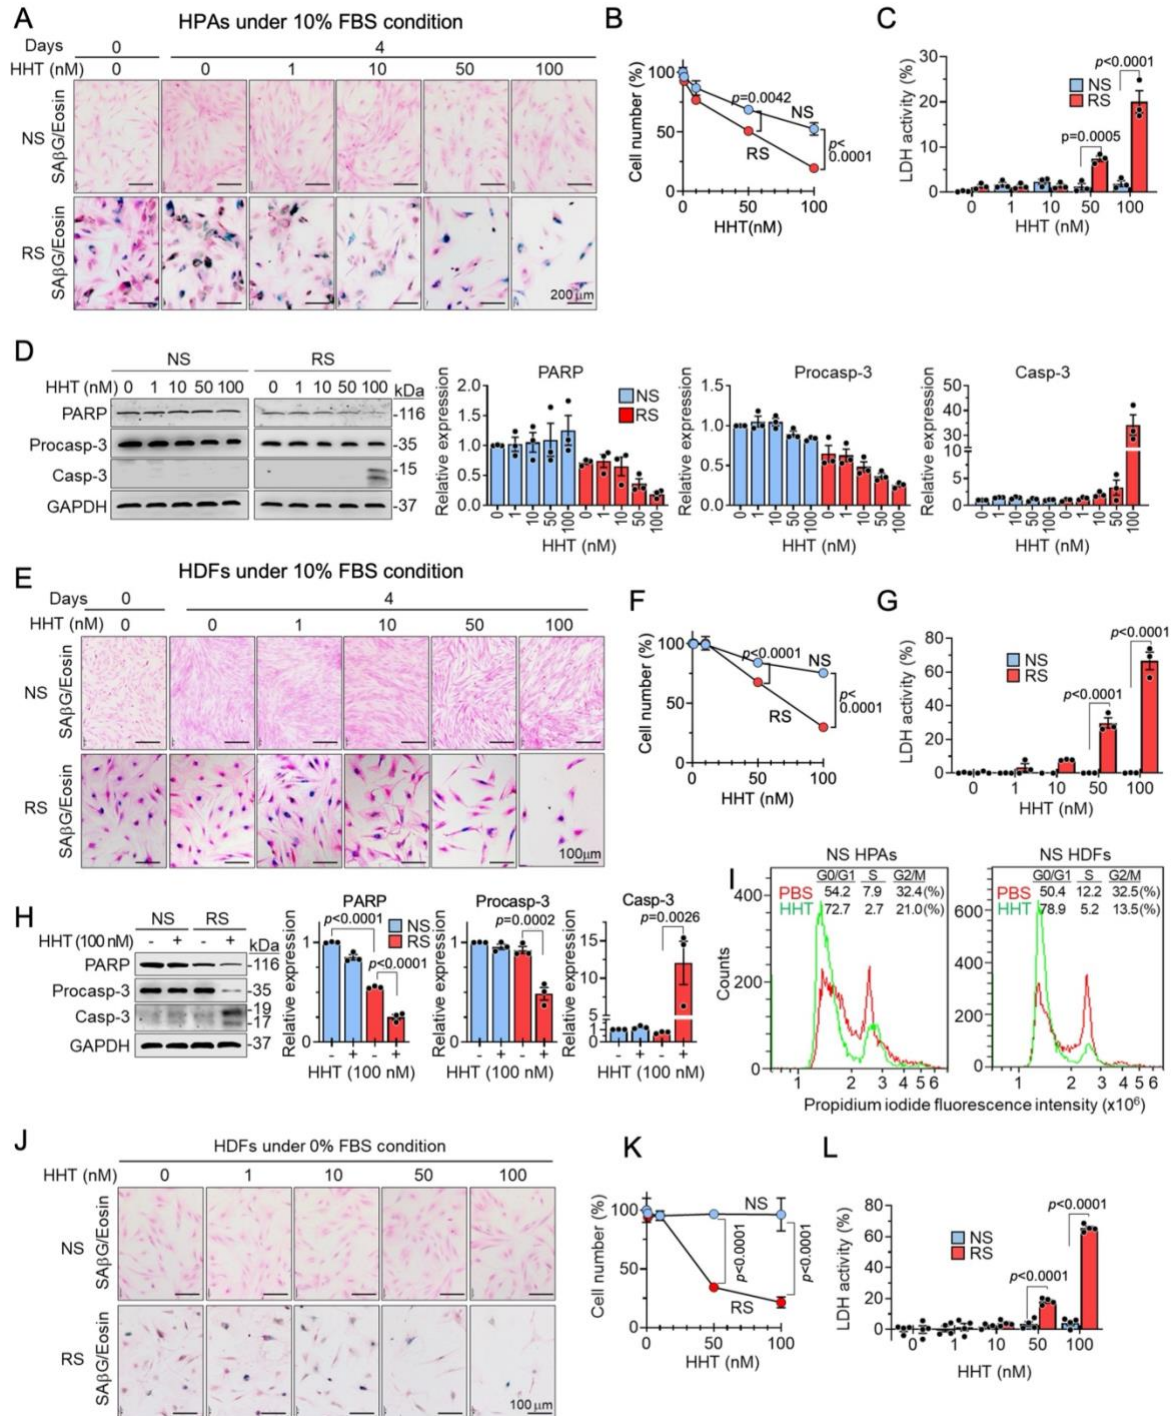

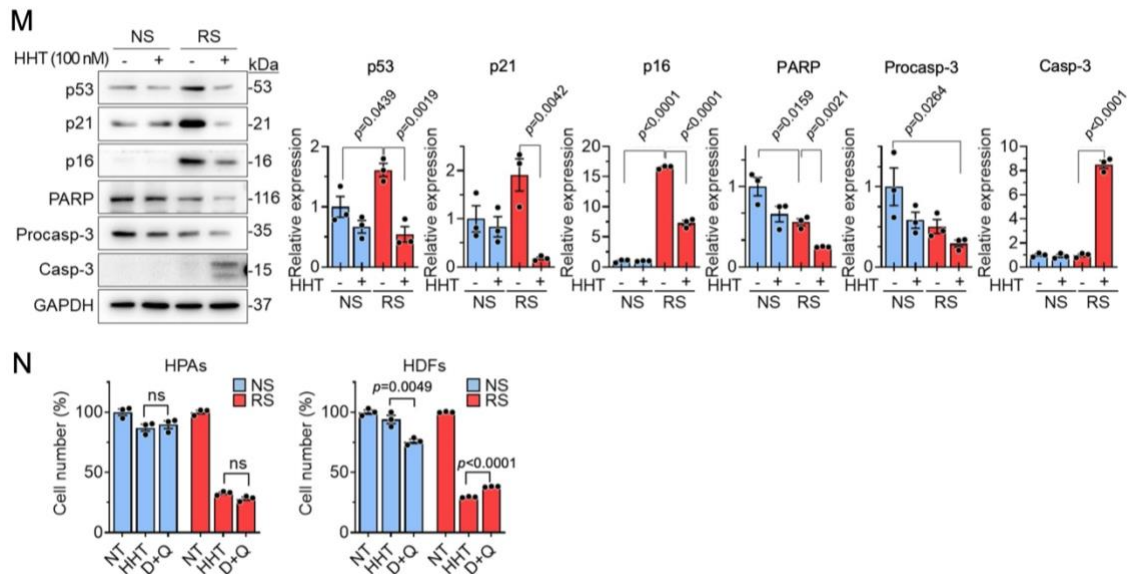

**Supplementary Figure 3. Senotherapeutic effect of HHT in replicatively senescent HDFs and HPAs.** Non-senescent (NS) and replicatively senescent (RS) human visceral preadipocytes (HPAs) were cultured in medium containing 10% FBS and treated with the indicated concentrations of HHT for 4 days (A-D). **A.** Representative images of SA $\beta$ G and eosin staining of HPAs. **B.** Cell number of HPAs measured by cell counting at the indicated HHT concentrations (n=6 per group). **C.** Lactate dehydrogenase (LDH) activity in the culture medium of HPAs (n=3 per group). **D.** Expression levels and quantification of apoptosis-associated proteins in HPAs (n=3 per group). NS and RS human dermal fibroblasts (HDFs) were cultured in medium containing 10% FBS and treated with indicated concentrations of HHT for 4 days (E-H). **E.** Representative images of SA $\beta$ G and eosin staining of HDFs. **F.** Cell number of HDFs measured by cell counting at the indicated HHT concentrations (n=3 per group). **G.** Lactate dehydrogenase (LDH) activity in the culture medium of HDFs (n=3 per group). **H.** Expression levels and quantification of apoptosis-associated proteins in HDFs (n=3 per group). **I.** Cell cycle analysis by flow cytometry in NS HPAs and NS HDFs cultured with 10% FBS and treated with or without 100 nM HHT for 2 days (n=1 per group). NS and RS HDFs were cultured in medium containing 0% FBS and treated with indicated concentrations of HHT for 4 days (**J-M**). **J.** Representative images of SA $\beta$ G and eosin staining of HDFs. **K.** Cell number of HDFs measured using a CCK-8 assay at the indicated HHT concentrations (n=3 per group). **L.** Lactate dehydrogenase (LDH) activity in the culture medium of HDFs (n=4 per group). **M.** Expression levels and quantification of senescence- and apoptosis-associated proteins in HDFs (n=3 per group). **N.** Cell number of HPAs and HDFs treated with 100 nM HHT or 200 nM dasatinib + 30  $\mu$ M quercetin (D+Q) in 10% FBS containing medium for 4

days (n=3 per group). Values are means  $\pm$  SEM. Data were analyzed via one-way ANOVA followed by a post-hoc test. CCK-8, Cell Counting Kit-8; HHT, homoharringtonine; NT, not treated; SA $\beta$ G, senescence-associated  $\beta$ -galactosidase.

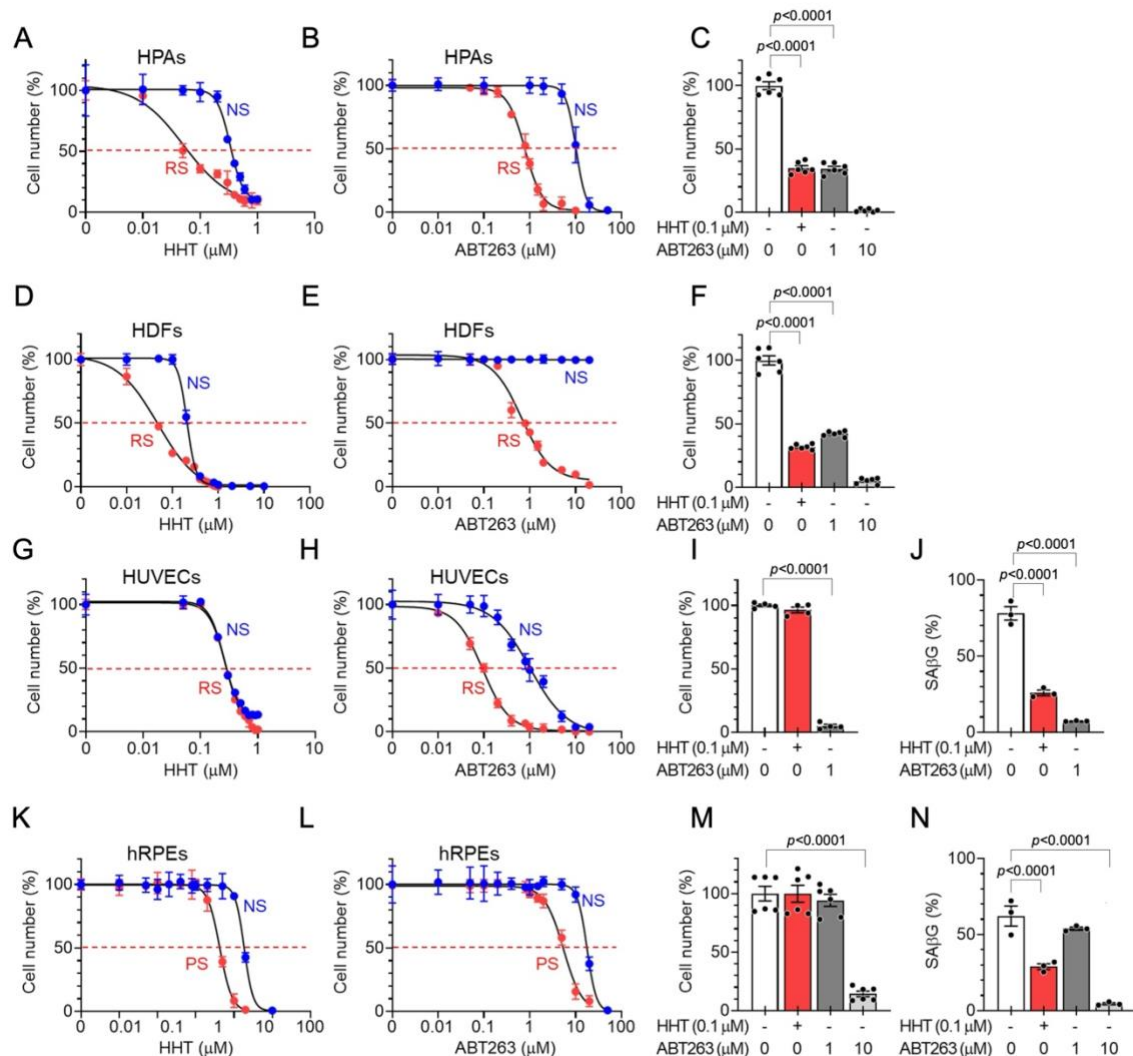

**Supplementary Figure 4. Comparison of senotherapeutic effects of HHT and ABT263.**

After non-senescent (NS) and senescent cells were treated with increasing concentrations of HHT and ABT263, dose-response curves for cell survival were obtained by measuring cell number using a CCK-8 assay. Senescence was induced by treatment with doxorubicin in hRPEs, defined as prematurely senescent (PS) cells, and by serial passaging in other cells, defined as replicatively senescent (RS) cells. Cell number and the percentages of SAβG positive cells in senescent cells were compared at 100 nM HHT, and 1 and 10 μM of ABT263.

**A.** Dose-response curves of HHT in human visceral preadipocytes (HPAs). **B.** Dose-response curves of ABT263 in HPAs. **C.** Cell number in RS HPAs (n=6 in each group). **D.** Dose-response curves of HHT in human dermal fibroblasts (HDFs). **E.** Dose-response curves of ABT263 in HDFs. **F.** Cell number in RS HDFs (n=6 in each group). **G.** Dose-response curves of HHT in human umbilical vein endothelial cells (HUVECs). **H.** Dose-response curves of ABT263 in HUVECs. **I.** Cell number in RS HUVECs (n=4 in each group). **J.** The percentages

of SA $\beta$ G-positive cells in RS HUVECs (n=3 in each group). **K.** Dose-response curves of HHT in human retina pigment epithelial cells (hRPEs). **L.** Dose-response curves of ABT263 in hRPEs. **M.** Cell number in PS hRPEs (n=6 in each group). **N.** The percentages of SA $\beta$ G positive cells in PS hRPEs (n=3 in each group). Values are means  $\pm$  SEM. Data were analyzed via one-way ANOVA followed by a post-hoc test. CCK-8, Cell Counting Kit-8; HHT, homoharringtonine; SA $\beta$ G, senescence-associated  $\beta$ -galactosidase.

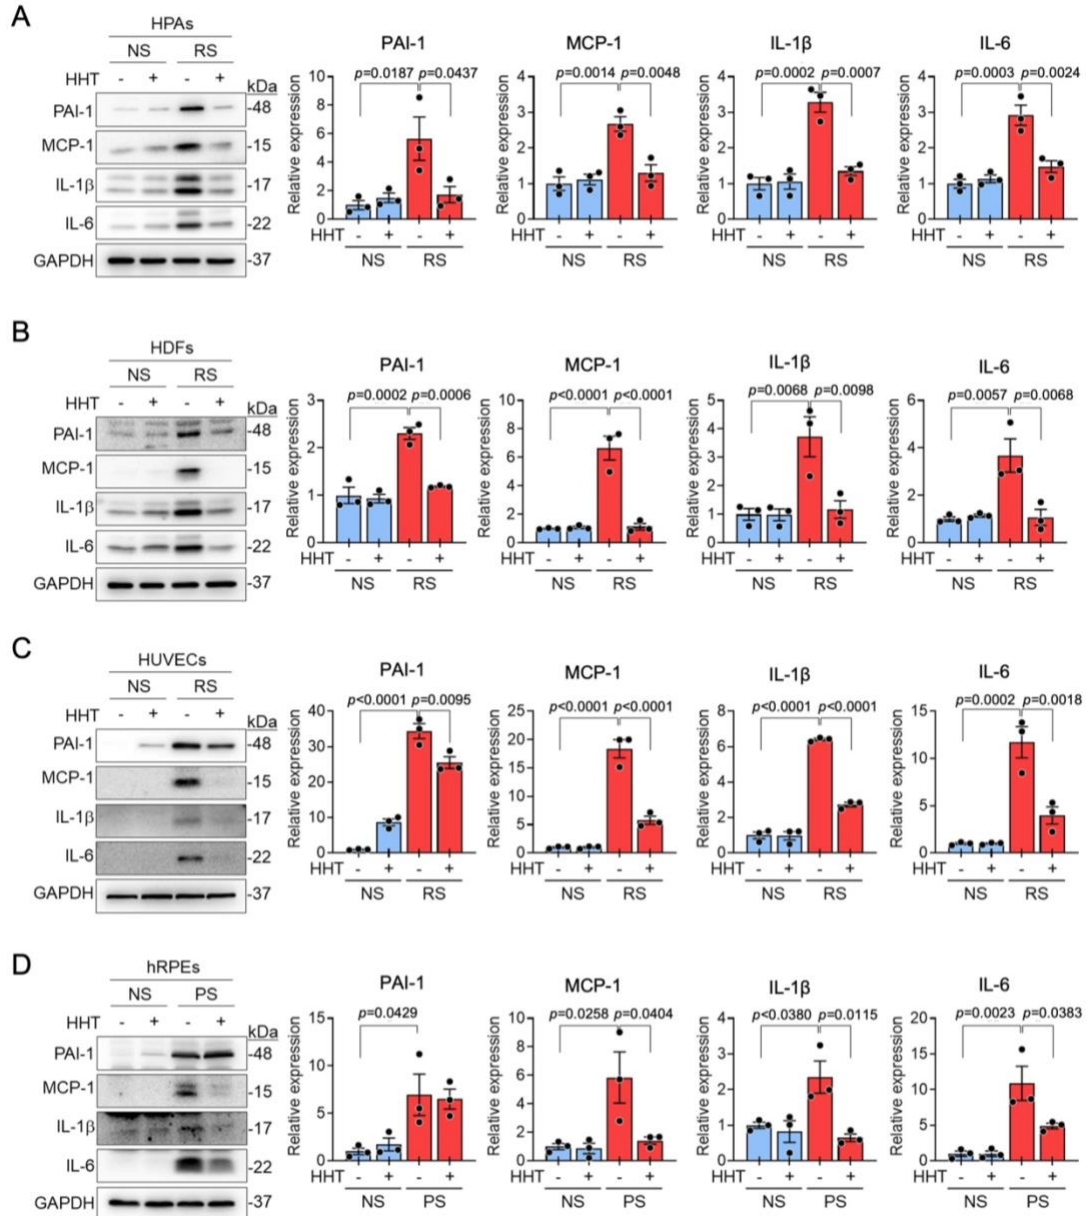

**Supplementary Figure 5. Effects of HHT on the levels of SASP proteins in non-senescent and senescent cells.** Senescence was induced by treatment with doxorubicin in hRPEs, defined as prematurely senescent (PS) cells, and by serial passaging in other cells, defined as replicatively senescent (RS) cells. Cells were cultured in medium containing 10% FBS. After treatment of non-senescent (NS) and senescent cells with 100 nM HHT for 4 days, cells and culture media were harvested. The expression levels of PAI-1, MCP-1, IL-1β, and IL-6 proteins in media and GAPDH in cell lysates were measured by Western blotting. **A.** Expression levels and quantification of SASP proteins in HPA. **B.** Expression levels and quantification of SASP proteins in HDFs. **C.** Expression levels and quantification of SASP proteins in HUVECs. **D.** Expression levels and quantification of SASP proteins in hRPEs. Representative images were

shown and values are means  $\pm$  SEM of three independent experiments. Data were analyzed via one-way ANOVA followed by a post-hoc test. HHT, homoharringtonine; IL-1 $\beta$ , interleukin-1 $\beta$ ; IL-6, interleukin 6; MCP1, monocyte chemoattractant protein-1; HDFs, human dermal fibroblasts; HPAs, human visceral preadipocytes; hRPEs, human retina pigment epithelial cells; HUVECs, human umbilical vein endothelial cells; PAI-1, plasminogen activator inhibitor-1, SA $\beta$ G, senescence-associated  $\beta$ -galactosidase; SASP, senescence-associated secretory phenotypes.

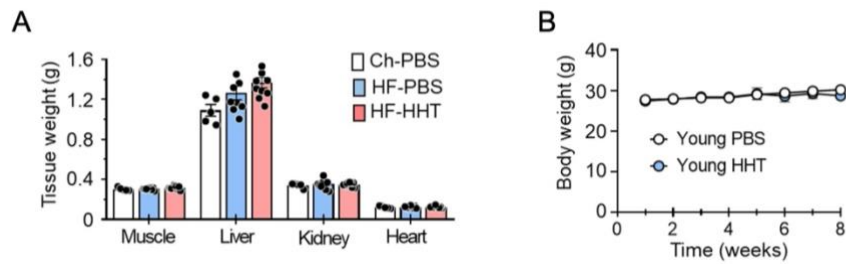

**Supplementary Figure 6. Effects of HHT on body weight and tissue weight.** After feeding high-fat diet (HF) for 6 weeks, mice were administered with HHT (HF-HHT) or PBS (HF-PBS) for 8 weeks while they were kept on HF. Chow diet-fed mice were kept on a chow diet during the experimental period and injected with PBS for 8 weeks (Ch-PBS). **A.** Effects of HHT on the tissue weights of HF-induced obese mice (n=5 for Ch-PBS; n=9 for HF-PBS; n=10 for HF-HHT). **B.** Change of body weight during HHT administration in chow diet-fed young mice (n=5 for Young PBS; n=4 for Young HHT). Values are presented as means  $\pm$  SEM. Data were analyzed via one-way ANOVA followed by a post-hoc test in **A** and with two-tailed Student's *t* test in **B**. HHT, homoharringtonine; PBS, phosphate-buffered saline.

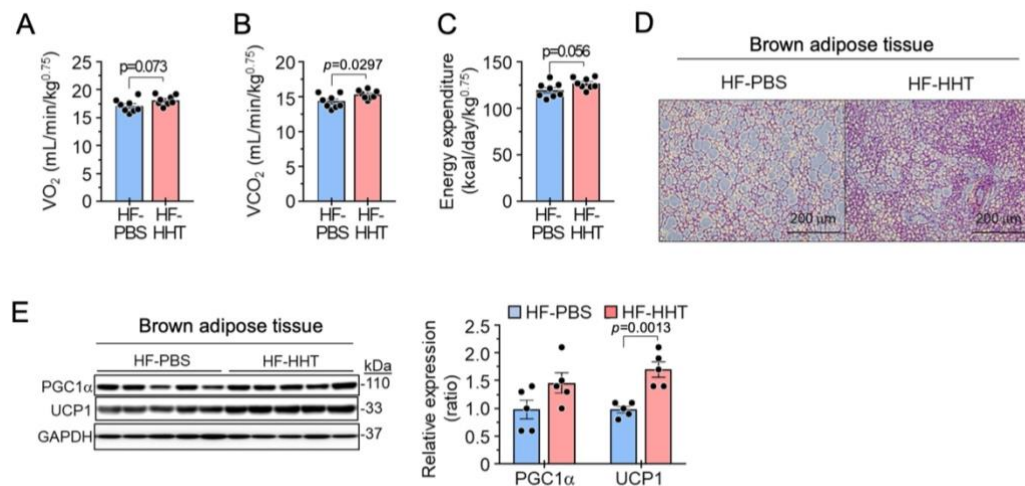

**Supplementary Figure 7. Effects of HHT on the thermogenesis of brown adipose tissues in HF-fed obese mice.** After feeding high-fat diet (HF) for 6 weeks, mice were administered with HHT or PBS for 8 weeks while the mice were kept on HF. Metabolic cage analysis (A-C) (n=8 in each group). During the measurement period, all mice were provided *ad libitum* access to food and water to maintain normal physiological conditions. **A.**  $VO_2$ . **B.**  $VCO_2$ . **C.** Energy expenditure. **D.** Histological analysis of brown adipose tissues after staining with hematoxylin and eosin. Scale bar, 200  $\mu$ m. **E.** Expression levels of PGC1 $\alpha$  and UCP1 proteins in the brown adipose tissues (n=5 in each group). Values are presented as means  $\pm$  SEM. Data were analyzed with two-tailed Student's *t* test. GAPDH, glyceraldehyde 3-phosphate dehydrogenase; HHT, homoharringtonine; PBS, phosphate buffered saline; PGC1 $\alpha$ , Peroxisome proliferator-activated receptor  $\gamma$  coactivator 1- $\alpha$ ; UCP1, uncoupling protein 1.

or PBS for 8 weeks while they were kept on HF. Pooled epididymal fat was analyzed with single nucleus RNA sequencing (snRNA-seq). **A.** Heatmap of top 3 specific genes enriched in each cell population. **B.** Representative gene expression of major cell clusters including mature adipocyte (Cluster 5), adipocyte precursor cells (APCs), mesothelial-like cells, macrophages, T- and B-cells. **C.** SenMayo signature in various cell clusters. **D.** M1- and M2-like gene signature score. **E.** Staining and quantification of iNOS positive crown-like structure (n=3 in each group). Data were analyzed with two-tailed Student's *t* test. \*, a statistically significant decrease in HHT compared to PBS; #, a statistically significant increase in HHT compared to PBS. APCs, adipose precursor cells; CLS, crown-like structure; DAPI, 4',6-diamidino-2-phenylindole; HF, high fat diet; HHT, homoharringtonine; iNOS, inducible nitric oxide synthase; PBS, phosphate buffered saline.

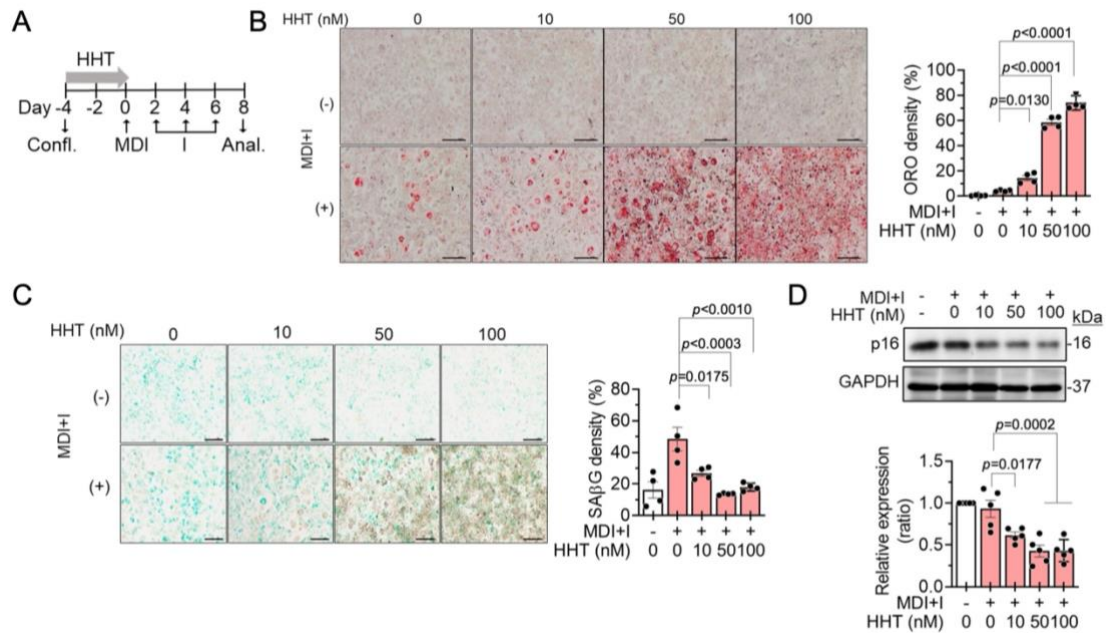

**Supplementary Figure 9. Senotherapeutic effect of HHT on the differentiation of senescent 3T3-L1 preadipocytes.** After treatment of confluent 3T3-L1 cells (> passage 35) with the indicated concentration of HHT for 4 days, cells were treated with or without MDI+I (A-D). **A.** Experimental scheme. **B.** Representative image of oil-red O staining (ORO) and its quantification (n=4 in each group). **C.** Representative image and quantification of SAβG staining (n=4 in each group). **D.** Expression levels of p16 protein (n=5 in each group). Values are presented as means ± SEM. Data were analyzed via one-way ANOVA followed by a post-hoc test. HHT, homoharringtonine; I, Insulin; MDI, Isobutylmethyl xanthine (IBMX), dexamethasone and insulin; LDH, lactate dehydrogenase; SAβG, senescence-associated β-galactosidase.

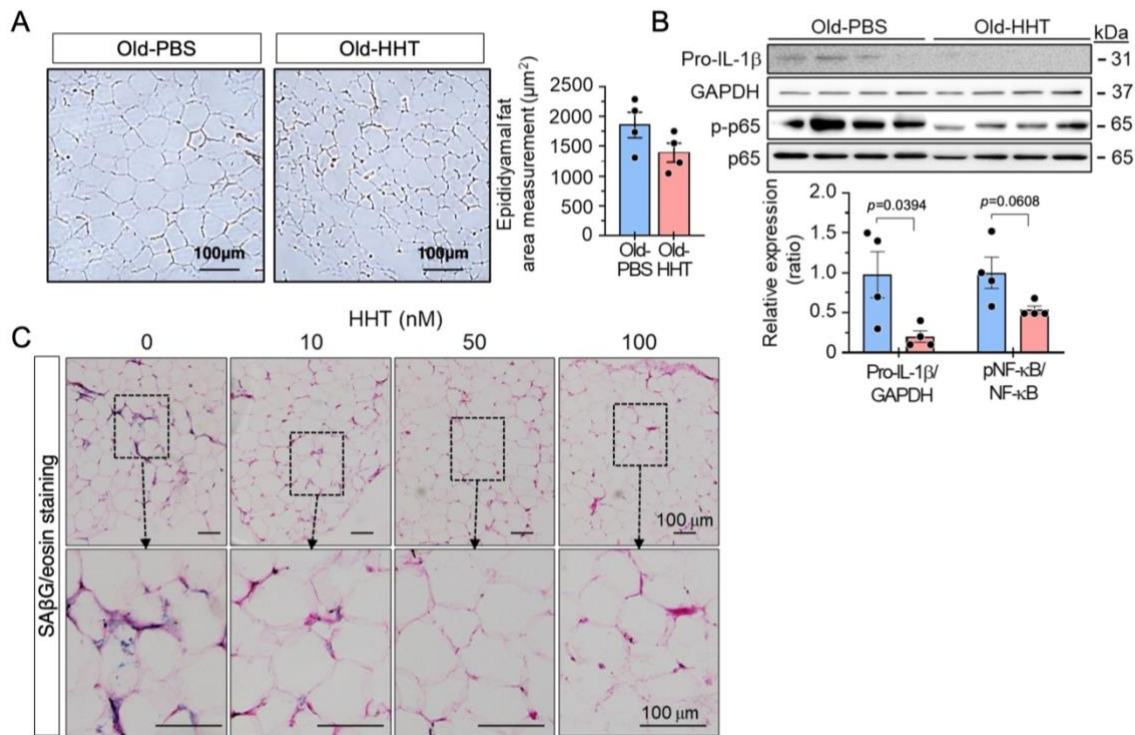

**Supplementary Figure 10. Effect of HHT on adipose tissue senescence in aged mice and humans.** Eighteen-month-old mice were administered with HHT or PBS three times a week for 13 weeks (A-B) (n=4 in each group). **A.** Histological analysis of epididymal fat after staining with hematoxylin and eosin and measurement of adipocyte size. Scale bar, 100  $\mu\text{m}$ . **B.** Expression levels and quantification of pro-IL-1 $\beta$ , phosphorylated p65 (p-p65), and p65 proteins in the epididymal fat. Values are presented as means  $\pm$  SEM. Data were analyzed with two-tailed Student's *t* test. **C.** SA $\beta$ G and eosin staining in the human subcutaneous adipose tissue sections after *ex vivo* culture and treatment with the indicated concentrations of HHT. Scale bar, 100  $\mu\text{m}$ . GAPDH, glyceraldehyde 3-phosphate dehydrogenase; HHT, homoharringtonine; IL-1 $\beta$ , interleukin-1 $\beta$ ; PBS, phosphate buffered saline; SA $\beta$ G, senescence-associated  $\beta$ -galactosidase.

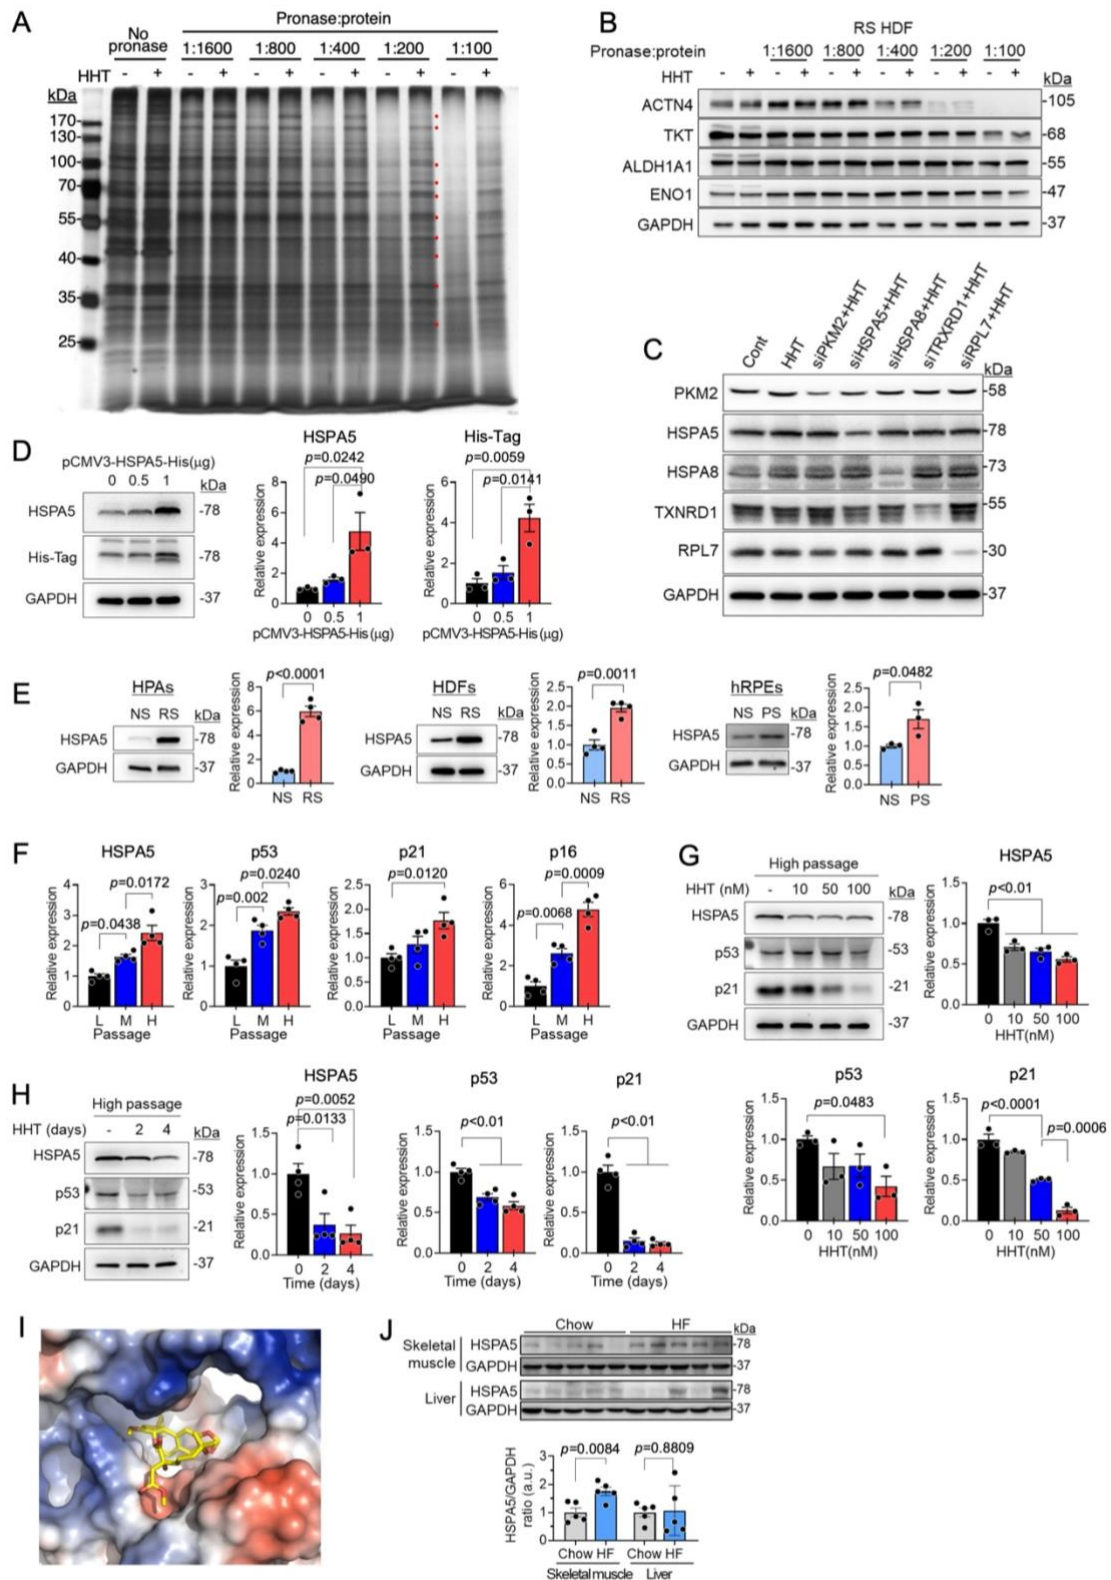

**Supplementary Figure 11. Identification of HSPA5 as a potential target of senotherapeutic activity of HHT.** **A.** Representative image of silver staining gel of RS HDFs in drug affinity responsive target stability (DARTS) assay. **B.** Western blotting of five other

proteins identified following DARTS assay in RS HDFs. **C.** Expression levels of five proteins in HPAs transfected with siRNAs, incubated for 1 day, and then treated with 100 nM HHT for 2 days, analyzed by western blotting. **D.** Expression levels and quantification of HSPA5 and His-tag in HPAs transfected with pCMV3-HSPA5-His plasmids (n=3 per group). **E.** Expression levels and quantification of HSPA5 protein in HPAs, HDFs, and hRPEs (n=4 in HPAs and HDFs, n=3 in hRPEs). HPAs in 10% FBS containing medium were cultured by serial passaging and harvested at passages 2-3 (low, L), 6-7 (mid, M), and 12-13 (high, H). Following treatment with increasing concentrations of HHT for indicated times, the expression levels of several proteins were measured by Western blotting (**F-H**). **F.** Quantification of HSPA5, p53, p21, and p16 proteins in three different states of HPAs (n=4 per group). **G.** Expression levels and quantification of HSPA5, p53, and p21 proteins in high passage HPAs treated with the indicated concentrations of HHT for 4 days (n=3 per group). **H.** Expression levels and quantification of HSPA5, p53, and p21 proteins in high passage HPAs treated with 100 nM HHT for the indicated times (n=4 per group). **I.** Surface representation of HSPA5 with HHT. Surface colors show electrostatic charge, with red indicating negatively charged regions and blue indicating positively charged regions. **J.** Western blot analysis and quantification of HSPA5 expression in skeletal muscle (tibialis anterior), and liver from chow-fed and HF-induced obese mice (n=5 per group). Values are means  $\pm$  SEM. Data were analyzed via one-way ANOVA followed by a post-hoc test or two-tailed Student's *t* test. FBS, fetal bovine serum; HDFs, human dermal fibroblasts; HF, high fat diet; HPAs; human visceral preadipocytes; hRPEs, human retinal pigment epithelial cells; NS, non-senescent; RS, replicatively senescent.

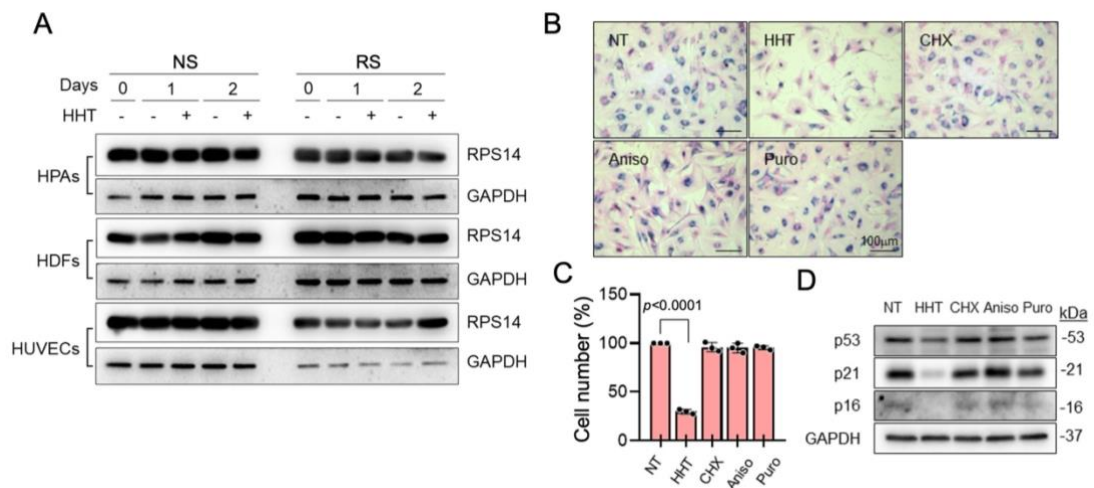

**Supplementary Figure 12. Effect of HHT on the expression of ribosomal protein and comparison of senotherapeutic effect of HHT with translation inhibitors. A.** Non-senescent (NS) and senescent cells were treated with 100 nM HHT for the indicated times and the expression level of RPS14 protein was measured by Western blotting. Replicatively senescent human visceral preadipocytes (RS HPAs) were treated with 100 nM HHT, 100 nM cycloheximide (CHX), 100 nM anisomycin (Aniso), and 100 nM puromycin (Puro) for 4 days, and then cell number, SA $\beta$ G staining, and the expression levels of p53, p21, and p16 proteins were measured (B-D). **B.** Representative images of cells stained with SA $\beta$ G and eosin. **C.** Cell number measured by cell counting (n=3 in each group). **D.** Expression levels of p53, p21, and p16 proteins. Values are means  $\pm$  SEM. Data were analyzed via one-way ANOVA followed by a post-hoc test. HHT, homoharringtonine; HDFs, human dermal fibroblasts; HUVECs, human umbilical vein endothelial cells; NT, not treated; RPS14, ribosomal protein S14; SA $\beta$ G, senescence-associated  $\beta$ -galactosidase.

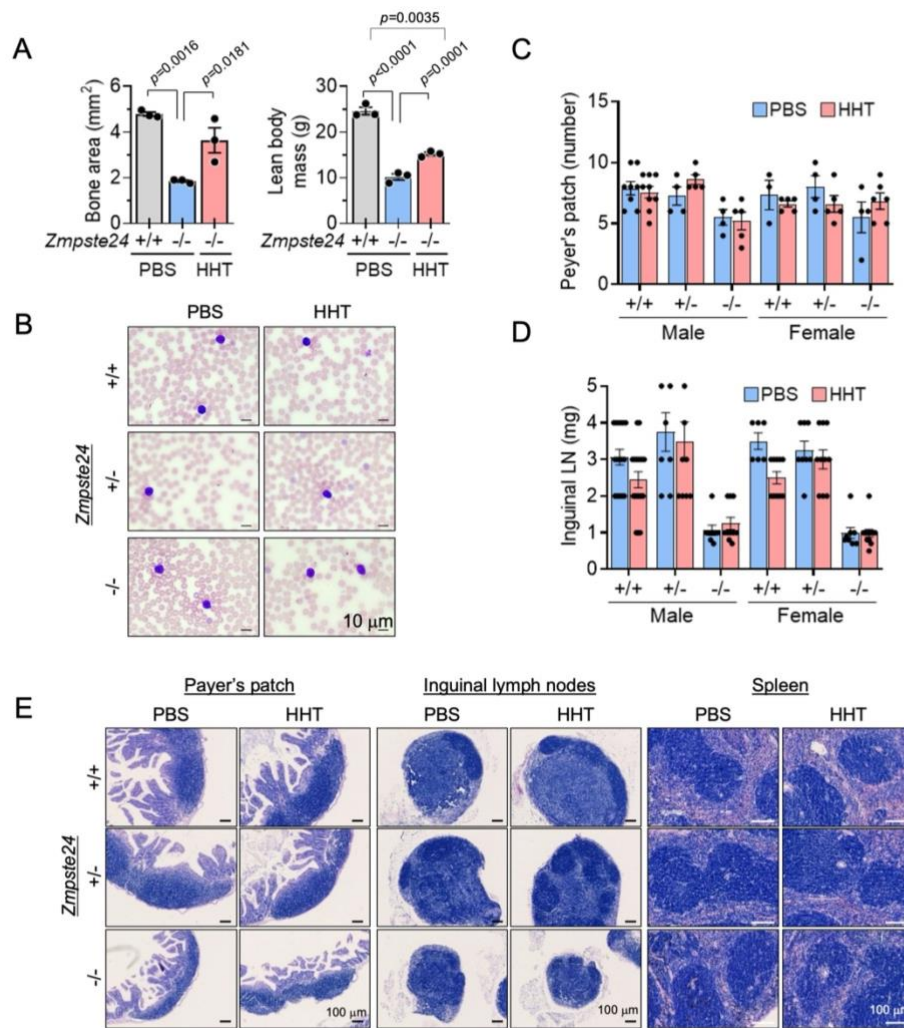

**Supplementary Figure 13. Effect of HHT on tissue composition and histology of lymphatic tissue in *Zmpste24*<sup>-/-</sup> mice.** *Zmpste24*<sup>+/+</sup>, *Zmpste24*<sup>+/-</sup>, and *Zmpste24*<sup>-/-</sup> male mice at 5 weeks old were intraperitoneally injected with vehicle (PBS) and HHT for 10 weeks, and then blood and tissues were harvested. **A.** Bone area and lean body mass analyzed by DEXA (n=3 in each group). **B.** Giemsa stain of blood smear. **C.** Numbers of Peyer's patches. **D.** Weight of inguinal lymph nodes. **E.** Histological analysis of Peyer's patch, inguinal lymph nodes, and spleen. Scale bar, 100  $\mu$ m. Values are presented as means  $\pm$  SEM. Data were analyzed via one-way analysis of variance (ANOVA) followed by a post-hoc test or via two-tailed Student's *t* test. DEXA, dual-energy X-ray absorptiometry; HHT, homoharringtonine; SA $\beta$ G, senescence-associated  $\beta$ -galactosidase.

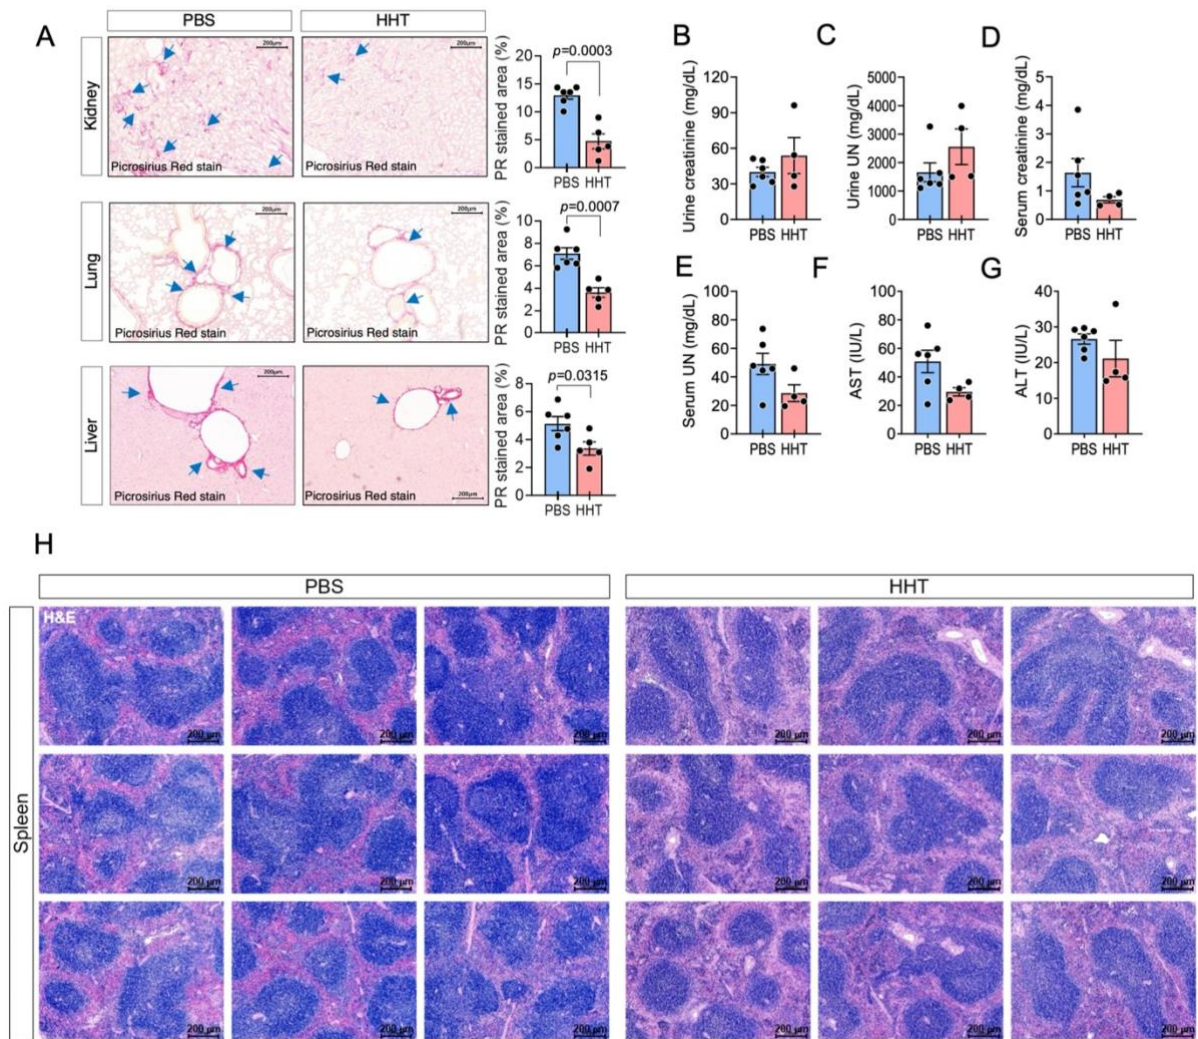

**Supplementary Figure 14. Effects of HHT on tissue fibrosis, renal and hepatic toxicity, and spleen histology in physiologically aged mice.** Male C57BL/6N mice at 16 months (n=8 in each group) were intraperitoneally injected with PBS or HHT once a week for 12 months. **A.** Picrosirius Red (PR) staining and its quantification of tissue sections from the lung, kidney, and liver. (n=6 in PBS and n=5 in HHT). **B.** Urine creatinine (n=6 in PBS and n=4 in HHT). **C.** Urine urea nitrogen (UN) (n=6 in PBS and n=4 in HHT). **D.** Serum creatinine (n=6 in PBS and n=4 in HHT). **E.** Serum UN (n=6 in PBS and n=4 in HHT). **F.** Serum aspartate aminotransferase (AST, n=6 in PBS and n=4 in HHT). **G.** Serum alanine aminotransferase (ALT, n=6 in PBS and n=4 in HHT). **H.** Hematoxylin and eosin staining of tissue sections from the spleen. Values are presented as means  $\pm$  SEM. Data were analyzed with two-tailed Student's *t* test. HHT, homoharringtonine.

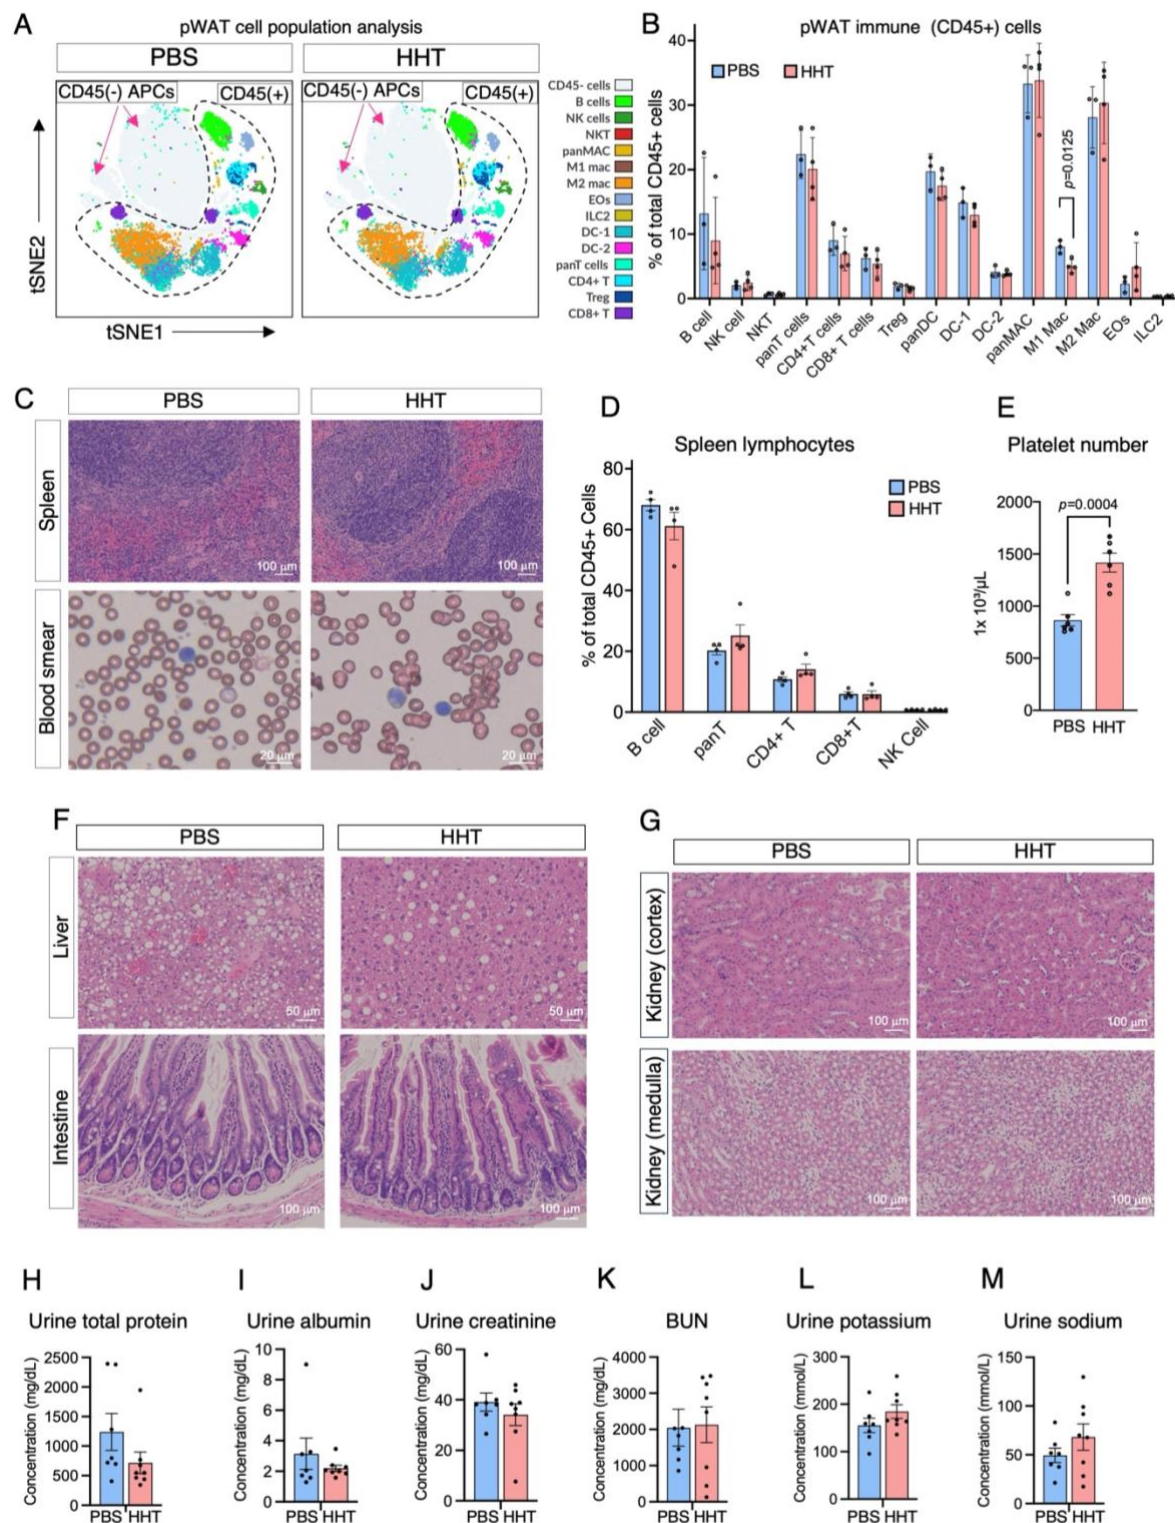

**Supplementary Figure 15. Effects of HHT on adipose tissue cellular changes and tissue toxicity in high-fat diet (HF)-fed aged mice.** Two-month-old male C57BL/6J mice were fed HF for 11 months and injected with HHT once a week for 5 months. **A.** Stromal cell analysis of perigonadal white adipose tissue (pWAT) using mass cytometry (CyTOF). **B.** CyTOF analysis of pWAT immune cell populations. **C.** Hematoxylin and eosin staining of spleen tissue

(top panel) and Giemsa stain of blood smear (bottom panel). **D.** CyTOF analysis of spleen immune cells (n=4 per group). **E.** Platelet count (n=6 per group). **F.** Hematoxylin and eosin staining of the liver (top panel) and small intestine (bottom panel) tissue. **G.** Hematoxylin and eosin staining of kidney cortex (top panel) and medulla (bottom panel). **H.** Urine total protein concentration. **I.** Urine albumin concentration. **J.** Urine creatinine concentration. **K.** Blood urea nitrogen (BUN). Urine potassium (**L**) and sodium (**M**) concentration (n=7-8 per group). Values are presented as means  $\pm$  SEM. Data were analyzed with two-tailed Student's *t* test. HHT, homoharringtonine; PBS, phosphate buffered saline.

## Supplementary Tables

**Supplementary Table 1.** Evaluation of senolytic or senomorphic activity of 15 compounds in three senescent cell types cultured in 10% FBS containing medium

| Compound No. | Conc. (nM) | Senolytic activity |         |          | Senomorphic activity |         |          |
|--------------|------------|--------------------|---------|----------|----------------------|---------|----------|
|              |            | RS HUVECs          | RS HDFs | PS hRPEs | RS HUVECs            | RS HDFs | PS hRPEs |
| 34 (HHT)     | 100        | -                  | +       | -        | +                    | -       | +        |
| 223          | 100        | +                  | -       | -        | -                    | +       | +        |
| 114          | 100        | -                  | -       | -        | +                    | +       | +        |
| 124          | 100        | -                  | -       | -        | +                    | +       | +        |
| 158          | 100        | -                  | -       | -        | +                    | +       | +        |
| 162          | 100        | -                  | -       | -        | +                    | +       | +        |
| 167          | 100        | +                  | +       | +        | -                    | -       | -        |
| 231          | 100        | +                  | -       | -        | -                    | +       | +        |
| 386          | 100        | -                  | -       | +        | +                    | +       | -        |
| 441          | 100        | +                  | -       | -        | -                    | +       | +        |
| 584          | 100        | +                  | -       | -        | -                    | +       | +        |
| 930          | 100        | +                  | -       | -        | -                    | +       | +        |
| 1242         | 100        | +                  | -       | -        | -                    | +       | +        |
| 1707         | 100        | +                  | -       | -        | -                    | +       | +        |
| 1806         | 100        | +                  | -       | +        | -                    | +       | -        |

+, present; -, absent. Conc, concentration; HDFs, human dermal fibroblasts; HHT, homoharringtonine; hRPEs, human retinal pigment epithelial cells; HUVECs, human umbilical vein endothelial cells; PS, prematurely senescent; RS, replicatively senescent.

**Supplementary Table 2.** Administration dosages for each candidate compound in high-fat diet-fed obese mice

| Compound No. | Injection dose (mg/kg) |
|--------------|------------------------|
| HHT (34)     | 0.545                  |
| 114          | 0.426                  |
| 124          | 0.176                  |
| 158          | 0.359                  |
| 162          | 0.219                  |
| 167          | 0.832                  |
| 223          | 0.996                  |
| 386          | 0.751                  |
| 441          | 0.502                  |
| 584          | 0.633                  |
| 930          | 0.985                  |
| 1242         | 0.440                  |
| 1707         | 0.451                  |

HHT, homoharringtonine

**Supplementary Table 3.** Median lethal dose (LD50), median effective dose (ED50), and therapeutic index (TI) of HHT and ABT263 in various cell types cultured in 10% FBS containing medium

| Compounds |                   | HPAs         | HDFs          | HUVECs        | hRPEs        |
|-----------|-------------------|--------------|---------------|---------------|--------------|
| HHT (34)  | LD50 <sup>a</sup> | 334 nM       | 208 nM        | 257 nM        | 18.2 $\mu$ M |
|           | ED50 <sup>b</sup> | 51.6 nM      | 48.1 nM       | 279.4 nM      | 4.23 $\mu$ M |
|           | TI <sup>c</sup>   | 6.5 $\times$ | 4.3 $\times$  | 0.9 $\times$  | 4.3 $\times$ |
| ABT263    | LD50              | 10.2 $\mu$ M | > 10 $\mu$ M  | 1.01 $\mu$ M  | 17.8 $\mu$ M |
|           | ED50              | 788 nM       | 665 nM        | 93.08 nM      | 5.44 $\mu$ M |
|           | TI                | 13 $\times$  | > 15 $\times$ | 10.8 $\times$ | 3.3 $\times$ |

<sup>a</sup>LD50 (median lethal dose): The dose at which 50% of the non-senescent cells exhibit toxic effects.

<sup>b</sup>ED50 (median effective dose): The dose at which 50% of the senescent cells show toxic effects.

<sup>c</sup>TI (therapeutic index) = LD50/ED50.

Replicatively senescent (RS) cells: HPAs, HDFs, and HUVECs.

Doxorubicin-induced prematurely senescent (PS) cells: hRPEs.

HDFs, human dermal fibroblasts; HHT, homoharringtonine; HPAs, human visceral preadipocytes; hRPEs, human retinal pigment epithelial cells; HUVECs, human umbilical vein endothelial cells

**Supplementary Table 4.** Proteins identified to bind with homoharringtonine based on drug affinity responsive target stability analysis

| Putative HHT binding proteins                    | MW (kDa)  |
|--------------------------------------------------|-----------|
| Clathrin heavy chain 1 (CLTC)                    | 180       |
| Alpha-actinin-4, alpha-actinin-1                 | 110       |
| Heat shock protein family A member 5 (HSPA5)     | 78        |
| Transketolase (TKT)                              | 68        |
| Muscle Pyruvate kinase (PKM2)                    | 58        |
| Thioredoxin reductase 1 (TXNRD1)                 | 55        |
| Retinal dehydrogenase 1 (ALDH1A1)                | 55        |
| Enolase 1                                        | 47        |
| Heat shock 70 kDa protein 8 isoform 2 (HSC54)    | 70        |
| Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) | 37        |
| Uracil DNA glycosylase                           | 35 and 39 |
| Ribosomal protein L7 (RPL7)                      | 30        |

**Supplementary Table 5.** Effect of HHT on the complete blood count of *Zmpste24* mice. Male and female 5-week-old *Zmpste24*<sup>+/+</sup>, *Zmpste24*<sup>+/-</sup>, and *Zmpste24*<sup>-/-</sup> mice were intraperitoneally injected with vehicle (PBS) and HHT for 10 weeks.

| <b>Male mice</b>           |                                |             |                                |             |                                |             |
|----------------------------|--------------------------------|-------------|--------------------------------|-------------|--------------------------------|-------------|
|                            | <i>Zmpste24</i> <sup>+/+</sup> |             | <i>Zmpste24</i> <sup>+/-</sup> |             | <i>Zmpste24</i> <sup>-/-</sup> |             |
|                            | Veh (n=8)                      | HHT (n=9)   | Veh (n=4)                      | HHT (n=4)   | Veh (n=4)                      | HHT (n=4)   |
| WBC, 10 <sup>3</sup> /μL   | 8.7 ± 0.98                     | 7.5 ± 0.60  | 6.4 ± 1.34                     | 6.1 ± 1.18  | 3.5 ± 1.06                     | 3.9 ± 0.69  |
| RBC, 10 <sup>6</sup> /μL   | 10.4 ± 0.12                    | 9.5 ± 1.01  | 10.7 ± 0.20                    | 10.7 ± 0.26 | 9.9 ± 0.99                     | 10.3 ± 0.23 |
| HGB, g/dL                  | 12.1 ± 0.65                    | 11.9 ± 0.48 | 12.4 ± 0.82                    | 11.9 ± 0.47 | 11.8 ± 1.94                    | 12.9 ± 0.85 |
| HCT, %                     | 42.6 ± 0.51                    | 42.3 ± 0.69 | 43.2 ± 0.94                    | 42.8 ± 1.21 | 39.3 ± 3.86                    | 40.4 ± 0.86 |
| MCV, fL                    | 40.8 ± 0.16                    | 40.5 ± 0.10 | 40.5 ± 0.18                    | 40.0 ± 0.22 | 39.9 ± 0.28                    | 39.1 ± 0.17 |
| MCH, pg                    | 13.3 ± 0.07                    | 13.1 ± 0.05 | 13.2 ± 0.07                    | 13.0 ± 0.05 | 13.4 ± 0.19                    | 12.9 ± 0.10 |
| PLT, 10 <sup>4</sup> /μL   | 5.4 ± 1.98                     | 8.6 ± 2.54  | 5.9 ± 1.18                     | 7.9 ± 1.31  | 17.8 ± 6.27                    | 21.4 ± 5.19 |
| NRBC, 10 <sup>1</sup> /μL  | 2.4 ± 0.60                     | 2.2 ± 0.57  | 5.5 ± 2.78                     | 0.2 ± 0.20  | 2.3 ± 0.85                     | 3.4 ± 2.18  |
| NEUT, 10 <sup>3</sup> /μL  | 1.8 ± 1.10                     | 2.9 ± 0.85  | 3.6 ± 1.85                     | 5.3 ± 3.16  | 2.5 ± 1.10                     | 2.7 ± 0.40  |
| LYMPH, 10 <sup>3</sup> /μL | 6.4 ± 1.08                     | 4.1 ± 1.01  | 2.3 ± 0.60                     | 4.3 ± 1.16  | 0.8 ± 0.12                     | 1.2 ± 0.29  |
| MONO, 10 <sup>2</sup> /μL  | 1.9 ± 0.26                     | 1.7 ± 0.25  | 1.1 ± 0.49                     | 0.7 ± 0.17  | 0.6 ± 0.23                     | 0.6 ± 0.30  |
| EO, 10 <sup>1</sup> /μL    | 33 ± 4.1                       | 30 ± 3.1    | 30 ± 10.7                      | 38 ± 19.9   | 14 ± 7.2                       | 11 ± 3.1    |
| BASO, 10 <sup>1</sup> /μL  | 1.8 ± 0.25                     | 1.6 ± 0.29  | 2.3 ± 0.25                     | 2.0 ± 0.58  | 1.0 ± 0.41                     | 1.3 ± 0.95  |
| <b>Female mice</b>         |                                |             |                                |             |                                |             |
|                            | <i>Zmpste24</i> <sup>+/+</sup> |             | <i>Zmpste24</i> <sup>+/-</sup> |             | <i>Zmpste24</i> <sup>-/-</sup> |             |
|                            | Veh (n=3)                      | HHT (n=5)   | Veh (n=4)                      | HHT (n=5)   | Veh (n=4)                      | HHT (n=6)   |
| WBC, 10 <sup>3</sup> /μL   | 9.0 ± 0.86                     | 7.6 ± 1.21  | 8.6 ± 1.27                     | 8.2 ± 1.14  | 8.9 ± 2.00                     | 6.0 ± 1.59  |
| RBC, 10 <sup>6</sup> /μL   | 10.4 ± 0.31                    | 10.2 ± 0.25 | 10.4 ± 0.40                    | 10.4 ± 0.24 | 10.6 ± 0.27                    | 10.7 ± 0.20 |
| HGB, g/dL                  | 13.8 ± 0.38                    | 13.3 ± 0.35 | 13.8 ± 0.50                    | 13.6 ± 0.37 | 14.1 ± 0.40                    | 13.7 ± 0.25 |
| HCT, %                     | 42.1 ± 0.99                    | 40.7 ± 1.00 | 41.9 ± 1.47                    | 41.4 ± 1.05 | 42.6 ± 0.85                    | 41.5 ± 1.61 |
| MCV, fL                    | 40.5 ± 0.24                    | 39.6 ± 0.12 | 40.2 ± 0.24                    | 40.0 ± 0.22 | 40.0 ± 0.38                    | 38.8 ± 0.30 |
| MCH, pg                    | 13.3 ± 0.13                    | 13.0 ± 0.07 | 13.3 ± 0.07                    | 13.1 ± 0.15 | 13.2 ± 0.06                    | 12.8 ± 0.03 |
| PLT, 10 <sup>4</sup> /μL   | 6.8 ± 2.67                     | 7.3 ± 1.41  | 4.8 ± 0.71                     | 4.5 ± 0.87  | 7.4 ± 2.23                     | 10.7 ± 1.71 |
| NRBC, 10 <sup>1</sup> /μL  | 7.0 ± 6.00                     | 2.8 ± 1.59  | 1.3 ± 0.95                     | 4.0 ± 0.45  | 3.0 ± 1.41                     | 1.8 ± 0.60  |
| NEUT, 10 <sup>3</sup> /μL  | 0.5 ± 0.10                     | 1.6 ± 0.93  | 0.5 ± 0.11                     | 0.8 ± 0.15  | 2.6 ± 0.84                     | 4.9 ± 1.69  |
| LYMPH, 10 <sup>3</sup> /μL | 5.4 ± 2.73                     | 5.5 ± 1.50  | 7.6 ± 1.18                     | 5.4 ± 1.58  | 5.8 ± 1.74                     | 0.9 ± 0.38  |
| MONO, 10 <sup>2</sup> /μL  | 1.7 ± 0.32                     | 1.3 ± 0.27  | 1.7 ± 0.39                     | 1.7 ± 0.31  | 2.3 ± 0.95                     | 0.7 ± 0.16  |
| EO, 10 <sup>1</sup> /μL    | 30 ± 4.3                       | 31 ± 2.3    | 31 ± 2.4                       | 28 ± 3.5    | 24 ± 3.7                       | 18 ± 5.4    |
| BASO, 10 <sup>1</sup> /μL  | 2.3 ± 0.33                     | 1.4 ± 0.24  | 1.8 ± 0.25                     | 2.6 ± 0.68  | 2.3 ± 0.25                     | 1.3 ± 0.42  |

Values are presented as means ± SEM. Data were analyzed via one-way analysis of variance (ANOVA) followed by a post-hoc test or via two-tailed Student's *t* test.

BASO, basophils; EO, eosinophils; HCT, hematocrit; HGB, hemoglobin; HHT, homoharringtonine; LYMPH, lymphocytes; MCH, mean corpuscular hemoglobin; MCV, mean corpuscular volume; MONO, monocytes; NEUT, neutrophils; NRBC, nucleated red blood cells; PLT, platelets; RBC, red blood cell; WBC, white blood cell.

**Supplementary Table 6.** Effect of HHT on the complete blood count of 28-month-old male mice. Male C57BL/6N mice at 16 months were intraperitoneally injected with PBS or HHT once a week for 12 months.

|                            | PBS (n=6)    | HHT (n=4)    | <i>t</i> test |
|----------------------------|--------------|--------------|---------------|
| WBC (x10 <sup>3</sup> /μL) | 5.29 ± 0.58  | 10.49 ± 2.52 | 0.020         |
| RBC, 10 <sup>6</sup> μL    | 7.81 ± 0.40  | 9.45 ± 0.80  | 0.037         |
| HGB, g/dL                  | 11.17 ± 0.48 | 12.43 ± 0.97 | 0.116         |
| HCT, %                     | 34.00 ± 1.41 | 39.03 ± 2.90 | 0.060         |
| MCV, fL                    | 43.63 ± 0.58 | 41.38 ± 0.89 | 0.028         |
| MCH, pg                    | 14.32 ± 0.22 | 13.2 ± 0.39  | 0.013         |
| MCHC, g/dL                 | 32.83 ± 0.19 | 31.80 ± 0.32 | 0.009         |
| PLT, 10 <sup>4</sup> /μL   | 9.23 ± 2.86  | 7.45 ± 1.41  | 0.323         |
| RDW-SD, fL                 | 22.33 ± 0.78 | 24.48 ± 2.05 | 0.146         |
| RDW-CV, %                  | 15.13 ± 0.49 | 18.6 ± 1.79  | 0.027         |
| MPV, fL                    | 8.75 ± 0.34  | 8.28 ± 0.24  | 0.166         |
| P-LCR, %                   | 16.75 ± 3.51 | 15.00 ± 2.31 | 0.361         |
| PCT, %                     | 0.13 ± 0.04  | 0.06 ± 0.01  | 0.093         |
| NRBC, 10 <sup>1</sup> /μL  | 1.17 ± 0.75  | 5.75 ± 2.17  | 0.024         |
| NEUT, 10 <sup>3</sup> /μL  | 2.26 ± 0.70  | 1.49 ± 0.44  | 0.216         |
| LYMPH, 10 <sup>3</sup> /μL | 2.47 ± 0.69  | 7.18 ± 2.18  | 0.020         |
| MONO, 10 <sup>2</sup> /μL  | 3.22 ± 0.34  | 14.50 ± 5.44 | 0.016         |
| EO, 10 <sup>1</sup> /μL    | 20.33 ± 3.12 | 34.00 ± 2.61 | 0.007         |
| BASO, 10 <sup>1</sup> /μL  | 3.33 ± 1.41  | 3.00 ± 0.71  | 0.431         |

Values are presented as means ± SEM. Data were analyzed via two-tailed Student's *t* test.

BASO, basophils; EO, eosinophils; HCT, hematocrit; HGB, hemoglobin; HHT, homoharringtonine; LYMPH, lymphocytes; MCH, mean corpuscular hemoglobin; MCV, mean corpuscular volume; MONO, monocytes; NEUT, neutrophils; NRBC, nucleated red blood cells; PLT, platelets; RBC, red blood cell; WBC, white blood cell.

**Supplementary Table 7.** Primary antibodies used in this study

| <b>Antibody</b>                                                                        | <b>Company</b>            | <b>Catalog number</b> |
|----------------------------------------------------------------------------------------|---------------------------|-----------------------|
| Actinin Alpha 4 (ACTN4)                                                                | Abcam                     | Ab59468               |
| Activator protein 1 (AP1)                                                              | Novusbio                  | NBP1-89544            |
| Adipose triglyceride lipase (ATGL)                                                     | Cell Signaling Technology | #2138                 |
| Aldehyde dehydrogenase 1 family, member A1 (ALDH1A1)                                   | Thermo Fisher Scientific  | PA5-34901             |
| $\beta$ -actin                                                                         | Gene Tex                  | GT5512                |
| Caspase-3                                                                              | Cell Signaling Technology | #9662S                |
| Cleaved caspase-3                                                                      | Cell Signaling Technology | #9664S                |
| Enolase 1 (ENO1)                                                                       | Abcam                     | ab155102              |
| F4/80                                                                                  | Abcam                     | ab6640                |
| Gamma-H2AX ( $\gamma$ H2AX)                                                            | Fortis Life Sciences      | IHC-00059             |
| Glyceraldehyde 3-phosphate dehydrogenase (GAPDH)                                       | Santa Cruz Biotechnology  | sc-25778              |
| Heat shock protein family A member 5 (HSPA5)                                           | LifeSpan Biosciences      | LS-C312961            |
|                                                                                        | Cell Signaling Technology | #3177                 |
|                                                                                        | Santa Cruz Biotechnology  | sc-166490             |
| Heat shock protein family A member 8 (HSPA8)                                           | LifeSpan Biosciences      | LS-C312344            |
| Hormone-sensitive lipase (HSL)                                                         | Cell Signaling Technology | #4107                 |
| His-Taq                                                                                | Cell Signaling Technology | #12698                |
| iNOS                                                                                   | Abcam                     | # ab3523              |
| Interleukin-1 beta (IL-1 $\beta$ )                                                     | Cell Signaling Technology | #12703, 12242         |
|                                                                                        | Santa Cruz Biotechnology  | Sc-1251               |
| Interleukin 6 (IL-6)                                                                   | Cell Signaling Technology | #12153                |
| Matrix metalloproteinase-2 (MMP2)                                                      | Cell Signaling Technology | #87809                |
| Monocyte chemoattractant protein-1 (MCP-1)                                             | Cell Signaling Technology | #39091                |
| p65                                                                                    | Cell Signaling Technology | #3034                 |
| Peroxisome proliferator-activated receptor gamma coactivator 1 alpha (PGC1- $\alpha$ ) | Abcam                     | ab54481               |
| phospho-p65                                                                            | Cell Signaling Technology | #3033                 |
| phospho-Rb (pRb)                                                                       | Cell Signaling Technology | #9308L                |
| Plasminogen activator inhibitor-1 (PAI-1)                                              | Cell Signaling Technology | #11907, 27535         |
| Poly (ADP-ribose) polymerase (PARP)                                                    | Santa Cruz Biotechnology  | sc-7150               |
| Pyruvate kinase M2 (PKM2)                                                              | Cell Signaling Technology | #4053S                |
| p16                                                                                    | Santa Cruz Biotechnology  | sc-56330              |
|                                                                                        | Cell Signaling Technology | #29271                |
| p21                                                                                    | Santa Cruz Biotechnology  | sc-817                |
|                                                                                        | Cell Signaling Technology | #37543                |
| p53                                                                                    | R&D systems               | AF1355                |
|                                                                                        | Abbkine                   | ABP0110               |
|                                                                                        | Cell Signaling Technology | #2524                 |

|                                                    |                           |            |
|----------------------------------------------------|---------------------------|------------|
| Retinoblastoma-associated protein (Rb)             | Cell Signaling Technology | #9313T     |
| Ribosomal protein L7 (RPL7)                        | Abcam                     | ab72550    |
| Ribosomal Protein S14 (RPS14)                      | Abcam                     | ab174661   |
| Thioredoxin reductase 1 (TXNRD1)                   | Novus Biologicals         | NBP2-20619 |
| Transforming growth factor beta 1 (TGF- $\beta$ 1) | Cell Signaling Technology | #3711      |
| Transketolase (TKT)                                | Thermo Fisher Scientific  | PA5-43192  |
| Uncoupling protein 1 (UCP1)                        | Abcam                     | ab23841    |

---

**Supplementary Table 8. CyTOF antibody panel**

| Cell Type                 | Antibody    | Metal Isotope | Clone       | Supplier          |
|---------------------------|-------------|---------------|-------------|-------------------|
| CD45+ hematopoietic cells | CD45        | 89Y           | 30-F11      | Fluidigm          |
| ○ Lymphoid cells          | CD3ε        | 174Yb         | 145-2C11    | Biolegend         |
|                           | TCRβ        | 169Tm         | H57-597     | Biolegend         |
|                           | CD4         | 165Ho         | RM4-5       | Biolegend         |
|                           | CD8b        | 163Dy         | H35-17.2    | Thermo-Fisher     |
|                           | CD25        | 161Dy         | 3C7         | Biolegend         |
|                           | FoxP3       | 158Gd         | FJK-16s     | Thermo-Fisher     |
|                           | KLRG1       | 168Er         | 2F1         | BD Biosciences    |
|                           | CD127       | 175Lu         | A7R34       | Biolegend         |
|                           | CD117       | 155Gd         | 2B8         | Biolegend         |
|                           | NK1.1       | PK136         | PK136       | Biolegend         |
|                           | B220        | 176Yb         | RA3-6B2     | Biolegend         |
|                           | CD19        | 149Sm         | 1D3         | BD                |
| ○ Myeloid cells           | CD11b       | 148Nd         | M1/70       | Biolegend         |
|                           | F4/80       | 146Nd         | BM8         | Fluidigm          |
|                           | CD206       | 172Yb         | C068C2      | Biolegend         |
|                           | MHCII       | 144Nd         | M5/114.15.2 | Biolegend         |
|                           | CD64        | 159Tb         | X54-5.7.1   | Biolegend         |
|                           | CD11c       | 142Nd         | N418        | Biolegend         |
|                           | CD81        | 112Cd         | B-11        | Santa Cruz        |
|                           | CD36        | 114Cd         | HM36        | Biolegend         |
|                           | CD44        | 141Pr         | IM7         | Biolegend         |
|                           | Siglec-F    | 143Nd         | E50-2440    | BD                |
|                           | Ly6G        | 167Er         | 1A8         | Biolegend         |
|                           | Galectin-3* | 153Eu         | M3/38       | Fluidigm          |
|                           | CD9*        | 166Er         | EM-04       | Novus Biologicals |
|                           | Ly6c*       | 115In         | HK1.4       | Biolegend         |
|                           | CD24*       | 150Nd         | M1/69       | Biolegend         |
| CD45- stromal cells       | CD31        | 151Eu         | 390         | Biolegend         |
|                           | Pdgfra      | 156Gd         | APA5        | ThermoFisher      |
|                           | Pdpln       | 147Sm         | 8.1.1       | Novus Biologicals |
|                           | IL33        | 171Yb         | 396118      | R&D               |
|                           | CD34        | 173Yb         | RAM34       | ThermoFisher      |
|                           | Sca1        | 164Dy         | E13-161.7   | Biolegend         |
|                           | DPP4        | 152Sm         | H194-112    | Biolegend         |
|                           | Icam-1      | 154Sm         | YN1/1.7.4   | Biolegend         |
|                           | CD142       | 160Gd         | AF3178      | R&D               |
|                           | Prefl       | 145Nd         | ---         | R&D               |

\*These markers were also used to interrogate stromal cell populations

**Supplementary Table 9.** Gene specific primers for RT-qPCR used in the present study

| Gene name       | Primer sequence                                                      | Product size (bp) |
|-----------------|----------------------------------------------------------------------|-------------------|
| <i>Ucp1</i>     | Forward: CATCACCACCCTGGCAAAA<br>Reverse: AGCTGATTTGCCTCTGAATGC       | 80                |
| <i>Prdm16</i>   | Forward: ACCTGCCACAGCAAAGAA<br>Reverse: CCATCCAAGCAGAGAAGTAGAC       | 98                |
| <i>Ppargc1a</i> | Forward: GAATCAAGCCACTACAGACACCG<br>Reverse: CATCCCTCTTGAGCCTTTTCGTG | 136               |
| <i>Tbx1</i>     | Forward: GGCAGGCAGACGAATGTTC<br>Reverse: TTGTCATCTACGGGCACAAAG       | 102               |
| <i>Tnfrsf9</i>  | Forward: GAGGTCAGAAGAGAAAGGGTTG<br>Reverse: GTAGAGGACCCAGGTTTGATTC   | 97                |
| <i>Cited1</i>   | Forward: AACCTTGAGGTGAAGGATCGC<br>Reverse: GTAGGAGAGCCTATTGGAGATGT   | 128               |
| <i>Gapdh</i>    | Forward: CGTTGAATTTGCCGTGAGT<br>Reverse: CAGTGGCAAAGTGGAGATTG        | 101               |

**Supplementary Table 10.** Information about siRNAs used in the present study

| siRNA name                            | Company                 | siRNA ID | Part Number | Lot#     |
|---------------------------------------|-------------------------|----------|-------------|----------|
| siPKM2                                | Life Technologies Corp. | s10574   | 4390824     | ASO2DTL1 |
| siHSPA5                               | Life Technologies Corp. | s6979    | 4392420     | ASO2DTL4 |
| siHSPA8                               | Life Technologies Corp. | s6985    | 4392420     | ASO2DTL2 |
| siTXNRD1                              | Life Technologies Corp. | s755     | 4390824     | ASO2DTL3 |
| siRPL7                                | Life Technologies Corp. | s352     | 4390824     | ASO2DTL0 |
| Scrambled siRNA<br>(Negative control) | Life Technologies Corp. |          | 4390843     | ASO2D2UJ |

**Supplementary Table 11.** Patient information for human adipose tissue samples

\* No compensation was provided, as the adipose tissue samples were obtained from tissue discarded during pedicled transverse rectus abdominis myocutaneous flap breast reconstruction surgery.

**Supplementary Table 12.** Small molecule screening data

| Category | Parameter                          | Description                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|----------|------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Assay    | Type of assay                      | Cell viability assay (CCK-8) and senescence-associated $\beta$ -galactosidase (SA $\beta$ G) staining                                                                                                                                                                                                                                                                                                                                                           |
|          | Target                             | Senescent cells in multiple human cell types (HDFs, HUVECs, hRPEs)                                                                                                                                                                                                                                                                                                                                                                                              |
|          | Primary measurement                | Cell survival rate (CCK-8 absorbance), Cell senescence measurement (SA $\beta$ G positive cell), Cytotoxicity in non-senescent cells                                                                                                                                                                                                                                                                                                                            |
|          | Key reagents                       | Cell Counting Kit-8 (CCK-8, Dojindo), SA $\beta$ G staining solution (X-gal based), Doxorubicin (for premature senescence induction), 10% FBS containing culture media                                                                                                                                                                                                                                                                                          |
|          | Assay protocol                     | Primary Screen:<br>1. Seed PS HDFs at $1 \times 10^3$ cells/well in 96-well plates<br>2. Treat with compounds at 100 nM for 4 days<br>3. Assess viability by CCK-8 and senescence by SA $\beta$ G staining<br>Secondary Screen:<br>1. Test 110 selected compounds in RS HDFs, RS HUVECs, PS hRPEs<br>2. Same treatment conditions (100 nM, 4 days)<br>3. Test toxicity in non-senescent cells<br>Positive controls: ABT263 (senolytic), Rapamycin (senomorphic) |
| Library  | Additional comments                |                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|          | Library size                       | 2,150 compounds                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|          | Library composition                | FDA-approved drugs and compounds in phase 1-3 clinical trials                                                                                                                                                                                                                                                                                                                                                                                                   |
|          | Source                             | Korea Chemical Bank (Daejeon, Republic of Korea), <a href="https://chembank.org/">https://chembank.org/</a>                                                                                                                                                                                                                                                                                                                                                     |
|          | Additional comments                | Focus on identifying novel senotherapeutics (senolytics and senomorphics)                                                                                                                                                                                                                                                                                                                                                                                       |
| Screen   | Format                             | 96-well plate format                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|          | Concentration(s) tested            | - Primary screen: 100 nM<br>- Secondary validation: 100 nM                                                                                                                                                                                                                                                                                                                                                                                                      |
|          | Plate controls                     | - Positive controls: ABT263, Rapamycin<br>- Negative control: Vehicle (DMSO in PBS)<br>- Non-treated cells                                                                                                                                                                                                                                                                                                                                                      |
|          | Reagent/compound dispensing system | Manual pipetting for compound addition                                                                                                                                                                                                                                                                                                                                                                                                                          |
|          | Detection instrument and software  | - CCK-8: Microplate reader (absorbance measurement)<br>- SA $\beta$ G: Light microscopy with Leica microsystems                                                                                                                                                                                                                                                                                                                                                 |
|          | Assay validation/QC                | - Senescence validation: p16, p21 expression by Western blot                                                                                                                                                                                                                                                                                                                                                                                                    |
|          |                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|          |                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |

|                   |                                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-------------------|------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                   | Correction factors                       | - SA $\beta$ G positivity: >70% in PS HDFs, >80% in RS HDFs/HUVECs, >60% in PS hRPEs                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|                   | Normalization                            | Background subtraction for absorbance readings                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|                   |                                          | - Cell viability: % of non-treated control                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|                   |                                          | - Protein expression: Normalized to GAPDH                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|                   | Additional comments                      | Three independent experiments performed for each assay                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Post-HTS analysis | Hit criteria                             | <p>Primary screen (2,150 <math>\rightarrow</math> 110 compounds):</p> <ul style="list-style-type: none"> <li>- Increased cytotoxicity OR decreased SA<math>\beta</math>G in PS HDFs</li> </ul> <p>Secondary screen (110 <math>\rightarrow</math> 15 compounds):</p> <ul style="list-style-type: none"> <li>- Senotherapeutic activity in all 3 cell types (RS HDFs, RS HUVECs, PS hRPEs)</li> <li>- <math>\geq 75\%</math> viability in non-senescent cells</li> </ul> <p><i>In vivo</i> validation (15 <math>\rightarrow</math> 1 compound):</p> <ul style="list-style-type: none"> <li>- Reduced body weight gain in HF-fed mice</li> <li>- Improved glucose tolerance</li> <li>- No significant change in food intake</li> </ul>                                                                                                                                                                       |
|                   | Hit rate                                 | 2,150 $\rightarrow$ 110 (5.1% of original library) $\rightarrow$ 15 (0.7% of original library) $\rightarrow$ 1 (0.05% of original library)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|                   | Additional assay(s)                      | <p><i>In vitro</i> validation</p> <ul style="list-style-type: none"> <li>- LDH assay (cytotoxicity confirmation)</li> <li>- Western blot (p53, p21, p16, cleaved caspase-3, PARP)</li> <li>- Flow cytometry (cell cycle analysis)</li> <li>- SASP measurement (IL-1<math>\beta</math>, IL-6, MCP-1, PAI-1)</li> <li>- Dose-response curves (0-10 <math>\mu</math>M)</li> </ul> <p><i>In vivo</i> validation</p> <ul style="list-style-type: none"> <li>- HF-induced obesity model (6 wks HF + 8 wks treatment)</li> <li>- IPGTT (glucose tolerance)</li> <li>- ITT (insulin sensitivity)</li> <li>- Tissue analysis (SA<math>\beta</math>G, histology, Western blot)</li> </ul> <p>Mechanism studies</p> <ul style="list-style-type: none"> <li>- DARTS assay + mass spectrometry</li> <li>- Surface plasmon resonance</li> <li>- siRNA knockdown experiments</li> <li>- ATPase activity assay</li> </ul> |
|                   | Confirmation of hit purity and structure | <ul style="list-style-type: none"> <li>- Compound obtained from commercial source (Tocris, Bristol, UK)</li> <li>- Known structure: FDA-approved for CML treatment</li> </ul>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|                   | Additional comments                      | <p>HHT demonstrated:</p> <ul style="list-style-type: none"> <li>- Senolytic activity in HPAs and HDFs</li> <li>- Senomorphic activity in HUVECs and hRPEs</li> <li>- Cell type-specific effects</li> </ul>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

- Improved metabolic function in diet-induced obesity
  - Extended lifespan in aged and progeroid mice
  - Target engagement with HSPA5 confirmed by multiple methods
-

# Supplementary material for: Homoharringtonine exhibits senotherapeutic activity that mitigates diet- and age-associated obesity and insulin resistance and extends lifespan in mice
**Source:** Nat Commun. 2026 Mar 31;17:2700. doi: 10.1038/s41467-026-70475-3
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

**Supplementary Movie 1:** HHT improves physical activity of Zmpste24<sup>-/-</sup> mice. HHT improves physical activity of Zmpste24<sup>-/-</sup> mice. HHT treatment improves physical activity of Zmpste24<sup>-/-</sup> mice.

**Supplementary Movie 2:** HHT improves physical activity of physiological aging mice. HHT improves physical activity of physiological aging mice. HHT treatment improves physical activity of aged mice.

# Supplementary material for: Homoharringtonine exhibits senotherapeutic activity that mitigates diet- and age-associated obesity and insulin resistance and extends lifespan in mice
**Source:** Nat Commun. 2026 Mar 31;17:2700. doi: 10.1038/s41467-026-70475-3
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | BIO-RAD Model 680 microplate reader for absorbance measurement; Leica microsystems; Canon EOS 60D digital camera, K1-Fluo Confocal Laser Scanning Microscope, SPECTRAL Ami and Ami X imaging systems, and Fujifilm LAS-3000 image system for image acquisition.LAS-4000 image analyzer (for Western blotting); NanoDrop 2000/2000c (for RNA quantity); Real-Time PCR 7500 System (for qPCR); iNSIGHT VET DXA (for body composition measurement); MLAB (for glucose uptake); CytoFLEX Flow Cytometer (for cell cycle analysis) |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Data analysis

Graphpad Prism 8 (Graph Pad Software Inc; La Jolla, CA, USA) for data and statistical analysis; ImageJ 1.54p for image analysis. Cell cycle analysis: CytExpert software (Beckman Coulter). Single nuclei data analysis: The 10X Genomics' Cell Ranger v6.0.0 software was used for sequence alignment and barcode processing with mouse reference genome (mm10-2020-A). Removal of background (non-cellular) barcodes was initially performed using the default Cell Ranger knee-plot filtering, and potential doublets were removed using 'scDblFinder'. The filtered data was analysed using standard data integration protocol in Seurat v4.0.1, including log normalization, variable feature selection, selection of integration anchors, and Louvain clustering. Our data was mapped on to reference dataset of white adipose tissue in mouse and humans reported by Emont et al (Nature, 2022). Mapping of reference and our (target) datasets was conducted using Seurat's integrated pipeline. Mass spectrometry analysis: Protein spots were excised, digested with trypsin (Promega, Madison, WI), mixed with alpha-cyano-4-hydroxycinnamic acid in 50% acetonitrile / 0.1% TFA, and subjected to MALDI-TOF analysis (Microflex LRF 20, Bruker Daltonics) as described Fernandez J et al (Electrophoresis 19: 1036-1045). Spectra were collected from 300 shots per spectrum over m/z range 600-3000 and calibrated by two point internal calibration using Trypsin auto-digestion peaks (m/z 842.5099, 2211.1046). Peak list was generated using Flex Analysis 3.0. Threshold used for peak-picking was as follows: 500 for minimum resolution of monoisotopic mass, 5 for S/N. The search program MASCOT, developed by The Matrixscience (<http://www.matrixscience.com/>), was used for protein identification by peptide mass fingerprinting. The following parameters were used for the database search: trypsin as the cleaving enzyme, a maximum of one missed cleavage, iodoacetamide (Cys) as a complete modification, oxidation (Met) as a partial modification, monoisotopic masses, and a mass tolerance of  $\pm 0.1$  Da. PMF acceptance criteria is probability scoring.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw single-nucleus RNA-sequencing (snRNA-seq) data from adipose tissue have been deposited in the NCBI Sequence Read Archive (SRA) under the BioProject accession number PRJNA1260162.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

All fat tissue samples are obtained from female sex and gender.

Reporting on race, ethnicity, or other socially relevant groupings

All fat tissue samples are obtained from Asian (Korean).

Population characteristics

All human subcutaneous adipose tissues were obtained from patients who underwent mastoplasty after mastectomy due to breast cancer.

Recruitment

All patients declared their informed consent in written form.

Ethics oversight

This study has been approved by the IRB at the Yeungnam University Medical Center (YUMC 2021-03-052).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences

☐ Behavioural & social sciences

☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No sample size calculation was performed. Sample size was determined by similar studies in the field, as well as our previous reports.

Data exclusions

Mice were excluded from the study when exhibiting apparent sickness, weight loss, and in-cage aggression.

Replication

All replication attempts were successful.

|               |                                                                                                                                                                                         |
|---------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Randomization | Age and weight-matched mice were randomly allocated into PBS or HHT groups. For in vitro experiments, cell culture wells were also randomly allocated into PBS or HHT treatment groups. |
| Blinding      | All samples from mice were labeled with numerical code.                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

1. Actinin Alpha 4 (ACTN4), Abcam, ab59468
2. Activator protein 1 (AP1), Novusbio, NBP1-89544
3. Adipose triglyceride lipase (ATGL), Cell Signaling Technology, #2138
4. Aldehyde dehydrogenase 1 family, member A1 (ALDH1A1), Thermo Fisher Scientific, PA5-34901
5.  $\beta$ -actin, Gene Tex, GT5512
6. Caspase-3, Cell Signaling Technology, #9662S
7. Cleaved caspase-3, Cell Signaling Technology, #9664S
8. Enolase 1 (ENO1), Abcam, ab155102
9. F4/80, Abcam, ab6640
10. Gamma-H2AX (H2AX), Fortis Life Sciences, IHC-00059
11. Glyceraldehyde 3-phosphate dehydrogenase (GAPDH), Santa Cruz Biotechnology, sc-25778
12. Heat Shock 70kDa Protein 5 (HSPA5), LifeSpan Biosciences, LS-C312961
13. Heat Shock 70kDa Protein 5 (HSPA5), Cell Signaling Technology, #3177
14. Heat Shock 70kDa Protein 5 (HSPA5), Santa Cruz Biotechnology, sc-166490
15. Heat shock 70 kDa protein 8 (HSPA8), LifeSpan Biosciences, LS-C312344
16. Hormone-sensitive lipase (HSL), Cell Signaling Technology, #4107
17. His-Taq, Cell Signaling Technology, #12698
18. iNOS, Abcam, # ab3523
19. Interleukin-1 beta (IL-1 $\beta$ ), Cell Signaling Technology, #12703
20. Interleukin-1 beta (IL-1 $\beta$ ), Cell Signaling Technology, #12242
21. Interleukin-1 beta (IL-1 $\beta$ ), Santa Cruz Biotechnology, sc-1251
22. Interleukin 6 (IL-6), Cell Signaling Technology, #12153
23. Matrix metalloproteinase-2 (MMP2), Cell Signaling Technology, #87809
24. Monocyte chemoattractant protein-1, Cell Signaling Technology, #39091
25. p65, Cell Signaling Technology, #3034
26. Peroxisome proliferator-activated receptor gamma coactivator 1 alpha (PGC1- $\alpha$ ), Abcam, ab54481
27. phospho-p65, Cell Signaling Technology, #3033
28. phospho-Rb (pRb), Cell Signaling Technology, #9308L
29. Plasminogen activator inhibitor-1 (PAI-1), Cell Signaling Technology, #11907
30. Plasminogen activator inhibitor-1 (PAI-1), Cell Signaling Technology, #27535
31. Poly (ADP-ribose) polymerase (PARP), Santa Cruz Biotechnology, sc-7150
32. Pyruvate kinase M2 (PKM2), Cell Signaling Technology, #4053S
33. p16, Santa Cruz Biotechnology, sc-56330
34. p16, Cell Signaling Technology, #29271
35. p21, Santa Cruz Biotechnology, sc-817
36. p21, Cell Signaling Technology, #37543
37. p53, R&D systems, AF1355
38. p53, Abbkine, ABP0110
39. p53, Cell Signaling Technology, #2524
40. Retinoblastoma-associated protein (Rb), Cell Signaling Technology, #9313T
41. Ribosomal protein L7 (RPL7), Abcam, ab72550
42. Ribosomal Protein S14 (RPS14), Abcam, ab174661
43. Thioredoxin reductase 1 (TXNRD1), Novus Biologicals, NBP2-20619
44. Transforming growth factor beta 1 (TGF- $\beta$ 1), Cell Signaling Technology, #3711

45. Transketolase(TKT), Thermo Fisher Scientific, PA5-43192
46. Uncoupling protein 1 (UCP1), Abcam, ab23841

## Validation

All antibodies utilized in this research were acquired from commercial suppliers, and their validation statements can be found on the manufacturer's website. The antibodies were validated by immunostaining or western blot analysis.

1. Actinin Alpha 4 (ACTN4), Abcam, ab59468  
<https://www.abcam.com/en-us/products/primary-antibodies/alpha-actinin-4-antibody-cytoskeleton-marker-ab59468>
2. Activator protein 1 (AP1), Novusbio, NBP1-89544  
[https://www.novusbio.com/products/junb-ap-1-antibody\\_nbp1-89544?srsltid=AfmBOopyQ32uODW9lx9wWh0OWAnCmROWUD4JuIPRUBNKCAvSNzGIYzTu](https://www.novusbio.com/products/junb-ap-1-antibody_nbp1-89544?srsltid=AfmBOopyQ32uODW9lx9wWh0OWAnCmROWUD4JuIPRUBNKCAvSNzGIYzTu)
3. Adipose triglyceride lipase (ATGL), Cell Signaling Technology, #2138  
[https://www.cellsignal.com/products/primary-antibodies/atgl-antibody/2138?srsltid=AfmBOoqSh3-ACVW6o5Swscyd8Rj\\_c1sOMDb5POFOcDfuNBCwWU4SPsVJR](https://www.cellsignal.com/products/primary-antibodies/atgl-antibody/2138?srsltid=AfmBOoqSh3-ACVW6o5Swscyd8Rj_c1sOMDb5POFOcDfuNBCwWU4SPsVJR)
4. Aldehyde dehydrogenase 1 family, member A1 (ALDH1A1), Thermo Fisher Scientific, PA5-34901  
<https://www.thermofisher.com/antibody/product/ALDH1A1-Antibody-Polyclonal/PA5-34901>
5.  $\beta$ -actin, Gene Tex, GT5512  
[https://www.genetex.com/Product/Detail/beta-Actin-antibody-GT5512/GTX629630?srsltid=AfmBOoq0v\\_Q-4jW--UojnjlK7kNYjYJBwB-\\_jLoDPDxtZcBzaKxiVAk](https://www.genetex.com/Product/Detail/beta-Actin-antibody-GT5512/GTX629630?srsltid=AfmBOoq0v_Q-4jW--UojnjlK7kNYjYJBwB-_jLoDPDxtZcBzaKxiVAk)
6. Caspase-3, Cell Signaling Technology, #9662S  
<https://www.cellsignal.com/products/primary-antibodies/caspase-3-antibody/9662?srsltid=AfmBOor4CkktXB5ARRmx6zhCj5UpfHS9QAU1W1kyJO1gzldYLINzErX>
7. Cleaved caspase-3, Cell Signaling Technology, #9664S  
[https://www.cellsignal.com/products/primary-antibodies/cleaved-caspase-3-asp175-5a1e-rabbit-monoclonal-antibody/9664?srsltid=AfmBOoqf\\_0lNiRo-dFlbHDEtcDE2IXwb1zdUATG7t0BnuXAdKLtYUuaR](https://www.cellsignal.com/products/primary-antibodies/cleaved-caspase-3-asp175-5a1e-rabbit-monoclonal-antibody/9664?srsltid=AfmBOoqf_0lNiRo-dFlbHDEtcDE2IXwb1zdUATG7t0BnuXAdKLtYUuaR)
8. Enolase 1 (ENO1), Abcam, ab155102  
<https://www.abcam.com/en-us/products/primary-antibodies/eno1-eno2-eno3-antibody-epr10863b-ab155102>
9. F4/80, Abcam, ab6640  
<https://www.abcam.com/en-us/products/primary-antibodies/f4-80-antibody-cia3-1-macrophage-marker-ab6640>
10. Gamma-H2AX (H2AX), Fortis Life Sciences, IHC-00059  
<https://www.fortislife.com/products/primary-antibodies/rabbit-anti-gamma-h2ax-ihc-antibody/BETHYL-IHC-00059>
11. Glyceraldehyde 3-phosphate dehydrogenase (GAPDH), Santa Cruz Biotechnology, sc-25778  
[https://www.scbt.com/p/gapdh-antibody-fl-335?srsltid=AfmBOopZn-wgEBEm0V8o\\_nxnngdMu\\_lIbOLdTeeVTIqvTCIQ9TUjo-PA](https://www.scbt.com/p/gapdh-antibody-fl-335?srsltid=AfmBOopZn-wgEBEm0V8o_nxnngdMu_lIbOLdTeeVTIqvTCIQ9TUjo-PA)
12. Heat Shock 70kDa Protein 5 (HSPA5), LifeSpan Biosciences, LS-C312961  
<https://www.lsbio.com/antibodies/hspa5-antibody-grp78-antibody-bip-antibody-aa603-617-icc-ihc-wb-western-ls-c312961/322933>
13. Heat Shock 70kDa Protein 5 (HSPA5), Cell Signaling Technology, #3177  
[https://www.cellsignal.com/products/primary-antibodies/bip-c50b12-rabbit-monoclonal-antibody/3177?srsltid=AfmBOoqAhVbWYQF3g3LJytL4UknlApXiZWiZDauz3wpv-\\_bZj9Ptz](https://www.cellsignal.com/products/primary-antibodies/bip-c50b12-rabbit-monoclonal-antibody/3177?srsltid=AfmBOoqAhVbWYQF3g3LJytL4UknlApXiZWiZDauz3wpv-_bZj9Ptz)
14. Heat Shock 70kDa Protein 5 (HSPA5), Santa Cruz Biotechnology, sc-166490  
<https://www.scbt.com/p/grp-78-antibody-e-4?srsltid=AfmBOorqNYe7RX8aFQsq60xn1zYo28EnHyLSrmMgRK-jSyGldyUj6N6>
15. Heat shock 70 kDa protein 8 (HSPA8), LifeSpan Biosciences, LS-C312344  
<https://www.lsbio.com/search?q=Heat+shock+70+kDa+protein+8%28HSPA8%29%2C++LS-C312344>
16. Hormone-sensitive lipase (HSL), Cell Signaling Technology, #4107  
[https://www.cellsignal.com/products/primary-antibodies/hsl-antibody/4107?srsltid=AfmBOorxJsGNbqikL\\_8Uklj2kce-UBdfgkvu6CQwFcmOIBQqjPCBd2iu](https://www.cellsignal.com/products/primary-antibodies/hsl-antibody/4107?srsltid=AfmBOorxJsGNbqikL_8Uklj2kce-UBdfgkvu6CQwFcmOIBQqjPCBd2iu)
17. His-Taq, Cell Signaling Technology, #12698  
[https://www.cellsignal.com/products/primary-antibodies/his-tag-d3i1o-rabbit-monoclonal-antibody/12698?srsltid=AfmBOopNdH3TV3HMGq6omsqnKOoWGK\\_QvUUBAU-zulhA8feEFwTYconO](https://www.cellsignal.com/products/primary-antibodies/his-tag-d3i1o-rabbit-monoclonal-antibody/12698?srsltid=AfmBOopNdH3TV3HMGq6omsqnKOoWGK_QvUUBAU-zulhA8feEFwTYconO)
18. iNOS, Abcam, # ab3523  
<https://www.abcam.com/en-us/products/primary-antibodies/inos-antibody-ab3523>
19. Interleukin-1 beta (IL-1 $\beta$ ), Cell Signaling Technology, #12703  
[https://www.cellsignal.com/products/primary-antibodies/il-1-beta-d3u3e-rabbit-monoclonal-antibody/12703?srsltid=AfmBOoo2-T1si00Jsr1Os69b3hibNJCuioCaOSDx7b\\_LLbZQb0ul40e-](https://www.cellsignal.com/products/primary-antibodies/il-1-beta-d3u3e-rabbit-monoclonal-antibody/12703?srsltid=AfmBOoo2-T1si00Jsr1Os69b3hibNJCuioCaOSDx7b_LLbZQb0ul40e-)
20. Interleukin-1 beta (IL-1 $\beta$ ), Cell Signaling Technology, #12242  
<https://www.cellsignal.com/products/primary-antibodies/il-1-beta-3a6-mouse-monoclonal-antibody/12242?srsltid=AfmBOorjfoTRXW8qVS-YthtqEAU5KrNatB6ecxueDPcXok5TpYysFo->
21. Interleukin-1 beta (IL-1 $\beta$ ), Santa Cruz Biotechnology, sc-1251  
<https://www.scbt.com/p/il-1beta-antibody-m-20?srsltid=AfmBOopH0thryCiZwo7M8HFHKLfP70HBzEzZQKe1LBA5px8S7Usv1HhQ>
22. Interleukin 6 (IL-6), Cell Signaling Technology, #12153  
[https://www.cellsignal.com/products/primary-antibodies/il-6-d3k2n-rabbit-monoclonal-antibody/12153?srsltid=AfmBOoo0lEJTUG0pLJ4bFBxqRw7hOVipmiGKXi83-4orO1T5\\_Amhl4ZL](https://www.cellsignal.com/products/primary-antibodies/il-6-d3k2n-rabbit-monoclonal-antibody/12153?srsltid=AfmBOoo0lEJTUG0pLJ4bFBxqRw7hOVipmiGKXi83-4orO1T5_Amhl4ZL)
23. Matrix metalloproteinase-2 (MMP2), Cell Signaling Technology, #87809  
[https://www.cellsignal.com/products/primary-antibodies/mmp-2-d2o4t-rabbit-monoclonal-antibody/87809?srsltid=AfmBOoqmHEZjQPcHEM2a-9a7ULbiSpbTat\\_TDOEWWKz00CwLUXFINwmY](https://www.cellsignal.com/products/primary-antibodies/mmp-2-d2o4t-rabbit-monoclonal-antibody/87809?srsltid=AfmBOoqmHEZjQPcHEM2a-9a7ULbiSpbTat_TDOEWWKz00CwLUXFINwmY)
24. Monocyte chemoattractant protein-1, Cell Signaling Technology, #39091  
<https://www.cellsignal.com/products/primary-antibodies/mcp-1-antibody-carboxy-terminal-antigen/39091?srsltid=AfmBOoqhcmTXXgcFqQXPwGcnVrZLRhXTjGudMVDGBnhFWb-HQUIGspFa>
25. p65, Cell Signaling Technology, #3034  
[https://www.cellsignal.com/products/primary-antibodies/nf-kb-p65-antibody/3034?srsltid=AfmBOorO\\_m3GYqv-KQdGmTp0OAROfK\\_StcTieqc\\_3PwcHrCsx4hO-tcw](https://www.cellsignal.com/products/primary-antibodies/nf-kb-p65-antibody/3034?srsltid=AfmBOorO_m3GYqv-KQdGmTp0OAROfK_StcTieqc_3PwcHrCsx4hO-tcw)
26. Peroxisome proliferator-activated receptor gamma coactivator 1 alpha (PGC1- $\alpha$ ), Abcam, ab54481  
<https://www.abcam.com/en-us/products/primary-antibodies/pgc1-alpha-beta-antibody-bsa-and-azide-free-ab54481>
27. phospho-p65, Cell Signaling Technology, #3033  
<https://www.cellsignal.com/products/primary-antibodies/phospho-nf-kappab-p65-ser536-93h1-rabbit-monoclonal-antibody/3033?srsltid=AfmBOooH-6i7j6zujOBj55A8SxyHPE6GhrduE6-ZTBvO89oLAXwKTN6>
28. phospho-Rb (pRb), Cell Signaling Technology, #9308L  
[https://www.cellsignal.com/products/primary-antibodies/phospho-rb-ser807-811-antibody/9308?srsltid=AfmBOoqf\\_0lNiRo-dFlbHDEtcDE2IXwb1zdUATG7t0BnuXAdKLtYUuaR](https://www.cellsignal.com/products/primary-antibodies/phospho-rb-ser807-811-antibody/9308?srsltid=AfmBOoqf_0lNiRo-dFlbHDEtcDE2IXwb1zdUATG7t0BnuXAdKLtYUuaR)

srsltid=AfmBOopLYBl1tyHzepoNn3lBksKttXNLpFQYb-VOQNDKV42c3-Pkuoz  
 29. Plasminogen activator inhibitor-1 (PAI-1), Cell Signaling Technology, #11907  
[https://www.cellsignal.com/products/primary-antibodies/pai-1-d9c4-rabbit-monoclonal-antibody/11907?](https://www.cellsignal.com/products/primary-antibodies/pai-1-d9c4-rabbit-monoclonal-antibody/11907?srsltid=AfmBOorhGh6R_qph7KK4Cf3tqmNMjOOvtjBYfrkToAQ14ROfwPWh9kqQ)  
 30. Plasminogen activator inhibitor-1 (PAI-1), Cell Signaling Technology, #27535  
[https://www.cellsignal.com/products/primary-antibodies/pai-1-antibody/27535?](https://www.cellsignal.com/products/primary-antibodies/pai-1-antibody/27535?srsltid=AfmBOoo4d2ZYIMMsadqyGb8ST15xBNHPD7dJTYhQ-8s6wldcrIn0muUE)  
 31. Poly (ADP-ribose) polymerase (PARP), Santa Cruz Biotechnology, sc-7150  
[https://www.scbt.com/p/parp-1-antibody-h-250?srsltid=AfmBOopaojVIRsjkUGj\\_UMkLMpCw6tvwdzHtEs1K\\_1eGdlipyLboDzFN](https://www.scbt.com/p/parp-1-antibody-h-250?srsltid=AfmBOopaojVIRsjkUGj_UMkLMpCw6tvwdzHtEs1K_1eGdlipyLboDzFN)  
 32. Pyruvate kinase M2 (PKM2), Cell Signaling Technology, #40535  
[https://www.cellsignal.com/products/primary-antibodies/pkm2-d78a4-rabbit-monoclonal-antibody/4053?](https://www.cellsignal.com/products/primary-antibodies/pkm2-d78a4-rabbit-monoclonal-antibody/4053?srsltid=AfmBOorXOa6QqHfLo2E6iOq_dsAf6wwaPY0W35ZjSb-42mXn3oY5OL9u)  
 33. p16, Santa Cruz Biotechnology, sc-56330  
<https://www.scbt.com/p/p16-antibody-jc8?srsltid=AfmBOoo7JIHBKOZYzVlHnoFafe9hJrnu-8M3SiNGMtjMjW4tfXv3hM7N>  
 34. p16, Cell Signaling Technology, #29271  
[https://www.cellsignal.com/products/primary-antibodies/p16-ink4a-e5f3y-rabbit-monoclonal-antibody/29271?](https://www.cellsignal.com/products/primary-antibodies/p16-ink4a-e5f3y-rabbit-monoclonal-antibody/29271?srsltid=AfmBOooxB0JmNY0xxoqa-rzByJmp7-erKcZKvmpxFmq5C2bqFIAMaLN)  
 35. p21, Santa Cruz Biotechnology, sc-817  
<https://www.scbt.com/p/p21-antibody-187?srsltid=AfmBOopGIMKoBlw5JHqzWDyD-0j1FTiQ5HB9jDpdUyzsUartl4-LzleD>  
 36. p21, Cell Signaling Technology, #37543  
[https://www.cellsignal.com/products/primary-antibodies/p21-waf1-cip1-e2r7a-rabbit-monoclonal-antibody/37543?](https://www.cellsignal.com/products/primary-antibodies/p21-waf1-cip1-e2r7a-rabbit-monoclonal-antibody/37543?srsltid=AfmBOopIX9IABOTAKGV3RGie5ojwrAlpfAKquhClkPvmHI0pcCqNAP8_)  
 37. p53, R&D systems, AF1355  
[https://www.rndsystems.com/products/human-mouse-rat-p53-antibody\\_af1355](https://www.rndsystems.com/products/human-mouse-rat-p53-antibody_af1355)  
 38. p53, Abbkine, ABP0110  
<https://www.abbkine.com/abbkine-p53-antibody-helps-basic-cancer-research/#2524>  
 39. p53, Cell Signaling Technology, #2524  
[https://www.cellsignal.com/products/primary-antibodies/p53-1c12-mouse-monoclonal-antibody/2524?](https://www.cellsignal.com/products/primary-antibodies/p53-1c12-mouse-monoclonal-antibody/2524?srsltid=AfmBOordlleKci71Q9riwKPmiRfOdIzq3yYW5EuvOlzVTUnWJfFHDqB8)  
 40. Retinoblastoma-associated protein (Rb), Cell Signaling Technology, #9313T  
[https://www.cellsignal.com/products/primary-antibodies/rb-d20-rabbit-monoclonal-antibody/9313?](https://www.cellsignal.com/products/primary-antibodies/rb-d20-rabbit-monoclonal-antibody/9313?srsltid=AfmBOoqu6k32P5wmrKF0gtlRlcpQzcM-v21EeSN_1Uz32_3B09IH1Z3R)  
 41. Ribosomal protein L7 (RPL7), Abcam, ab72550  
<https://www.abcam.com/en-us/products/primary-antibodies/rpl7-antibody-ab72550>  
 42. Ribosomal Protein S14 (RPS14), Abcam, ab174661  
<https://www.abcam.com/en-us/products/primary-antibodies/rps14-antibody-ab174661>  
 43. Thioredoxin reductase 1 (TXNRD1), Novus Biologicals, NBP2-20619  
[https://www.novusbio.com/products/thioredoxin-reductase-1-trxr1-antibody\\_nbp2-20619?](https://www.novusbio.com/products/thioredoxin-reductase-1-trxr1-antibody_nbp2-20619?srsltid=AfmBOoqwVqqdytsO32lbHqYxUxEW7Koc20DhbEy0BdzMZLdibPViSdr5)  
 44. Transforming growth factor beta 1 (TGF-β1), Cell Signaling Technology, #3711  
[https://www.cellsignal.com/products/primary-antibodies/tgf-beta-antibody/3711?](https://www.cellsignal.com/products/primary-antibodies/tgf-beta-antibody/3711?srsltid=AfmBOooC9H9sVB2_OTVZDGrBa1R0TVF7eK28CS-ZhWG-FS0gc9awVQU5)  
 45. Transketolase (TKT), Thermo Fisher Scientific, PA5-43192  
<https://www.thermofisher.com/antibody/product/Transketolase-Antibody-Polyclonal/PA5-43192>  
 46. Uncoupling protein 1 (UCP1), Abcam, ab23841  
<https://www.abcam.com/en-us/products/primary-antibodies/ucp1-antibody-ab23841>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                         |
|-------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Human visceral preadipocytes (PT-5005) and human umbilical vein endothelial cells (C2517A) were purchased from Lonza (Basel, Switzerland). Human dermal fibroblasts (PCS-201-012), human retinal pigment epithelial cells (CRL-2302) and 3T3-L1 mouse preadipocytes (CL-173) were purchased from the American Type Culture Collection (ATCC) (VA, USA). |
| Authentication                                                    | HPAs and HUVECs were authenticated by Lonza, and HDFs, hRPEs, and 3T3-L1 cells by ATCC. Preadipocytes identity was confirmed by adipogenic differentiation, while HDFs, HUVECs, and hRPEs authentication was verified by Western blot analysis using cell type-specific protein markers, most recently in October 2024.                                 |
| Mycoplasma contamination                                          | Cells were tested for mycoplasma contamination by the vendor (all mycoplasma negative).                                                                                                                                                                                                                                                                 |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | n/a                                                                                                                                                                                                                                                                                                                                                     |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                                                                                                                       |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | C57BL/6J and C57BL/6N male, 8 weeks-16 months of age; p16-luc, 8 weeks of age; Zmpste24 <sup>-/-</sup> progeroid mice, 5 weeks of age |
| Wild animals       | Wild animals were not used for this study                                                                                             |

|                         |                                                                                                                                                                                                                                                                                     |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex        | Mice used in this study were males except Zmpste24 <sup>-/-</sup> progeroid mice (both male and female data are collected).                                                                                                                                                         |
| Field-collected samples | This study does not involve field-collected samples.                                                                                                                                                                                                                                |
| Ethics oversight        | All animal use protocols were approved by Institutional Animal Care and Use Committee of Yeungnam University College of Medicine. (YUMC-AEC2019-031, YUMC-AEC2020-025, and YUMC-AEC2022-039) and by the Animal Care Committee of The Centre for Phenogenomics (TCP, AUP #27-0271H). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                                                                                                                                                |                                                                                                                                                                                                                                                                                                                                                        |
|------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation                                                                                                                             | Cells were harvested and fixed in 70% cold ethanol at 4°C for 1 h. Cells were washed twice with PBS and resuspended in a propidium iodide solution. RNase A was added to a final concentration of 0.5 µg/mL, and the samples were incubated at 4°C for 4 h.                                                                                            |
| Instrument                                                                                                                                     | Flow cytometric analysis was performed using a CytoFLEX Flow Cytometer (Beckman Coulter Life Sciences, Brea, CA, USA).                                                                                                                                                                                                                                 |
| Software                                                                                                                                       | Data acquisition and cell cycle analysis were conducted using CytExpert software (Beckman Coulter).                                                                                                                                                                                                                                                    |
| Cell population abundance                                                                                                                      | Cell cycle distribution was expressed as the percentage of cells in the G0/G1, S, and G2/M phases relative to the total analyzed cell population. At least 10,000 single-cell events were collected per sample to ensure statistical reliability.                                                                                                      |
| Gating strategy                                                                                                                                | Initial gating was performed on a forward scatter (FSC) versus side scatter (SSC) plot to exclude debris and select the main cell population. Doublets and cell aggregates were excluded by gating on FSC-H versus FSC-A. DNA content histograms of PI fluorescence were then used to determine the proportions of cells in G0/G1, S, and G2/M phases. |
| <input type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                                                                                                                                                                                                                                                                                                                        |

How the deposited data were processed for this re-analysis (not part of the article)

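Nuclei of frozen epididymal WAT from HF-PBS and HF-HHT mice were measured in 2 libraries, 1 per condition, each from the pooled tissue of 3 male mice. The authors counted reads per gene and barcode with Cell Ranger 5.0.0 on a mouse reference, and the deposited counts are whole numbers of UMIs for every barcode, with neither normalization nor calling of nuclei. Whether reads in introns were counted is not given in the sources used here. Free RNA, the profile of barcodes ranked 45000 to 90000, held 8987405 UMIs in HF-PBS and 8031942 in HF-HHT.

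From these counts, nuclei were called by the default rules of Cell Ranger, first by depth with 3000 expected nuclei, then by a test of barcodes with at least 500 UMIs against free RNA, with 10000 simulations and a false discovery rate of 0.01. The test was applied to 5830 barcodes in HF-PBS and 5388 in HF-HHT. Likely doublets were scored per library by simulation with Scrublet in scanpy 1.11.5, and the highest 6.18% and 6.09% were removed, from 0.8% per 1000 called nuclei (the automatic limit of that tool took 0 and 254). The limits of the study followed: more than 400 genes, UMIs and genes below the 95th percentile, and mitochondrial UMIs below 0.5%. The libraries were integrated in Seurat 5.3.0 under R 4.3.3, with log normalization, 2000 variable features and 30 dimensions, and clustered at resolutions from 0.05 to 1.5 until 14 clusters formed.

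Clusters were named from 19 marker lists, and lists of other epithelia were added after the clusters were seen and named no cluster. A marker counts as found in a cluster where at least 10% of nuclei hold a UMI, and the mean log2 fold of the markers had to reach 1. The clusters carry other numbers than those of the study, whose labels per nucleus were not used here. For adipocytes, APCs, B cells, mesothelial, perivascular and erythroid-like nuclei, the part of the class that came from HF-PBS was compared with the study's figure, and neither value was more than 1.5 times the other.

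Sums per class were formed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. A gene is measured in a class with at least 20 counts over both libraries, and a gene at 0 in a library is set at a floor of 3 counts per library. Ratios were also scaled with TMM factors of edgeR 4.0.16, which lowered log2 ratios by 0.18 in adipocytes and by 0.19 in APCs and macrophages, and with median-of-ratios size factors, which lowered them by 0.21, 0.22 and 0.21. Scores per nucleus used 24 expression bins and 100 control genes. Coordinates come from GENCODE vM21 on GRCm38, matched by gene identifier for 99.6% of the genes counted.

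The 26 gene lists were written from general knowledge and from Fig. 4C, Fig. 4D and Fig. 5A beforehand, since no database of gene sets was used here. They cover SenMayo, collagen chains, collagen modification, matrix and adhesion, actin and migration, lipid breakdown, carbohydrate metabolism, fat cell differentiation, insulin response, lipogenesis, adipokines, M1-like and M2-like genes, lipid-associated macrophages, glucocorticoid response, the circadian clock, immediate-early genes, ER stress, cell cycle arrest, beige fat and interferon response. Genes are named by a rule. In adipocytes, APCs and macrophages these are the 10 highest and 10 lowest log2 ratios among genes with at least 50 counts in the higher library, at least 3 in the other and a CPM at least 2 times that in free RNA, every gene the study names for the class, Hspa5 as the proposed target, and up to 4 members of each list, the 2 highest and 2 lowest. The study's own genes were seen in its figures beforehand, and predicted genes are not named.

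The calling and the ratios were tested on simulated data. With sums drawn at the depth of the real classes, the 95% interval held the true ratio for 96.0% of unchanged genes in adipocytes (of 12068 genes), 96.0% in APCs (of 11987) and 95.5% in macrophages (of 14194). The direction of a 1.5-fold change was found for 92.9%, 94.2% and 97.4% of changed genes, of a 2-fold change for 98.6%, 98.5% and 100%, and of a 4-fold change for 100% in each. For changed adipocyte genes the interval held the true ratio for 89.3% at 1.5-fold, 100% at 2-fold and 92.5% at 4-fold. In APCs and macrophages it did so for at least 94.2%. Sums per class were drawn and not single nuclei, so variation between nuclei was not tested. In the simulation of calling, 100% of deep macrophage nuclei were called, but of those with 600 to 1500 UMIs only 0.4%, against 97% of adipocyte, 100% of APC and 98.6% of B-cell nuclei of that depth and 1.4% of free RNA. Shallow macrophage nuclei can therefore be lost, but how far the simulated rate holds in the real libraries was not tested. An alternative keeps every barcode with at least 500 UMIs, which numbered 8948 in HF-PBS and 8458 in HF-HHT. It gave 4525 and 2798 macrophage nuclei, against 3578 and 2205 in the main setting.

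The other alternatives keep doublets, allow 5% of mitochondrial UMIs, drop the upper limits, ask for more than 800 genes, leave the reported genes in the variable features, leave out integration, use a resolution of 1.0, subtract the estimated free RNA, use no minimum of counts with 0.5 added, thin nuclei to 500 UMIs before summing, or leave nuclei unthinned for scores. Background per class was estimated from the markers of other classes. Figures were drawn with matplotlib 3.10.9. The enrichment of GO terms and the tests between nuclei that the study made were not analysed here.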

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

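Clusters 6 and 12 stood out because the study reports no cluster of HF-HHT nuclei alone, and they held 10.6% and 1.86% of HF-HHT nuclei but no HF-PBS nucleus, and the tests for doublets, for changed APCs and for another changed class of the depot, like the lists of efferent ducts, cilia, kidney and liver, were chosen only after the clusters were seen.

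Esr1, the estrogen receptor, stood at 3693 CPM in cluster 6, Adgrg2, a receptor of efferent ducts, at 2700 CPM and the transcription factor Pax8 at 635 CPM, and cluster 12 expressed 10 of 10 ciliary genes at a sum of 11004 CPM. Doublets of named classes are argued against, since the 2 highest levels of class markers, those of APCs and macrophages, added up to 39.9% of the levels in these classes, where a doublet would come near 100%. A duct lying against the depot is a likely source, since 7 of 10 general epithelial genes were found in both clusters together against at most 2 in a named class, and genes of efferent ducts, which carry sperm to the epididymis, summed to 10014 and 3146 CPM against 1765 CPM in mesothelial cells, while no gene of the lists of kidney, liver and epididymis reached 10% of nuclei. A changed class other than APCs is argued against, since the markers of each of these classes reached at most 4.66% of their level in the class. APC markers alone cannot tell changed APCs from a duct, in a test written anew after a first form proved void. They reached 35.3% of their level in APCs. At 2186 CPM, however, they stood no higher than in mesothelial cells (3548 CPM) and near perivascular cells (2167 CPM). Other genes argue against changed APCs, since 0 of the 10 general epithelial genes were found in APCs. Of 10 efferent duct genes, 10 were found in cluster 6 and 3 in APCs. Of 10 ciliary genes, 10 were found in cluster 12 and 1 in APCs. The sort by DAPI keeps nuclei of any type, so it would not remove epithelium.

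Other lists stood out because the study reports no result on them from these nuclei, although it measured beige genes in tissue after cold and discusses ER stress with HSPA5, and their medians lay beyond most random lists. In adipocytes the median log2 ratio was 0.59 for lipogenesis (15 of 28 higher, 4 lower), 1.20 for beige fat (7 of 8 higher, of 20 in the list, and a median of 0.40 with nuclei thinned to 500 UMIs) and 1.65 for interferon response (21 of 23 higher). In APCs it was 0.61 for the circadian clock (9 of 17 higher, 3 lower) and 1.28 for interferon response (19 of 22 higher). In macrophages it was 0.61 for lipogenesis, 0.49 for ER stress (12 of 29 higher, 1 lower) and 1.24 for interferon response (22 of 24 higher). The lipogenesis value in macrophages went to −0.084 once free RNA, which held more adipocyte RNA in HF-HHT, was subtracted.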

How the results depend on the processing

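The alternatives chosen after the data were examined are the shares without the clusters of HF-HHT nuclei alone, the SenMayo list without Igf1 and Vegfa, the macrophage scores at an equal mix of clusters and the erythroid-like nuclei with a marker UMI, which still compare different kinds of nuclei. Of 150 results, 135 kept one sign under every alternative that applied, and of 1642 values under alternatives 29 took the other sign, 12 of them in a score or where the reported interval lay on one side of 0.

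The log2 ratio of the adipocyte share was 2.80 with every barcode of at least 500 UMIs and 2.03 with no upper limits. That of macrophages was −0.56 with every barcode of at least 500 UMIs, −0.59 without integration and −0.46 without the clusters of HF-HHT nuclei alone.

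The median of collagen chains in adipocytes was −1.07 with TMM and −1.10 with size factors. It was smaller in size with nuclei thinned (−0.64), doublets kept (−0.67), more than 800 genes (−0.70), no minimum of counts (−0.71), no upper limits (−0.73) and free RNA subtracted (−0.74). In APCs it was −0.62 with doublets kept, −0.72 with no upper limits, −0.74 with TMM, −0.77 with size factors, −0.39 with no minimum of counts and −0.63 with nuclei thinned. In endothelial cells it took the other sign, 0.26, with no minimum. The M1-like median in macrophages was 2.46 with TMM, 2.45 with size factors, 2.32 with no minimum and 2.48 with nuclei thinned. The SenMayo median in adipocytes took the other sign with size factors (−0.014), no minimum (−0.058) and nuclei thinned (−0.074), as did ER stress in APCs with TMM (−0.082) and size factors (−0.11), and lipogenesis in macrophages with free RNA subtracted (−0.084).

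Vegfa in adipocytes was 1.15 with no upper limits, 0.84 with TMM and 0.82 with size factors. Over the alternatives, log2 ratios in adipocytes ran from 2.58 to 3.31 for Pygl, from −2.64 to −1.71 for Lox and from 2.92 to 4.91 for Usp18. In APCs Col5a2 was −1.40 with TMM and −1.43 with size factors, and Col4a1 −1.48 and −1.51.

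The SenMayo score difference in adipocytes was −0.0025 with doublets kept, −0.0174 unthinned and −0.0221 without Igf1 and Vegfa. In macrophages it was 0.0261 unthinned, and the M1-like one 0.127. In APCs, where it is near 0, it took the other sign with every barcode of at least 500 UMIs (0.000131), 5% mitochondrial UMIs (0.00012), no upper limits (5.08e-05) and more than 800 genes (0.000195), and in mesothelial cells with 5% mitochondrial UMIs (0.00269), where it was −0.0290 with doublets kept. The erythroid-like cluster held 0 HF-PBS nuclei with every barcode of at least 500 UMIs (115 HF-HHT nuclei), no integration (120), more than 800 genes (79) and a resolution of 1.0 (116), and did not form with doublets kept, so its reported ratio of shares rests on the other settings. The share ratio of T and NK cells was −0.15 with every barcode of at least 500 UMIs, with an interval of −0.30 to 0.00447 that includes 0. Conversely, the share ratio of APCs lay below 0 by its interval with 5% mitochondrial UMIs (−0.15), no upper limits (−0.16) and more than 800 genes (−0.20), and that of dividing cells with no upper limits (−0.37) and doublets kept (−0.25).

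No paired analysis was possible because each condition has 1 library.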

Differences from the paper's values

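Adipor2 in adipocytes had a Seurat log2 fold change of 2.07, against the paper's value of about 2.2 in Fig. 4C, read by eye. Among the alternatives set before the data were examined, it came to 2.20 with every barcode of at least 500 UMIs. It was 2.05 with doublets kept, 2.04 with no upper limits, 2.04 with more than 800 genes and 2.07 with 5% of mitochondrial UMIs. It was also 2.07 with the reported genes left in the variable features, no integration and a resolution of 1.0. The error of reading the figure by eye was not measured. On the same scale Nrg4 had 2.73 against about 2.9, and Igf1 2.47 against about 2.5.

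Mertk in adipocytes had −2.60 on that scale, against the paper's value of about −2.5 in Fig. 4C, read by eye. It was −2.58 with every barcode of at least 500 UMIs, −2.47 with doublets kept and −2.53 with more than 800 genes. With 5% of mitochondrial UMIs and with a resolution of 1.0 it was −2.61, and with no upper limits −2.71. It stayed at −2.60 with the reported genes left in and with no integration. All of these genes have the direction the paper shows.

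The paper states that each of its 14 clusters was found in both conditions. Here 12 of the 14 clusters held nuclei of both libraries, and clusters 6 and 12 held 686 and 120 HF-HHT nuclei and 0 HF-PBS nuclei. With more than 800 genes per nucleus, the cluster that matches cluster 6 held 666 HF-HHT nuclei and 1 HF-PBS nucleus.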

Other observations

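All tests of explanations in this part were chosen only after the results were seen.

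The median log2 ratio of interferon-induced genes lay above 0 in 10 of 11 classes and below 0 in 1. The median of all measured genes was itself above 0 in most classes, so this count of signs shows little. In adipocytes, APCs and macrophages, the list medians of 1.65, 1.28 and 1.24 lay above those of all genes, 0.30, 0.17 and 0.16. Usp18, which restrains interferon signaling, rested on 1 UMI in HF-PBS and 107 in HF-HHT adipocytes (log2 ratio 4.36, interval 1.85 to 9.68), and Gbp2, an interferon-induced GTPase, stood at 6.67 and 176 CPM in macrophages. Among genes of fat synthesis in adipocytes, Acacb, which makes malonyl-CoA, had a log2 ratio of 1.89 and Lpin1, a phosphatidate phosphatase, −2.11. Adrb3, the beta-adrenergic receptor of fat, had 2.35. Hspa5, which encodes the chaperone GRP78 and is the proposed target of HHT, stood at 52.8 and 45.7 CPM in adipocytes (log2 ratio −0.21, interval −0.52 to 0.11), 142 and 149 CPM in APCs (0.08, interval −0.10 to 0.25) and 87.3 and 189 CPM in macrophages (1.12, interval 1.02 to 1.21). The ER stress list had medians of 0.05 in adipocytes and 0.11 in APCs, and in macrophages the chaperone genes Calr and Sdf2l1 had ratios of 1.55 and 2.12. Immediate-early genes had medians of −0.27 in adipocytes, 0.13 in APCs and 0.13 in macrophages, and clock genes 0.41 in adipocytes and 0.24 in macrophages.

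Glucocorticoid-response genes were lower in HF-HHT in 11 of 11 classes, with medians of −1.19 in adipocytes, −0.70 in APCs and −0.80 in macrophages, where Zbtb16, a transcription factor that glucocorticoids induce, had −2.97. Fkbp5 was lower in each of the 11. Free RNA shared by all classes supplied 18.3% of the list's level in HF-PBS at the median over classes. It is argued against as the source in adipocytes, APCs and macrophages, where it supplied 1.90%, 8.36% and 8.27% of that level. In T and NK cells, B cells and erythroid-like nuclei it supplied 35.5%, 40.1% and 39.2%. There it can account for much of the drop, and dividing cells had no estimate. A different time of day when the tissue was taken may contribute and cannot be told apart from the treatment, since 1 pool per condition ties them together and Arntl-arm clock genes were lower and Per-arm genes higher in 7 of the 9 classes with at least 2 genes measured in each arm, in adipocytes at means of −1.04 and 1.03, while the 2 classes with fewer, perivascular (Arntl arm 0.59) and erythroid-like nuclei (Per arm −0.09), went against it. Lower glucocorticoid signaling under HHT stays open and was not tested.

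M1-like genes were higher in HF-HHT macrophages beside a larger share of monocyte-like nuclei. The mix of macrophage clusters is argued against as the whole cause, since 71.9% of the score difference remained at an equal mix, and free RNA is argued against by a median log2 ratio of 2.66 after its subtraction. The difference was uneven between the clusters of resolution 1.0. It was 0.108 in the monocyte-like cluster, 0.0606 and 0.0380 in clusters 0 and 1, and 0.0037 in the lipid-laden cluster 3. In clusters 16 and 22 it was −0.0070 and −0.0369. The leading genes of cluster 16 hold none of the listed macrophage markers and 1 listed for lymphatic vessels, Lyve1. Yet 10 macrophage markers were found in cluster 16, and its M2-like means were the highest of these clusters (0.379 in HF-PBS, 0.317 in HF-HHT). At an equal mix, 28.1% of the M1-like, 29.5% of the M2-like and 4.59% of the SenMayo score difference went away. An activation of macrophages under HHT is a hypothesis that may explain the rest. It was not tested, because 1 pool per condition ties it to differences between the 2 pools, which stay open.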
